# The thymocyte-specific RNA-binding protein Arpp21 provides TCR repertoire diversity by binding to the 3*’*-UTR and promoting *Rag1* mRNA expression

**DOI:** 10.1038/s41467-024-46371-z

**Published:** 2024-03-11

**Authors:** Meng Xu, Taku Ito-Kureha, Hyun-Seo Kang, Aleksandar Chernev, Timsse Raj, Kai P. Hoefig, Christine Hohn, Florian Giesert, Yinhu Wang, Wenliang Pan, Natalia Ziętara, Tobias Straub, Regina Feederle, Carolin Daniel, Barbara Adler, Julian König, Stefan Feske, George C. Tsokos, Wolfgang Wurst, Henning Urlaub, Michael Sattler, Jan Kisielow, F. Gregory Wulczyn, Marcin Łyszkiewicz, Vigo Heissmeyer

**Keywords:** VDJ recombination, Immunological disorders, T-cell receptor, Lymphocyte differentiation, Thymus

## Abstract

The regulation of thymocyte development by RNA-binding proteins (RBPs) is largely unexplored. We identify 642 RBPs in the thymus and focus on Arpp21, which shows selective and dynamic expression in early thymocytes. Arpp21 is downregulated in response to T cell receptor (TCR) and Ca^2+^ signals. Downregulation requires Stim1/Stim2 and CaMK4 expression and involves Arpp21 protein phosphorylation, polyubiquitination and proteasomal degradation. Arpp21 directly binds RNA through its R3H domain, with a preference for uridine-rich motifs, promoting the expression of target mRNAs. Analysis of the Arpp21–bound transcriptome reveals strong interactions with the *Rag1* 3′-UTR. Arpp21–deficient thymocytes show reduced Rag1 expression, delayed TCR rearrangement and a less diverse TCR repertoire. This phenotype is recapitulated in *Rag1* 3′-UTR mutant mice harboring a deletion of the Arpp21 response region. These findings show how thymocyte-specific Arpp21 promotes Rag1 expression to enable TCR repertoire diversity until signals from the TCR terminate Arpp21 and Rag1 activities.

## Abstract (web summary)

Regulation of thymocyte development by RNA-binding proteins is not fully characterized. Here the authors show the RBP ARPP21 interacting with the Rag1 3’-UTR to promote Rag1 expression, TCR rearrangement and an increased diversity of the TCR repertoire and that ARPP21 is down regulated by TCR stimulation.

## Introduction

RNA-binding proteins (RBPs) are essential for gene regulation in immune cells, and loss-of-function mutations of several RBPs are associated with autoimmunity and autoinflammation^1–7^. Although there is abundant information on the epigenetic and transcriptional gene regulation during thymocyte development, very little is understood about RBP-mediated post-transcriptional regulation, despite its well-characterized role in mature T cells^8^.

T lymphocytes recognize antigens through the T cell receptor (TCR). A highly diverse TCR repertoire allows to clonally recognize a vast number of antigens and protect from pathogens. The generation of TCRs occurs in the thymus and involves the assembly of V(D)J elements in the TCRβ and α loci. The somatic rearrangement of V(D)J gene segments is mediated by a hetero-tetrameric complex of the recombination-activating genes Rag1 and Rag2^9^. As TCR recombination leads to double-strand breaks in DNA, the expression of *Rag* genes must be tightly controlled and restricted to specific stages to ensure the separation of recombination and proliferation in thymocytes and avoid genomic instability^10^. In conventional αβ T cells, expression of *Rag* genes is restricted to two stages^11^. The first wave of Rag expression occurs in DN3 thymocytes when the TCRβ chain is assembled. After β-selection, Rag expression is transiently suppressed to block further recombination during expansion of the selected clones. Later, *Rag* gene expression is re-induced at the DP stage to recombine the TCRα chain and form a complete TCR. After successful recombination, Rag expression is completely suppressed and never restored in mature T cells^12^. Mutations that inactivate RAG1 or RAG2 function in humans or knockout mice prevent antigen receptor rearrangement and block T and B lymphocyte development, leading to severe combined immunodeficiency (SCID). Mutations causing hypomorphic RAG1 or RAG2 function have been associated with Omenn syndrome (OS) or combined immunodeficiency (CID)^13^. These primary immunodeficiencies (PIDs) show fewer defects in lymphocyte development, but more severe immune dysregulation^13^. Partial RAG activity leads to less efficient recombination and fewer lymphocyte clones are released into the periphery where they can undergo oligoclonal expansion. Reduced TCR diversity and, in particular, reduced usage of distal TCR alpha gene segments have been observed. In patients with hypomorphic RAG function or their corresponding mouse models, T and B cells can induce autoimmunity or severe inflammation^13^.

Arpp21 is the best-studied member of a family of RBPs that includes R3hdm1, R3hdm2, Arpp21 (R3hdm3), and R3hdm4, all of which have a conserved amino-terminal R3H-domain coupled to longer carboxy-terminal regions harboring low complexity and intrinsically disordered sequences. The Arpp21 protein is induced during brain development in mouse embryos^14^, where it is expressed in a highly abundant short splice-isoform encoding for a protein of ~21 kDa^15^ as well as in a less abundant long isoform of 100 kDa. In this communication, we will refer to the 21 kDa isoform as Arpp21^short^ and to the 100 kDa isoform as Arpp21, which is also known as the thymocyte-expressed Tarpp protein^16^. Arpp21/Tarpp expression has been detected in cells of the thymic cortex and during early steps of thymocyte development starting at the CD4^–^CD8^–^ double-negative (DN)2 and ending at the CD4^+^CD8^+^ double-positive (DP) stage^16^. Nevertheless, the function of Arpp21 in thymocyte development has not been demonstrated. Mechanistic analyses suggested an interaction with RNA, but only for the long isoform of Arpp21 that contains a composite R3H/SUZ RNA-binding domain^14^. Arpp21 was also shown to bind components of the EIF4F complex and tethering of Arpp21 to the 3*’*-UTR increased reporter expression, presumably by enhancing translation^14^.

Here, we show that Arpp21 facilitates Rag1 expression at the post-transcriptional level, thereby enhancing TCR repertoire diversity in thymocytes. The R3H domain of Arpp21 preferentially binds oligo-U elements in vitro and Arpp21 interacts with such elements in the 3*’-*UTR of *Rag1* in vivo. Arpp21 and the Arpp21-responsive region in the 3′*-*UTR of Rag1 are similarly required for full Rag1 expression, efficient TCR rearrangement and the formation of a highly diverse TCR repertoire. Store-operated Ca^2+^ entry (SOCE) through Ca^2+^ release-activated Ca^2+^ (CRAC) channels activates CaMK4 pathway-mediated Arpp21 phosphorylation, polyubiquitination and proteasomal degradation. Our findings describe a regulatory circuit in which Arpp21 promotes Rag1 expression to increase recombination efficiency and TCR repertoire complexity, with a negative feedback loop eliminating Arpp21 upon the completion of recombination to enable TCR-induced progenitor expansion in the absence of Rag1.

## Results

### Arpp21 is part of the thymic RBPome

We aimed to identify RBPs with specific functions in thymocytes. Using orthogonal organic phase separation (OOPS) we determined RNA-bound proteins in mouse thymocytes after UV-crosslinking and phenol/chloroform extraction. Protein/RNA adducts separate to the interphase between organic and aqueous phases^17^ and after several rounds of enrichment these proteins were released into the organic phase by RNase digestion (Fig. 1a). Mass spectrometry identified 642 proteins in total (Fig. 1b), among which 479 proteins (∼75%) were already listed in the mouse eucaryotic RBP data base EuRBPDB^18^. To detect cross-linked RNA oligonucleotide moieties on RNA-binding proteins we used high-resolution mass spectrometry and automated analysis of the resulting mass spectra^19^ (Supplementary Fig. 1). We confirmed cross-linked peptides for known RBPs in or close to the RNA-binding domain (RBD) (Supplementary Data 1) and used this analysis to confirm the direct interaction of 156 proteins with RNA (red dots in Fig. 1b) in addition to the confirmation of being present in the EuRBPDB (yellow dots in Fig. 1b). Comparing this OOPS dataset with a corresponding dataset obtained with in vitro expanded CD4^+^ T cells^20^, we noticed less thymic RBPs, but a comparable 75–80% overlap with the EuRBPDB (Fig. 1c). We focused on thymocyte-identified RBPs that were not detected in peripheral T cells (195 proteins). Among these were several DEAD-box helicases (Ddx21, Ddx39b, Ddx3x, Ddx46), several RNA-binding motif-type RBPs (Rbm25, Rbm34, Rbm39, Rbmx, Rbmx2) and many serine/arginine-rich splice factors (SRSF) that also harbor RRM domains (Srsf10, Srsf2, Srsf3, Srsf5, Srsf6, Srsf7). We also found Arpp21, an R3H/SUZ domain containing member of the R3hdm RBP family. Inspecting the ImmGen database (http://rstats.immgen.org/Skyline/skyline.html) for expression of these candidates in thymocytes^21^, we found upregulation of mRNAs encoding for specific RBPs (Rbmx, Rbmx2), splicing factors (Srsf3, U2af1) as well as RNA methyltransferase (Nsun2), and a strong induction as well as selective expression only in thymocytes for Arpp21. Arpp21 was recently determined to be an RNA-binding protein regulating dendrite branching in neurons^14^, and we also detected RNA moieties crosslinked to Arpp21 peptides in thymocytes (Supplementary Data 1). Arpp21 was also found upregulated during early thymocytes development^16^ in a cluster of genes associated with T cell lineage commitment and TCR rearrangements that also included Tcf7/Lef1 and Rag1^21^. Arpp21 has thus been suggested to mediate key transitions in thymocytes differentiation^21^. These findings prompted us to explore Arpp21-mediated gene regulation in thymocytes. We confirmed selective protein expression in extracts from mouse brains and thymi (Fig. 1d). While two Arpp21 isoforms are present in the brain (Fig. 1e), with a predominance of Arpp21^short^, the strong expression of Arpp21 in the thymic tissue was selective for the long isoform (Fig. 1d, e). Analyzing *Arpp21* mRNA, we found a steep increase from DN1 to DN2/3, a steep decline at DN4 as well as a second peak of high expression in DPs. Afterwards, *Arpp21* mRNA was almost undetectable in SP4 and SP8 cells (Fig. 1f). Although high *Arpp21* expression preceded the induction of *Rag* expression at DN2, this bimodal expression was very much similar to the known induction of *Rag1* and *Rag2* mRNAs at DN3 when gene segments in the TCRβ chain are rearranged and again at the DP stage when the TCRα chain is recombined (Fig. 1f)^10^.

**Fig. 1:**
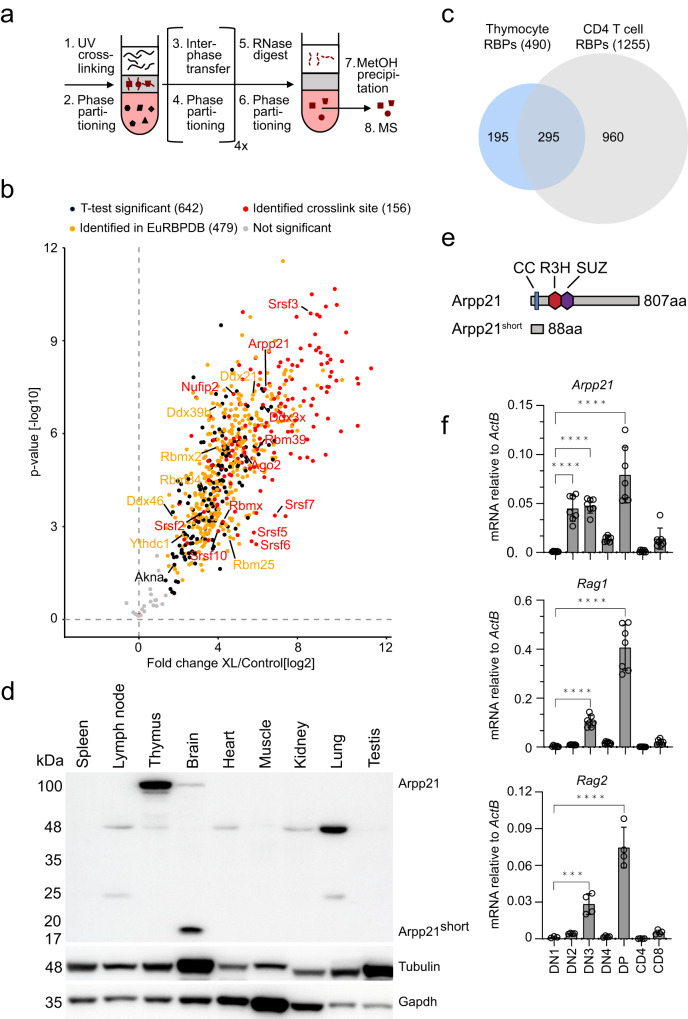
The thymic RBPome includes the dynamically expressed Arpp21 protein. **a** Schematic representation of the OOPS method. **b** Volcano plots from two-sided Student’s *t* test analysis using a permutation-based FDR method for multiple hypothesis corrections showing the −log 10 *p* value plotted against the log2 fold-change comparing the organic phase after RNase treatment of the interphase of OOPS experiments of the crosslinked (XL) mouse thymocytes versus the non-crosslinked sample. Black dots represent proteins significant at a 5% FDR cutoff level. Yellow dots show RBPs additionally identified in the EuRBPDB and red dots represent proteins for which crosslinks to RNA moieties have directly been measured. **c** Venn diagram showing the overlap between mouse CD4 T cell RBPs and confirmed RBPs detected in thymocytes (represented by yellow and red dots in (**b**)). **d** Representative immunoblots from two independent experiments showing the indicated proteins in cell lysates from different tissues. **e** Scheme of Arpp21 isoforms showing the domains of R3H in red, SUZ in purple and coiled-coil (CC) in blue. **f** RT-qPCR analysis of the indicated mRNAs in sorted DN1, DN2, DN3, DN4, DP, CD4-SP, or CD8-SP thymocytes from WT mice. Data are presented as mean values ± SD. *n* = 7 (for Arpp21 and Rag1) or *n* = 4 (for Rag2), statistic significance was determined by One-way ANOVA, *p < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.001. Source data for (**d**, **f**) are provided as a Source Data file.

### TCR and Ca^2+^ signaling induce degradation of Arpp21

Having shown that *Arpp21* mRNA starts to be expressed in DN2/DN3 and disappears after the DP stage (Fig. 1f), we asked whether TCR signaling affects Arpp21 protein expression. Using thymocytes from OTI transgenic mice in stimulations with the cognate OVA_257-264_ SIINFEKL peptide, we found decreased Arpp21 protein expression as soon as after 1 h of stimulation (Fig. 2a). Even stronger decreases were induced by stimulation with anti-CD3 and anti-CD28 (Fig. 2b). TCR signaling activates PLCγ1 to cleave the PIP_2_ substrate into IP_3_ and DAG products, which trigger Ca^2+^ and PKC signaling^22^. We mimicked IP_3_ or DAG signaling pharmacologically by treating thymocytes with either ionomycin (iono) or phorbol ester (PMA), respectively. Ionomycin-treated thymocytes showed strongly decreased Arpp21 protein levels, which were similarly reduced after PMA/ionomycin but not PMA stimulation (Fig. 2c). We next asked whether Ca^2+^-signaling induced degradation of Arpp21 by the proteasome. Indeed, pretreatment of thymocytes with the proteasome inhibitor MG-132 prevented the Ca^2+^-induced degradation of Arpp21 and resulted in accumulation of the Arpp21 band at a higher molecular weight (Fig. 2d). We then tested phosphorylation of the Arpp21 protein in anti-Arpp21 immunoprecipitates from extracts of MG-132/iono-treated thymocytes. Phosphatase treatment of these precipitates resulted in increased mobility of Arpp21 rendering its migration indistinguishable from untreated controls (Fig. 2e). Furthermore, probing immunoblots of anti-Arpp21 immunoprecipitations with ubiquitin-specific antibodies revealed polyubiquitination of the Arpp21 protein that was stabilized due to proteasome inhibition in MG-132-pretreated and ionomycin-stimulated cells (Fig. 2f). We further dissected if Ca^2+^ release from the ER or CRAC channel-dependent Ca^2+^-influx across the plasma membrane are involved in the regulation of Arpp21 levels. The loss of Arpp21 in thymocytes triggered by ionomycin stimulation was only observed in conditions when extracellular Ca^2+^ was present, but not in cells cultured in Ca^2+^-free Ringer solution (Supplementary Fig. 2a) indicating that Arpp21 levels are regulated by CRAC channels and SOCE. We then tested the CRAC channel-specific inhibitor BTP2^23^, which at concentrations as low as 0.3 µM caused stabilization of Arpp21 in its non-phosphorylated form in ionomycin-stimulated cells (Supplementary Fig. 2b). Underscoring the dependency on SOCE, we tested Arpp21 degradation in thymocytes lacking expression of STIM1 and STIM2, two ER-resident Ca^2+^ sensors involved in CRAC channel activation. Thymocytes from *Stim1/Stim2* DKO mice did not support Arpp21 degradation in response to ionomycin stimulation (Fig. 2g) and neither DN nor DP thymocytes from these mice showed SOCE (Supplementary Fig. 2c, d). Testing inhibitors of Ca^2+^-dependent protein kinases we found that 10 µM KN-93 prevented Arpp21 degradation, suggesting CaMK4 involvement (Supplementary Fig. 2e)^24^. Importantly, thymocytes from CaMK4-deficient mice did not show either retarded migration or degradation of Arpp21 after stimulation with ionomycin (Fig. 2h). Together, these data reveal that Arpp21 expression is suppressed by SOCE and CaMK4 phosphorylation-induced proteasomal decay.

**Fig. 2:**
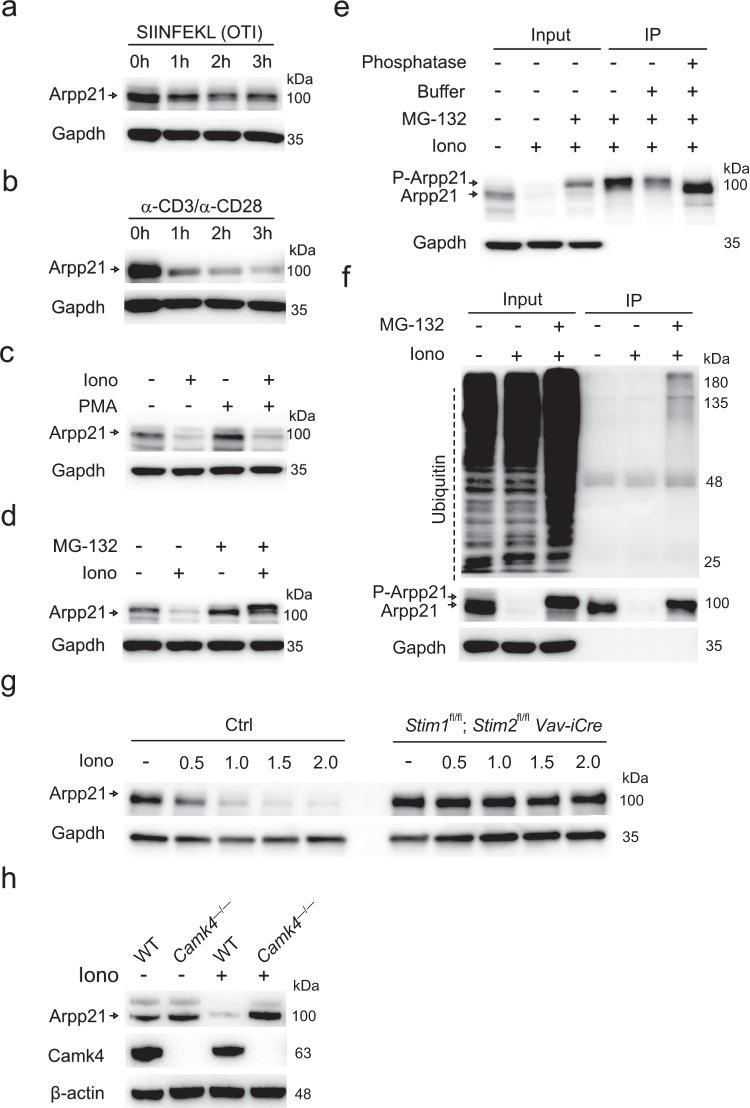
Ca^2+^ signals induce phosphorylation, polyubiquitination and proteasomal degradation of Arpp21. Immunoblot analyses of Arpp21 and indicated loading controls in extracts of thymocytes from (**a**) TCR-transgenic OTI, *Stim1*^fl/fl^;*Stim2*^fl/fl^;*Vav-iCre* (**g**) or *Camk4*^–/–^ (**h**) as well as WT mice (**b**–**h**). Cells were stimulated with (**a**) 2 µg/mL of cognate peptide SIINFEKL or (**b**) 1 µg/mL of anti-CD3 and 2 µg/mL anti-CD28 for 0 h, 1 h, 2 h and 3 h or (**c**–**h**) with 1 µM ionomycin or (**c**) 20 nM PMA or (**d**–**f**) 10 μM MG132, as indicated. **e**, **f** Protein extracts from WT mice stimulated with ionomycin and MG-132 were immunoprecipitated with Arpp21-specific antibodies, separated by SDS-PAGE and probed with ubiquitin-reactive antibodies or treated with phosphatase buffer and with antarctic phosphatase to analyze Arpp21 mobility in SDS-PAGE as detected by immunoblotting. Each experiment was performed at least twice. Source data for (**a**–**h**) are provided as a Source Data file.

### Interaction of Arpp21 with the transcriptome of thymocytes

To investigate the function of Arpp21 in thymocytes, we generated mice carrying a targeted deletion in the *Arpp21* locus. To minimize effects on the downstream intron-embedded miR-128-2 gene, we designed two sgRNAs to excise exon 5 and cause a frame-shift in the open reading frame of the long isoform of *Arpp21* (Fig. 3a). We established a mouse line in which such a deletion resulted in the complete loss of full-length Arpp21 protein (Fig. 3b), leaving miR-128 expression intact in thymocytes as well as thymocyte subsets (Supplementary Fig. 3a, b). Arpp21-deficient mice were healthy and fertile and showed no apparent abnormalities within the first year of life. Targeting of the *Arpp21* locus did not give rise to non-naturally occurring protein variants. Instead, and presumably due to increased alternative splicing or promoter usage we found increased Arpp21^short^ protein levels in extracts from Arpp21–deficient thymocytes (Fig. 3b).

**Fig. 3:**
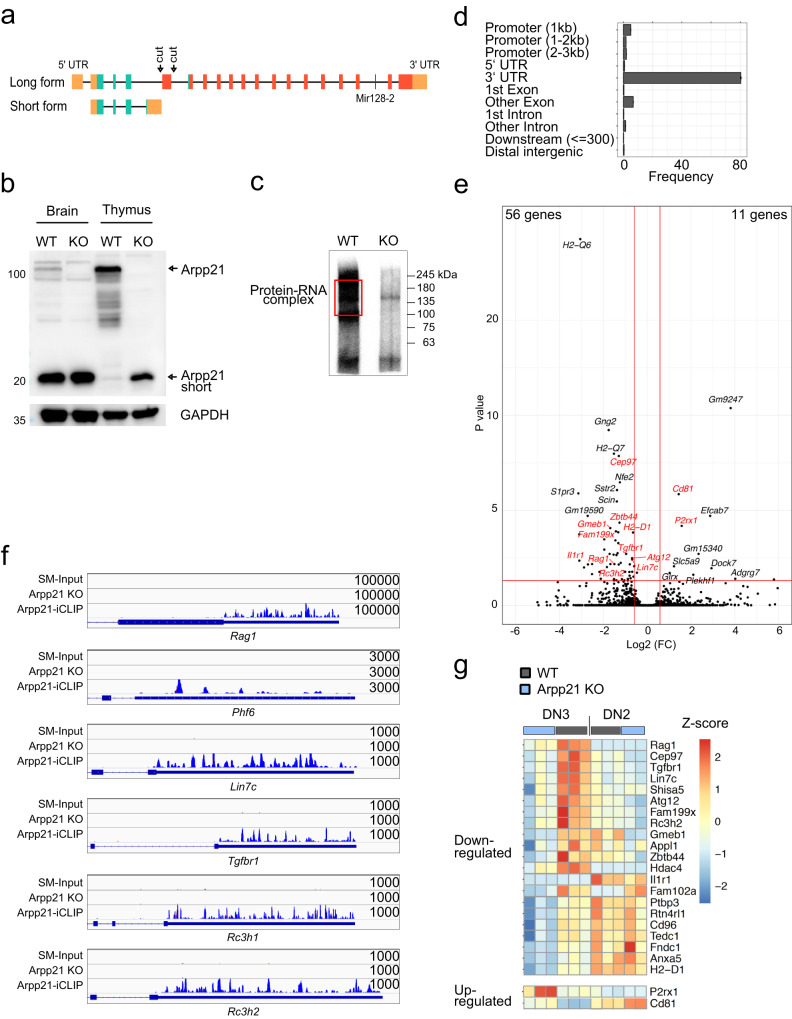
Identification of targets and binding sites of Arpp21 in thymocytes. **a** Description of the *Arpp21*/*miR-128-2* gene locus, indicating the *Arpp21* gene targeting strategy. **b** Representative immunoblot analysis of Arpp21 and Arpp21^short^ proteins in brain and thymus extracts of WT and *Arpp21*^*–/–*^ mice. The experiment was repeated twice. **c** Representative autoradiography of crosslinked and ^32^P-labeled RNA-Arpp21 immunoprecipitation complexes from thymocyte lysates of WT and *Arpp21*^–/–^ mice (*n* = 4 each). **d** Association of Arpp21 peaks on RNA transcript according to gene region. **e** Volcano plot of DEGs identified in mRNA-sequencing of DN3 thymocytes showing the −log10 (*P* value) plotted against the log2 (fold-change). The Arpp21-target mRNAs identified by iCLIP are shown in red. **f** Integrated genome view displaying Arpp21 iCLIP reads in the 3′*-*UTRs of *Phf6*, *Lin7c*, *Tgfbr1, Rc3h1*, *Rc3h2,* and *Rag1* showing merged data from four biological replicates. **g** Heat map showing differentially expressed Arpp21-target genes identified in mRNA-sequencing of DN3 thymocytes (padj < 0.1) in the intersection with iCLIP data in DN2 and DN3 thymocytes from WT (gray) and Arpp21^–/–^ (blue) mice. Values represent the z-score. Source data for (**b**) are provided as a Source Data file.

To identify mRNA targets we UV-irradiated thymocytes and covalently crosslinked Arpp21 to RNA. After protein extraction and partial RNase digestion we performed immunoprecipitations with Arpp21-specific antibodies followed by sequencing of Arpp21-linked RNA fragments (Fig. 3c and Supplementary Fig. 3c). As a control we performed the same immunoprecipitation with extracts from Arpp21 knockout thymocytes. To additionally estimate the background, we also prepared libraries of RNA fragments in the identical size range of non-immunoprecipitated wild-type samples (size-matched input, SM-Input). The radioactive smear of Arpp21/RNA-adducts was strongly reduced in the knockout but appeared upwards from 100 kDa in the wild-type sample, likely representing the long isoform of Arpp21 protein crosslinked to RNA fragments (Fig. 3c). Sequencing reads exceeded 30 million per sample in all four replicates and identified 6779 direct Arpp21 target mRNAs in thymocytes. The peaks displayed a strong enrichment for the 3′-UTRs of mRNAs (Fig. 3d). Bound mRNAs displayed a moderate enrichment for miR-128-3p binding sites, as previously suggested^14^, but also for the haematopoietic and thymus-expressed miRNA miR-181a^25,26^, indicating that Arpp21 per se may preferentially recognize mRNAs subject to miRNA-dependent regulation (Supplementary Fig. 3d). We then determined changes in the transcriptome in flow cytometry-enriched DN2 and DN3 thymocytes from WT and Arpp21–deficient mice. 

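The deposited libraries hold RNA of sorted thymocytes, total RNA by the sample labels and poly-A selected by the paper's methods, at DN2 and at DN3, the CD4–CD8– stage at which the T cell receptor β locus is rearranged. There were 11 libraries, 3 from DN2 WT, 2 from DN2 Arpp21–/–, 3 from DN3 WT and 3 from DN3 Arpp21–/– thymocytes, and each was taken as 1 replicate. For each library the authors deposited estimated counts and TPM (counts scaled by effective length to a fixed sum per library) for each transcript, both made by kallisto, which assigns read pairs to the annotated transcripts they are compatible with and shares out those that fit several. Estimated counts were summed over the transcripts of each gene and rounded to whole numbers. Genes were kept by edgeR's filterByExpr, which left 13780 genes. Libraries were scaled by TMM normalization, and CPM (counts scaled to the library total) are given on that scale. Fold changes, their standard errors (SE) and adjusted p values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over these genes, two-sided, fitted once to all 11 libraries in 4 groups, with genes called at an adjusted p under 0.05. The paper's text does not name a tool for differential expression.

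Arpp21 (ENSMUSG00000032503.18) lies on the minus strand of chromosome 9 of GRCm38 from 112065091 to 112235938. Summed over its 31 transcripts in the files, it had 386, 336 and 312 CPM in DN3 WT replicates 1, 2 and 3 and 335, 221 and 142 CPM in DN3 Arpp21–/– replicates 1, 2 and 3, a log2 fold change of −0.57 (SE 0.423, adjusted p = 1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In DN2 thymocytes it had 183, 125 and 136 CPM in WT and 86.9 and 28.5 CPM in Arpp21–/– replicates 1 and 2. A sum over whole transcripts does not measure the loss of 1 exon. The number of an exon depends on the transcript. Exon 5 of the 19 exons of transcript Arpp21-229 lies at 112179028 to 112179172 and is 145 nt long, which divided by 3 leaves a remainder of 1, while in another annotated transcript exon 5 lies at 112183495 to 112183584 and is 90 nt long, with a remainder of 0. The numbering of Arpp21-229 was used here and was chosen after the values per transcript were seen. Whether this exon is the one removed in these mice was not tested against the genome. The 16 Arpp21 transcripts with this exon summed to 280.4 ± 28.9 CPM (SD, n = 3) in DN3 WT and 109 ± 65.5 CPM (SD, n = 3) in DN3 Arpp21–/– libraries, with every Arpp21–/– library below every WT library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 libraries allow). In DN2 they summed to 127 ± 27.8 CPM (SD, n = 3) in WT and 32.4 ± 24.4 CPM (SD, n = 2) in Arpp21–/– libraries. Because counts are shared out over whole transcripts, counts on a transcript with this exon can come from its other exons.

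**Figure D1:**
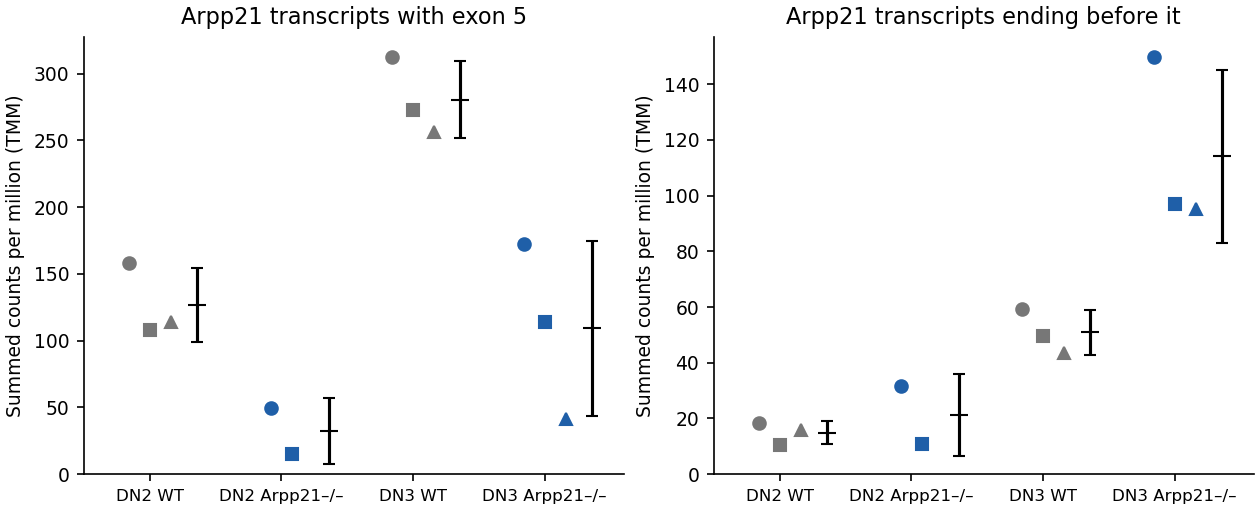
Summed TMM-scaled CPM of the Arpp21 transcripts with exon 5 as numbered in Arpp21-229 (left) and of those that end before it (right), per library. Circles, squares and triangles are replicates 1, 2 and 3, WT in grey and Arpp21–/– in blue, and black bars are the mean ± SD of each group. In DN3 the transcripts with the exon lie between 256 and 312 in WT and between 41.3 and 172 in Arpp21–/– libraries.

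The total estimated count per library was 21501831, 21619393 and 25040253 in DN2 WT, 23949305 and 63109504 in DN2 Arpp21–/–, 20546499, 22133452 and 20558505 in DN3 WT and 21220457, 17170300 and 14531762 in DN3 Arpp21–/– replicates, in the order of their numbers. Between 11393 and 12690 genes had at least 10 counts in each library. A gene with 0 counts has an upper limit of 3 counts, which is between 0.0802 and 0.242 CPM on the TMM scale depending on the library and covers counting error only.

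The libraries differed in their distance from their own group. Pearson's r of log2 CPM across genes, which are not independent replicates, was between 0.814 and 0.837 for DN2 Arpp21–/– replicate 2 against the other DN2 libraries, and between 0.912 and 0.932 for DN3 Arpp21–/– replicate 3 against the other DN3 libraries, which reached 0.979 among themselves. The TMM factors of these libraries were 0.599 and 0.861, against 1.03 to 1.11 for the other 9. The median SD of log2 CPM within a group over 5329 genes was 0.20 in DN2 WT, 0.98 in DN2 Arpp21–/–, 0.13 in DN3 WT and 0.43 in DN3 Arpp21–/– libraries. In both of these libraries genes with short transcripts were higher and genes with long transcripts lower than in the other libraries of the stage. The fit shares 1 estimate of the spread over all groups, so these libraries widen the standard errors of every comparison. The spread of the biological values beyond counting noise, given by edgeR as a common dispersion, was 0.281 over all libraries and 0.105 without these 2.

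**Figure D2:**
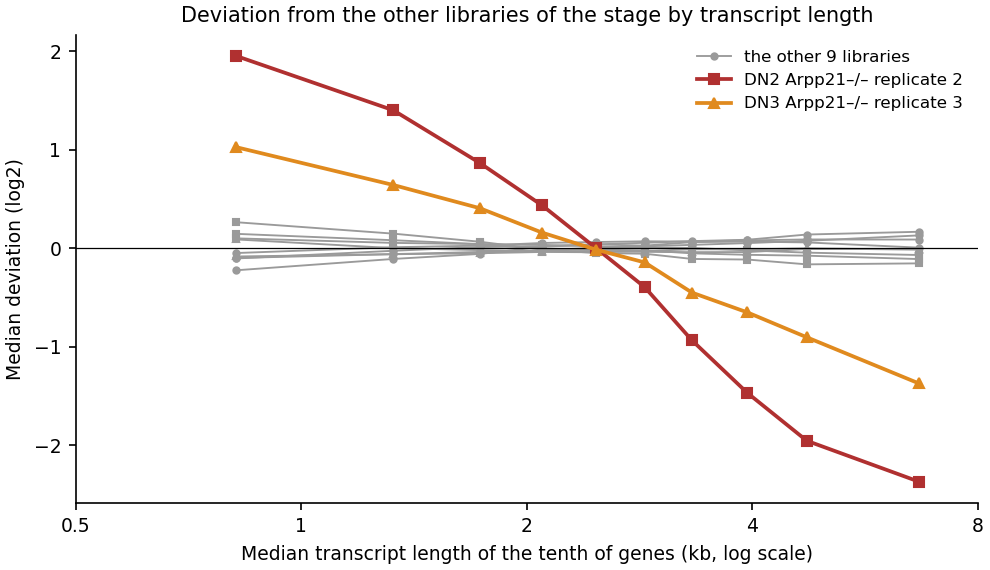
Median deviation of log2 CPM from the median of the other libraries of the stage (vertical axis), a line per library. The red and the orange library were left out of this reference. The horizontal axis gives 10 equal sets of 8584 genes ordered by transcript length (kb, log scale). DN2 Arpp21–/– replicate 2 (red) goes from 1.95 in the set with the shortest transcripts to −2.37 in that with the longest and DN3 Arpp21–/– replicate 3 (orange) from 1.03 to −1.37, and the other 9 libraries are in grey.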

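In DN3 thymocytes, 1 of the 13780 genes tested passed an adjusted p of 0.05 between Arpp21–/– and WT (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 libraries against 3), and 214 genes had an unadjusted p under 0.05. The called gene was H2-Q6 (ENSMUSG00000073409.12, chromosome 17 of GRCm38, 35424850 to 35430055), with 31.0 ± 9.16 CPM (SD, n = 3) in WT and 4.68 ± 0.889 CPM (SD, n = 3) in Arpp21–/– libraries, a log2 fold change of −2.72 (SE 0.297, adjusted p = 0.0435 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). H2-Q6 shares reads with near-identical H2-Q genes, so how its counts were split from theirs is uncertain. With each DN3 library left out in turn, no gene was called by edgeR, and the adjusted p of H2-Q6 was between 0.0681 and 0.67. The Arpp21–/– libraries lay entirely below the WT libraries for 767 genes and entirely above them for 685, together 10.5% of the genes tested, where chance gives 10% for 3 against 3. The number of calls moved with the tool. DESeq2 called 13 genes in the same 4 groups, 10 lower and 3 higher, and 41 genes, 28 lower and 13 higher, when fitted to the DN3 libraries alone. The setting that moved the count most, chosen after seeing the data, was limma voom with sample quality weights, which give less weight to libraries far from their group, with 118 genes called, 89 lower and 29 higher.

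Of the genes labelled in Fig. 3e, which the paper chose on these libraries, 18 labelled as downregulated and 9 labelled as upregulated were tested. All 18 had a negative log2 fold change, between −3.15 and −0.64 with a median of −1.38, and in all 18 every Arpp21–/– library was below every WT library. The 9 had a log2 fold change between 1.01 and 4.22 with a median of 2.15, and in 8 of them every Arpp21–/– library was above every WT library. The highest, that of Adgrg7, rests on few counts, with 0.0913, 0 and 0 CPM in WT replicates 1, 2 and 3. With each DN3 library left out it was 3.69 to 6.94, so its size is uncertain. At an unadjusted p under 0.05 by edgeR there were 17 of the 18 and all 9. By size, S1pr3 had the lowest log2 fold change, −3.15 (SE 0.707), from 3.68 ± 0.846 CPM (SD, n = 3) in WT to 0.396 ± 0.344 CPM (SD, n = 3) in Arpp21–/– libraries. Efcab7 rose from 0.68 ± 0.233 to 5.17 ± 0.887 CPM (SD, n = 3 each), a log2 fold change of 2.92 (SE 0.582). Gng2 fell from 11.3 ± 0.762 to 3.53 ± 0.331 CPM (SD, n = 3 each, log2 fold change −1.67, SE 0.314) and Scin from 97.6 ± 6.63 to 37.4 ± 6.22 CPM (SD, n = 3 each, log2 fold change −1.38, SE 0.263).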

We identified 67 differentially expressed genes (DEGs, padj < 0.05), of which the majority (56 DEGs) were downregulated with only few (11 DEGs) upregulated mRNAs at the DN3 stage (Fig. 3e). 

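In DN2 thymocytes, with 3 WT and 2 Arpp21–/– libraries in the same fit, edgeR's quasi-likelihood test called 0 genes at an adjusted p under 0.05, and 2020 genes had an unadjusted p under 0.05. The lowest adjusted p was 0.185 with Benjamini-Hochberg adjustment. DESeq2 called 39 genes in the same 4 groups, 20 higher and 19 lower, and 4 genes when fitted to the DN2 libraries alone, while limma voom with sample quality weights, chosen after seeing the data, called 0. With 2 libraries in a group, each lies as far from the group mean as the other. The weights were 0.0945 for Arpp21–/– replicate 1 and 0.1094 for replicate 2, so both counted little and this 0 decides nothing. A single library decided the count of edgeR. Without Arpp21–/– replicate 1, edgeR called 6777 genes, 3702 lower and 3075 higher, with the lone replicate 2 assumed to vary like the libraries of the other groups. Without replicate 2 it called 0, and likewise without any of the WT replicates.

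A difference between the stages was tested as the interaction of stage and genotype, the log2 fold change in DN3 minus that in DN2. By edgeR's quasi-likelihood test 0 genes passed an adjusted p of 0.05 and 373 had an unadjusted p under 0.05, while DESeq2 called 12. Among the genes labelled in Fig. 3e as downregulated in DN3, 12 of 18 were lower and 6 were higher in DN2 Arpp21–/– than in DN2 WT, with a median log2 fold change of −0.75. H2-Q6 had 117 ± 5.85 CPM (SD, n = 3) in DN2 WT and 33.3 ± 5.38 CPM (SD, n = 2) in DN2 Arpp21–/– libraries, a log2 fold change of −1.81 (SE 0.33). For Sstr2 the log2 fold change was −1.37 (SE 0.266) in DN3, while in DN2 the means were 122.2 ± 19.6 CPM (SD, n = 3) in WT and 122.1 ± 38.3 CPM (SD, n = 2) in Arpp21–/– libraries.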

Of note, the DEGs were less prominent at the DN2 stage (Supplementary Fig. 3e). 

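The heat map of Fig. 3g shows 23 genes, which the paper chose on these libraries and on iCLIP peaks that were not analysed here. In DN3 thymocytes 21 of them had a negative and 2 a positive log2 fold change, and in all 23 the Arpp21–/– and WT libraries did not overlap. The 10% that chance gives for 3 libraries against 3 holds for unselected genes and is no comparison for genes chosen on the same libraries. Over the 21 genes the log2 fold change was between −3.13 and −0.59, with a median of −1.05, and 17 had an unadjusted p under 0.05 by edgeR's quasi-likelihood test. The legend of Fig. 3g gives an adjusted p under 0.1 for its genes, a looser threshold than the 0.05 used here. None of the 23 passed 0.05 or 0.1 by that test with Benjamini-Hochberg adjustment, and none changed direction under any of the 20 alternatives. The calls that follow are at 0.05 and were not counted at 0.1. DESeq2 called 4 of the 23 in the same 4 groups and 7 in the DN3 libraries alone, and limma voom with sample quality weights, chosen after seeing the data, called 19.

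Gmeb1 (chromosome 4, 132221025 to 132261602) had the lowest unadjusted p of the 21, with 38.4 ± 2.05 CPM (SD, n = 3) in WT and 12.5 ± 3.27 CPM (SD, n = 3) in Arpp21–/– libraries and a log2 fold change of −1.62 (SE 0.296). Cep97 (chromosome 16, 55899888 to 55934855) fell from 149 ± 4.95 to 61.1 ± 10.6 CPM (SD, n = 3 each), a log2 fold change of −1.28 (SE 0.28). The lowest log2 fold change, that of Il1r1, rests on few counts, with 1.10 ± 0.318 CPM (SD, n = 3) in WT and 0.258, 0 and 0.0807 CPM in Arpp21–/– replicates 1, 2 and 3. Tgfbr1 (chromosome 4, 47353222 to 47414931) had 289 ± 22.0 CPM (SD, n = 3) in WT and 149.5 ± 33.6 CPM (SD, n = 3) in Arpp21–/– libraries, a log2 fold change of −0.95 (SE 0.268). Lin7c (chromosome 2, 109890853 to 109901003) had a log2 fold change of −0.69 (SE 0.209), from 216 ± 11.4 to 134 ± 13.9 CPM (SD, n = 3 each). Rc3h2 (chromosome 2, 37370069 to 37422903) had a log2 fold change of −1.14 (SE 0.349), from 77.6 ± 12.6 to 35.2 ± 9.07 CPM (SD, n = 3 each). H2-D1, which shares reads with near-identical class I genes and is uncertain for that reason, had a log2 fold change of −0.64 (SE 0.228).

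The 2 genes that rose were P2rx1 (chromosome 11, 72999103 to 73015200), with 7.23 ± 1.71 CPM (SD, n = 3) in WT and 21.8 ± 0.688 CPM (SD, n = 3) in Arpp21–/– libraries, and Cd81 (chromosome 7, 143052739 to 143067934), with 14.7 ± 1.75 and 39.9 ± 8.46 CPM (SD, n = 3 each). Their log2 fold changes were 1.59 (SE 0.334) and 1.44 (SE 0.35). In DN2 thymocytes 14 of the 21 genes were lower and 7 higher in Arpp21–/– than in WT libraries, with a median log2 fold change of −0.63. P2rx1 had a log2 fold change of −0.04 (SE 0.365) there. Cd81, with both Arpp21–/– libraries above every WT library, had one of 1.09 (SE 0.377). Its size depends on single libraries, and with each DN2 library left out it was 0.34 to 1.58. Arpp21–/– replicates 1 and 2 had 58.3 and 140.9 CPM of Cd81, against at most 54.1 CPM in WT.

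**Figure D3:**
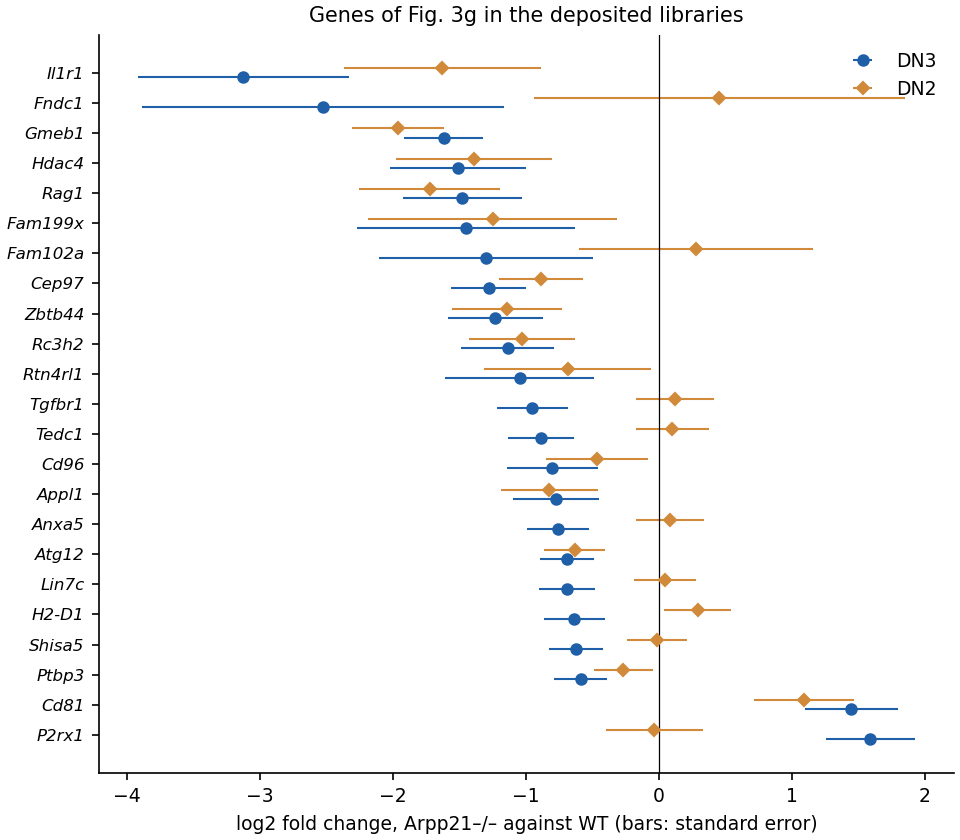
log2 fold change of Arpp21–/– against WT (horizontal axis) for the 23 genes of Fig. 3g, in DN3 (blue circles) and DN2 (orange diamonds) thymocytes, with bars for the standard error. The 21 genes shown as downregulated lie between −3.13 and −0.59 in DN3, and P2rx1 and Cd81 at 1.59 and 1.44.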

Comparing the DEGs with the iCLIP results we determined an intersection of 21 downregulated genes (Fig. 3e, f, g) and two upregulated mRNAs, which, however, exhibited much lower Arpp21 binding (Supplementary Fig. 3f). The mRNAs bound by the endogenous Arpp21 protein in thymocytes overlapped with those bound by overexpressed tagged Arpp21 in HEK293 cells^14^ including *Phf6, Lin7c* and TGFβ pathway genes such as *Tgfbr1* (Fig. 3f). For two targets of Arpp21, the *Rc3h1* and *Rc3h2* mRNAs, that encode the Roquin-1 and Roquin-2 RBPs with known immune functions, we analyzed if endogenous Roquin proteins showed regulation in response to Arpp21 expression. Indeed, only Arpp21 but not Arpp21^short^ promoted endogenous Roquin-1 or Roquin-2 protein expression as shown by intracellular anti-Roquin-1/2 staining in GFP^+^-gated MEF cells that expressed GFP-Arpp21 (Supplementary Fig. 3g). We also confirmed upregulation of the respective endogenous Roquin-1 or Roquin-2 proteins by immunoblots in different MEF cell lines upon ectopic Arpp21 expression (Supplementary Fig. 3h). Most interestingly, we identified the thymocyte-expressed *Rag1* mRNA as an Arpp21 target, with a read coverage of crosslinking events per peak that was almost 100-fold higher compared to the other Arpp21 targets (Fig. 3f). Considering only iCLIP targets*, Rag1* was also among the most downregulated mRNAs in Arpp21–deficient DN3 cells (Fig. 3g). These data prompted us to investigate post-transcriptional regulation of *Rag1* by Arpp21 in thymocyte development.

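Rag1 (ENSMUSG00000061311.6) lies on the minus strand of chromosome 2 of GRCm38 from 101638282 to 101649501. In DN3 thymocytes it had 904, 867 and 973 CPM in WT and 413, 335 and 236 CPM in Arpp21–/– replicates 1, 2 and 3, with means of 914.5 ± 53.7 and 328 ± 89.0 CPM (SD, n = 3 each) that differ 2.79-fold. The difference is larger than the spread between replicates, since the highest Arpp21–/– library was 2.1-fold below the lowest WT library. The log2 fold change was −1.48 (SE 0.446), with an unadjusted p of 0.00767 and an adjusted p of 1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among all genes tested Rag1 was at place 41 by p, 253 genes had a lower log2 fold change, and of the 81 genes with a mean of at least that of Rag1 in DN3 WT libraries none had a lower one. Within the 21 downregulated genes of Fig. 3g it had the fifth lowest log2 fold change. Over 20 alternatives the log2 fold change was between −1.76 and −1.15 and the adjusted p between 0.000175 and 1. Rag1 passed 0.05 in DESeq2 fitted to the DN3 libraries alone, with an adjusted p of 0.000175, in the same fit with an offset for average transcript length, and in limma voom with sample quality weights. Without DN3 Arpp21–/– replicate 3, the library farthest from its group, the log2 fold change was −1.29 (SE 0.503).

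Rag2 (ENSMUSG00000032864.4, chromosome 2, 101624718 to 101632529), the neighbouring gene on the other strand, had 150, 143 and 134 CPM in DN3 WT and 182, 169 and 200.3 CPM in DN3 Arpp21–/– replicates 1, 2 and 3. Every Arpp21–/– library was above every WT library, with a log2 fold change of 0.37 (SE 0.242, unadjusted p of 0.157 and adjusted p of 1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In DN2 thymocytes Rag1 was low, with 9.81 ± 4.17 CPM (SD, n = 3) in WT and 4.60 and 1.36 CPM in Arpp21–/– replicates 1 and 2, a log2 fold change of −1.73 (SE 0.53). The Arpp21–/– libraries decide this size, since the log2 fold change was −2.85 without replicate 1 (adjusted p = 0.00341 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 0.336 with all libraries and up to 1 over the alternatives) and −1.07 without replicate 2, the library in which long transcripts were lower. No difference between the stages was detected by the interaction test (difference of log2 fold changes 0.25, SE 0.661, unadjusted p of 0.716 by edgeR).

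**Figure D4:**
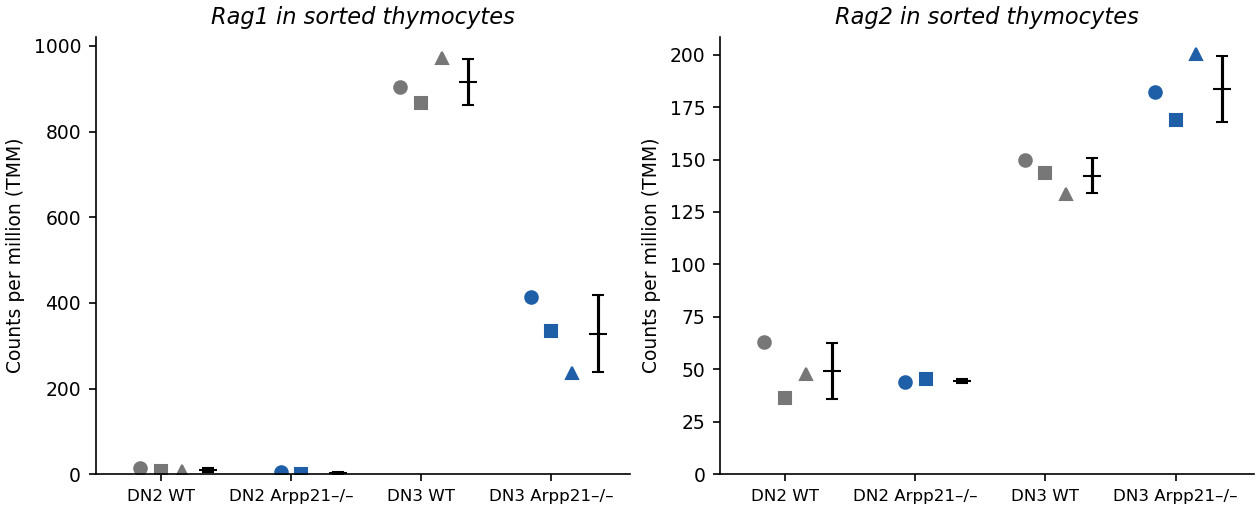
TMM-scaled CPM of Rag1 (left) and Rag2 (right) per library, with circles, squares and triangles for replicates 1, 2 and 3, WT in grey, Arpp21–/– in blue and black bars for the mean ± SD of each group. In DN3, Rag1 lies between 867 and 973 in WT and between 236 and 413 in Arpp21–/– libraries, while Rag2 lies between 134 and 150 in WT and between 169 and 200.3 in Arpp21–/– libraries.

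The paper starts from the crosslinking of Arpp21 to the Rag1 mRNA, sets beside it the lower Rag1 mRNA in Arpp21–deficient DN3 cells among the iCLIP targets, and takes both as its reason to study post-transcriptional regulation of Rag1 by Arpp21.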

### The R3H domain of Arpp21 binds uridine-rich RNA elements

We identified U-rich sequences as top Arpp21-bound motif (Fig. 4a). Using peak calling and PureCLIP determination of binding sites at near-nucleotide resolution^27^ we discriminated at least 8 binding sites for Arpp21 in the 3′-UTR of *Rag1* characterized by high read density and reoccurring truncations (Fig. 4b). Such truncations correlate to protease-resistant peptide adducts at crosslink sites in the RNA causing premature termination during reverse transcription. Similar to other Arpp21 targets^14^, peaks in the 3421nts long 3*’*-UTR of *Rag1* mapped to extended U-rich sequences (Fig. 4c).

**Fig. 4:**
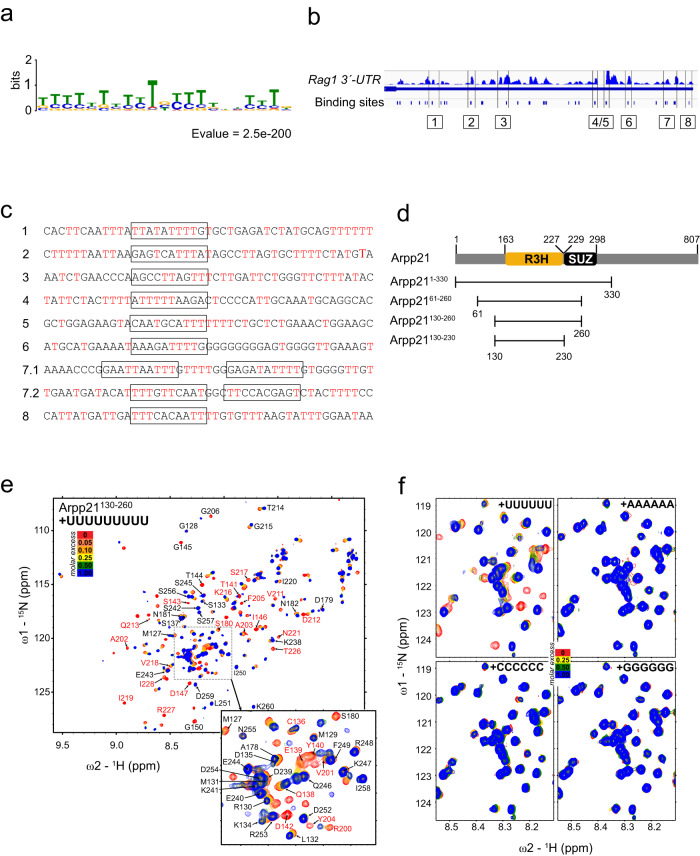
Arpp21 binds uridine-rich motifs through its R3H domain. **a** MEME motif search identifies a uridine-rich sequence enriched at Arpp21 binding sites. **b** Integrated genome view of Arpp21 iCLIP reads in the 3*’-*UTRs of *Rag1* with predicted binding sites called by PureCLIP. **c** Sequences in and flanking peak regions of the 3*’-*UTRs of *Rag1* are displayed. **d** Arpp21 subconstructs used for the NMR experiments within the N-terminal region in relation to R3H (163-226) or SUZ (227-298) domains as predicted by PROSITE. **e** HSQC-monitored titration of Arpp21^130-260^ with U9 RNA (molar ratios of 0, 0.05, 0.1, 0.25, 0.5, 1.0). Assigned resonances are annotated and the resonances with significant CSP or intensity loss, at the equimolar U9 RNA addition, are annotated in red. **f** Comparisons of Arpp21^130-260^ titrations with four types of RNA (U6, A6, C6, G6) with the protein-to-RNA molar ratios of 0, 0.25, 0.5, 1.0 (see Supplementary Fig. 5 for full spectra).

We set out to define structural determinants of Arpp21 binding to RNA. To do so we generated various N-terminal fragments of Arpp21, all containing the predicted R3H region, while the full SUZ domain (residues 229-298) was only present in Arpp21^1-330^ (Fig. 4d). We analyzed Arpp21^61-260^ and Arpp21^130-260^ by ^1^H/^15^N-correlation NMR spectrum (HSQC), since these constructs as compared to longer protein fragments showed well-dispersed signals corresponding to structured regions (Supplementary Fig. 4a), Arpp21^61–260^ had similar binding affinity as compared to the larger N-terminal construct Arpp21^1-330^ for U9 RNA oligo in isothermal titration calorimetry (ITC) (Supplementary Fig. 4b). NMR-monitored RNA titrations of Arpp21^61-260^ and Arpp21^130-260^ showed identical spectral changes upon addition of oligo-U RNA (Supplementary Fig. 4c, d). The significant spectral changes upon adding U9 RNA, both in resonance shifting (CSP) and broadening (intensity loss), were observed mainly for the dispersed signals, corresponding to the structured region (Fig. 4e). At the equimolar point, many resonances appeared at defined new positions, suggesting a stable bound conformation. Using triple resonance NMR experiments, we assigned ~50% resonances in the minimal Arpp21^130-260^ protein including N-/C-terminal regions and the R3H domain (Fig. 4e), defining the key region and residues involved in RNA-binding. In the absence of RNA, we observed overall rigid backbone dynamics for Arpp21^130–260^, except for its N- and C-termini (Supplementary Fig. 4c). Finally, we performed NMR titrations to address the binding specificity of Arpp21^130–260^ for U6, A6, C6 or G6 RNA oligos. Consistent with the iCLIP results, Arpp21^130-260^ spectral changes were only observed in the presence of U6 RNA (Fig. 4e, Supplementary Fig. 5a, b), but not for A6/C6/G6 RNAs (Fig. 4f, Supplementary Fig. 5c, e). Together, these findings demonstrate the ability of the R3H domain of Arpp21 to bind RNA and reveal a domain-intrinsic specificity for uridine-rich sequences.

### Arpp21-deficient thymocytes show a developmental block

We then analyzed T cell development in Arpp21–deficient mice. Here, we detected comparable frequencies of the main thymocyte populations (DN, DP, SP4 and SP8) to wild-type mice (Fig. 5a). However, loss of Arpp21 resulted in the accumulation of DN3 (lin^–^CD44^–^CD25^+^) at the expense of DN4 (lin^–^CD44^–^CD25^–^) cells, suggesting a partial developmental block (Fig. 5b) that corresponds with the developmental stages when Arpp21 is normally induced (Figs. 1e, 5c). We generated a new monoclonal antibody that specifically recognized only the long isoform of Arpp21 that binds to RNA (Supplementary Fig. 6). This antibody (8G2) was specific only for this paralog and this isoform as demonstrated by intracellular anti-Arpp21 staining in MEF cells expressing GFP-tagged versions of Arpp21, Arpp21^short^, R3hdm1, R3hdm2 or R3hdm4 proteins (Supplementary Fig. 6a, b). Importantly, with this antibody we confirmed the degradation of Arpp21 in response to ionomycin stimulation of thymocytes using immunoblots and flow cytometry (Supplementary Fig. 6c, d). We then analyzed the kinetics of Arpp21 protein expression during pre-TCR signal transduction and positive selection stages (Fig. 5c). Arpp21 was expressed at high levels from DN2 to DN4, with a notable decline between DN3c and DN4b. Positive selection in thymocytes (TCRβ^med^CD69^+^) was correlated with strongly reduced Arpp21 protein expression (Fig. 5c). This observation prompted us to do a detailed analysis of DN subsets by following the frequency of all major DN progenitors. We discovered a substantial accumulation of DN3a (lin^–^CD117^–^CD44^–^CD25^hi^CD28^lo^) progenitors, and a significant reduction of DN4a+b (lin^–^CD117^–^CD44^–^CD25^–^CD28^hi^) cells (Fig. 5d). The frequencies of the pluripotent early thymic progenitors (ETP, lin^–^CD117^hi^CD44^hi^CD25^–^) and DN2a cells (lin^–^CD117^hi^CD44^hi^CD25^+^) were not altered, suggesting that Arpp21 does not play a role in T cell lineage commitment. Of note, the accumulation of DN3a progenitors, which is a population on the verge of TCRβ-selection, suggests regulatory potential for Arpp21 in this process.

**Fig. 5:**
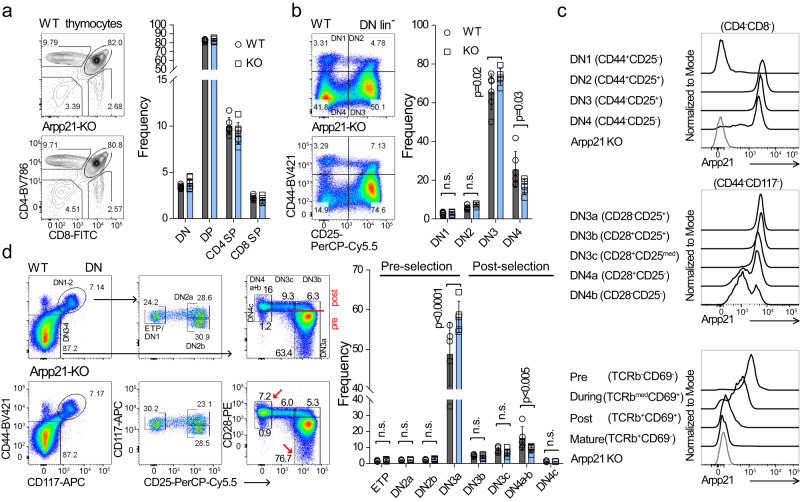
Arpp21 deficiency results in the accumulation of DN3a thymic progenitors. **a** Comparison of thymocyte development in WT and *Arpp21*^*–/–*^ mice. Representative contour plots (left) and statistical analysis (right) of main thymic populations (WT *n* = 6; KO = 7). **b** Representative pseudo-color plots (left) and statistical analysis (right) of main DN populations (WT *n* = 6; KO = 7). **c** Flow cytometry of DN or DP thymocytes on the indicated subpopulations stained with 8G2 antibody. (*n* = 4). The stages of positive selection were defined by TCRβ and CD69 markers. **d** Pseudo-color plots showing all DN populations in WT and *Arpp21*^*–/–*^ mice (left) and statistical analysis (right) (WT *n* = 5; KO = 5). Red arrows show either accumulation (DN3a) or reduced (DN4a+b) frequency of progenitors in the Arpp21-deficient thymus. Data are representative of three (**a**) or two (**b**, **d**) experiments. Each point represents an individual thymus, mean values with SD are shown. Statistical analysis was performed using two-way ANOVA followed by Sidak’s multiple comparison test. Source data for (**a**–**d**) are provided as a Source Data file.

We also analyzed B cell development in the bone marrow (Supplementary Fig. 7a), where we found a smaller reduction in the total B cells and PreB2 (CD11c^−^B220^+^ CD25^+^CD117^−^) cells in Arpp21–deficient compared to WT mice (Supplementary Fig. 7b). *Arpp21* mRNA was expressed at relatively higher levels in PreB1 (CD11c^−^B220^+^CD117^+^CD25^−^) cells, where it coincided with high Rag1 mRNA levels in wild-type mice (Supplementary Fig. 7c). However, analyzing bone marrow cells and thymocytes by flow cytometry we found that Arpp21 protein expression was markedly lower in the bone marrow as compared to thymocytes (Supplementary Fig. 7d). Accordingly, Rag1 mRNA levels and intracellular IgM expression did not show significant differences at the early stages of B cell development in Arpp21–deficient mice (Supplementary Fig. 7e, f). Together these data suggest a more prominent role of Arpp21 in early T cell and a lesser and Rag1-independent importance in B cell development.

### Arpp21 promotes *Rag1* expression through its 3′-UTR

We also investigated the Arpp21-dependent regulation of Rag1 in the thymus. We showed that the mRNA of *Rag1*, but not *Rag2*, was significantly decreased in DN3 thymocytes from *Arpp21*^–/–^ mice compared to WT counterparts (Fig. 6a). In thymocyte extracts Rag1 protein was also significantly reduced in *Arpp21*^–/–^ compared to WT mice (Fig. 6b). Reporter assays in HeLa cells were performed to determine the effect of Arpp21 overexpression on the *Rag1* 3′-UTR. Using a dual-luciferase system we found that the expression of the *Rag1* 3′-UTR reporter increased in response to Arpp21 overexpression (Fig. 6c, left panel). No impact was detected for the *Rag2* 3′-UTR or empty reporters (Fig. 6c, left panel). Using RT-qPCR we confirmed Arpp21–induced upregulation of the reporter on the mRNA level, however, we detected smaller effects (Fig. 6c, right panel), supporting stronger contributions on the protein level, as previously proposed^14^. Using progressive 3′ end deletion of the *Rag1* 3′-UTR we mapped relative contributions to Arpp21-mediated regulation by individual regions (Fig. 6d, upper panel). Deletion of 330 nts at the 3′ end of the transcript led to a significant, but incomplete drop in Arpp21-mediated regulation (Mut1). Likewise, further, progressive deletions (Mut2-4) strongly reduced but did not eliminate the Arpp21 response until removal of all but the initial 469 nts (Mut5) (Fig. 6d, lower panel). These findings showed that the 3*’*-UTR of *Rag1* is sufficient for Arpp21-mediated regulation, which is encoded in an extended region consistent with the distribution of iCLIP peaks along the entire 3′UTR (Figs. 3f,  4b).

**Fig. 6:**
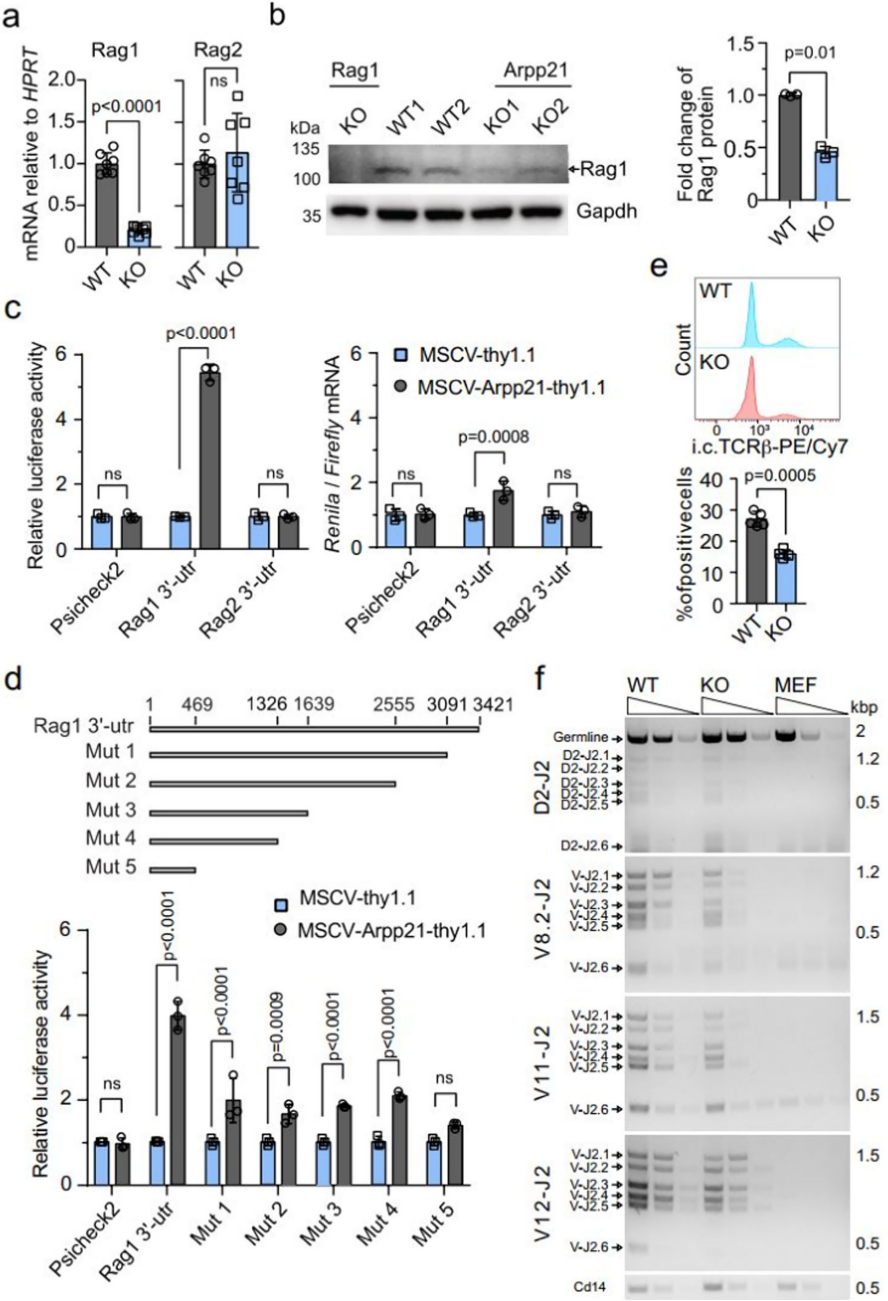
Arpp21-dependent regulation of the *Rag1* 3′-UTR promotes TCRβ rearrangement. **a** RT-qPCR determining Rag1 and Rag2 mRNA levels in DN3 thymocytes from WT and *Arpp21*^–/–^ mice. Data are presented as mean values ± SD. *n* = 7, statistic significance was determined by two-sided Student’s *t* test, with ****P < 0.001 indicating significance, and n.s. indicating no significance (*p* > 0.05). **b** Western blot analysis of Rag1 protein expression in whole thymocytes lysates from *Rag1*^–/–^, *WT* and *Arpp21*^–/–^ mice (left) with a densitometric quantification of Rag1 protein expression in *WT* and *Arpp21*^–/–^ thymocytes shown in (right), statistical significance was determined by two-sided Student’s *t* test. **c**, **d** Hela cells were transduced with MSCV-thy1.1 or MSCV-Arpp21-thy1.1 retroviruses. Cells were then transfected with psiCheck2 empty (negative control) or psiCheck2 vectors harboring the indicated 3′*-*UTRs in full-length (**c**) or 3*’*end deleted versions (**d**). Renilla and Firefly luciferase activity (upper panel) or mRNA level (lower panel) were assessed. Data are representative of two or more experiments. Data are represented as mean values ± SD. Two-way ANOVA was used to determine statistical significance and ns indicates no significance (*p* > 0.05). **e** Flow cytometry analysis of intracellular TCRβ expression in DN3 thymocytes from WT and *Arpp21*^–/–^ mice displayed as representative histogram (upper panel) or statistical analysis (lower panel). Data are presented as mean values ± SD. *n* = 5, statistic significance was determined two-sided Student’s *t* test ****P < 0.001. **f** Semi-quantitative *P*CR analysis of Dβ2-to-Jβ2.6, Vβ8.2-to-DJβ2.6, Vβ11-to-DJβ2.6 and Vβ12-to-DJβ2.6 rearrangements in sorted CD25 + DN thymocytes from WT and *Arpp21*^–/–^ mice. MEF cells were used as the negative control. CD14 was used as the loading control. Source data of (**a**–**f**) are provided as a Source Data file.

### Arpp21-deficiency reduces repertoire diversity

Given the limited time thymic progenitors have to successfully recombine TCR beta and alpha loci to escape apoptosis, combined with the sequential and highly orchestrated order of recombination element selection, altered Rag1 protein expression should result in a skewed recombination process and consequently an altered TCR repertoire. We therefore hypothesized that associated with *Arpp21* deletion the impaired expression of Rag1 may impact on recombination of gene segments encoding the TCRβ chain at the DN3 stage^28^. Indeed, intracellular staining of DN3 cells revealed a reduced frequency of cells with TCRβ protein expression compared to DN3 thymocytes of WT mice (Fig. 6e). We then used semi-quantitative PCR to detect V(D)J rearrangement of the *Tcrb* gene. CD25^+^ DN (combining DN2 and DN3) thymocytes were sorted from WT and *Arpp21*^–/–^ mice and different amounts of genomic DNA were used to determine Dβ2-to-Jβ2, Vβ8.2-to-DJβ2, Vβ11-to-DJβ2 and Vβ12-to-DJβ2 rearrangements^29^. As hypothesized, we detected reduced rearrangement in thymocytes from *Arpp21*^–/–^ mice compared to WT mice, except for the early Dβ2-to-Jβ2 rearrangement (Fig. 6f). This finding suggested that Arpp21 deficiency reduces the rate of V(D)J recombination at the TCRβ locus. To investigate the significance of Arpp21 globally, we assessed the diversity of the TCR repertoire. To this end, Arpp21–sufficient and deficient flow cytometry-enriched splenic CD4^+^ T cells were subjected to TCRα and β next-generation sequencing (NGS). Consistent with the PCR results, the overall clonality of T cells from Arpp21–deficient mice was reduced to approximately 70% of WT counterparts (Fig. 7a). As a measure of repertoire diversity, we calculated the Shannon’s diversity index, which takes into account both the number of total sequences detected and the clonal size distribution. Here, Arpp21-deficient T cells had a lower Shannon’s index for TRBV but not for TRAV (Fig. 7b). To verify that the altered clonal output of the thymus results in clonal expansion, we assessed the cumulative percentage of TRBV clones. We found that the top 100 clones accounted for 3% of the total number of TRBV sequences detected in WT mice, whereas this parameter increased to 6% in Arpp21–deficient mice (Fig. 7c). A similar pattern was observed when the top 20 TRBV clones were evaluated (Fig. 7d). By analyzing clonal diversity and the cumulative percentage of clones, it is possible to distinguish between events occurring during TCR recombination and peripheral clonal expansion. Knowing that overall recombination is impaired, we assessed whether Arpp21 deficiency affected individual V segments. Ordering productive TRBV and TRAV segments according to their position on the chromosomes, allowed to assess whether there was preferential usage of proximal variable elements (Fig. 7e–g). Of 22 TRBV segments, all but two were more frequently used in WT regardless of chromosomal location, suggesting strong alteration of TCR beta locus recombination in Arpp21–deficient mice (Fig. 7g). Although most of the 102 detected TRAV segments in the central and distal chromosomal fragments were preferentially used in WT mice, the most proximal segments were preferentially used in Arpp21–deficient mice (Fig. 7e, f). A similar phenomenon can be observed for the TRAJ segments, where the segments most proximal to the TEA are prominently used in Arpp21-deficient thymocytes at the expense of distal fragments (Fig. 7e, h). Considering that the TRAJ elements from 58 to 45 are preferentially used during the first round of recombination and that the use of the more distal elements is almost exclusively restricted to the subsequent rounds of recombination, it is evident that altered expression of Rag1 in the Arpp21 knockout has far-reaching consequences for the TCR repertoire. Finally, by examining the length of CDR3 elements, a process that is independent of Rag1, we found no changes regardless of Arpp21 status (Fig. 7i)^30–32^.

**Fig. 7:**
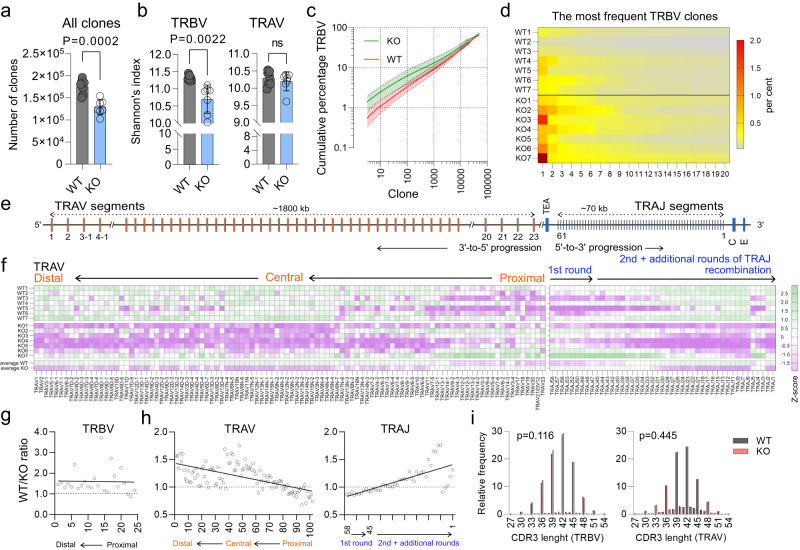
Altered TCR repertoire in Arpp21-deficient T cells. **a** The number of TRBV and TRAV clones identified in splenic CD4 T cells sufficient or deficient for Arpp21. **b** Repertoire diversity of TRBV and TRAV in peripheral CD4 T cells (**a**, **b**) error bars represent SD, significance was determined by unpaired *t* test, two-tailed. **c** Cumulative percentage of the most frequent 50,000 TRBV clones. Solid lines represent the mean of all analyzed mice, shaded areas indicate the standard deviation (**d**) Heat map showing the relative distribution of the top 20 TRBV clones. Each column represents a mouse with the indicated phenotype. **e** Schematic representation of TCR alpha locus, showing recombination order. Only TRAV and TRAJ elements are shown, TRDV elements have been omitted for clarity. Not to scale. Adapted after^57^. **f** Heat map showing the z-score of the relative usage of all productive TRAV (left) and TRAJ (right) segments in WT and Arpp21-deficient splenic CD4 T cells. Each line represents a single mouse, except for the last two where the average for WT and KO is shown. WT vs. KO ratio of usage of all productive TRBV (**g**) as well as TRAV and TRAJ (**h**) segments in relation to their chromosomal location. **i** Length distribution (measured in nucleotides) of all TRBV and TRAJ CDR3 elements detected in WT and Arpp21 KO T cells, significance was analyzed by two-way ANOVA, effect of genotype is shown. Data are representative of one experiment, *n* = 7 for each genotype, each data point in (**a**, **b**, **d** and **f**) represents a single mouse. All analyzed mice are shown. Source data of (a–h) are provided as Source Data file.

In conclusion, deficiency of Arpp21 leads to reduced clonality and altered clonal output during T cell generation in the thymus. In addition, Arpp21 deficiency causes the preferential use of proximal fragments in TRAV and TRAJ segments significantly limiting the TCRA-elements choice.

### Arpp21-insensitive *Rag1* phenocopies Arpp21 deficiency

To remove binding sites and render *Rag1* insensitive to Arpp21 regulation we introduced a large, internal deletion in the *Rag1* 3*’*-UTR in the mouse germline. Crossing of two founders generated homozygous F1 offspring, which we termed *Rag1*^3*’*del/3*’*del^ mice (Fig. 8a). Remarkably, thymocyte development showed impaired DN3a-DN3b transition in *Rag1*^3*’*del/3*’*del^ similar to *Arpp21*^–/–^ mice (Fig. 8b, c), while the gross T cell development remained intact in both lines (Supplementary Fig. 8a and Fig. 5a). Consistent with Arpp21–deficient mice, intracellular TCRβ expression in DN3 thymocytes was reduced (Fig. 8d and Fig. 6e). Similar to Arpp21–deficient thymocytes, we determined reduced Rag1 expression in immunoblots and RT-qPCR analyses, with stronger effects on the protein than mRNA levels (Fig. 8e, f and Fig. 6a, b). Having established that the *Rag1* 3*’*-UTR deletion recapitulates the thymic phenotype of *Arpp21*^–/–^ mice, we also investigated the repertoire of peripheral T helper cells by TCR sequencing. The overall effects were comparable to *Arpp21*^–/–^ mice albeit a bit smaller. No gross changes were observed in the number of clones detected or in the diversity index of either TCRα or TCRβ repertoires (Supplementary Fig. 8d, e), however, expansion of TRBV clones recapitulated the observation from Arpp21–deficient mice (Fig. 8g and Fig. 7d). Importantly, the use of variable segments showed similar changes as seen in *Arpp21*^–/–^ mice. Again, similar to *Arpp21*^–/–^ mice, the use of TRBV segments was generally altered in *Rag1*^3*’*del/3*’*del^ T cells (Fig. 8h and Fig. 7e), regardless of their chromosomal location, while the more numerous TRAV and TRAJ fragments, showed preferential use of proximal fragments in the *Rag1*^3*’*del/3*’*del^ cells (Fig. 8h, i, Supplementary Fig. 8f, g and Fig. 7e, f). Finally, and again consistent with the Arpp21 KO mice, the length of the CDR3 elements was unaltered (Supplementary Fig. 8h and Fig. 7i). These extended similarities in thymocyte development, TCR recombination and preferential usage of proximal TRAV and TRAJ segments in *Rag1*^3*’*-del/3*’*-del^ and *Arpp21*^–/–^ mice strongly suggest that the Rag1 3′-UTR contains regulatory sequences recognized by Arpp21 that are required for the full gamut of Rag-1 recombination activity.

**Fig. 8:**
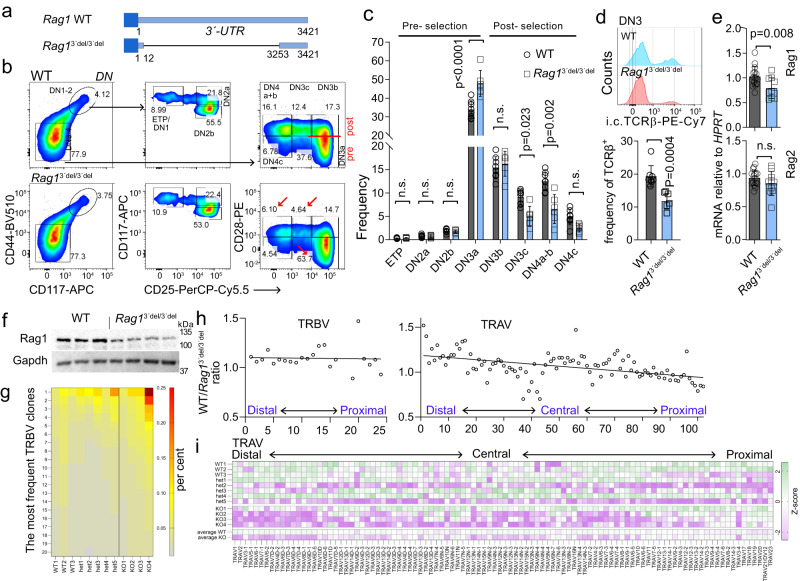
Uncoupling Rag1 from Arpp21 regulation phenocopies Arpp21 deficiency. **a** Schematic of the Rag1 3*’*-UTR locus showing the strategy used to generate *Rag1*^3’del/3’del^ mice. **b** Representative plots of all major DN thymic progenitor populations in WT and *Rag1*^3’del/3’del^ thymocytes. The red line indicates the point of beta selection, red arrows indicate the accumulation of pre-selected progenitors and the subsequent reduction of post-beta selected cells. **c** Quantification of the data shown in (**b**) (WT *n* = 8; KO = 6). Error bars represent SD significance was determined by two-way ANOVA followed by Sidak’s multiple comparison test. **d** Representative histograms (top) and statistical analysis by unpaired *t* test, two-tailed (bottom) of the intracellular expression of the TCR beta chain in DN3 progenitors (WT *n* = 8; KO = 6). **e** RT-qPCR of *Rag1* and *Rag2* in unfractionated thymocytes. **c**–**e** error bars represent SD. **f** Representative WB analysis of Rag1 expression in WT (*n* = 3) and *Rag1*^3’del/3’del^ (*n* = 4) thymocytes. **g** Frequency of the 20 most common TRBV clones in peripheral CD4 T cells. **h** A plot showing the WT vs. KO (*Rag1*^3’del/3’del^) ratio of TRBV (left) and TRAV (right) in relation to their chromosomal location. **i** Heat map showing the z-score of the relative usage of all productive TRAV segments in WT and KO (*Rag1*^3’del/3’del^) splenic CD4 T cells. Each line represents a single mouse, except for the last two where the average for WT/het and KO (*Rag1*^3’del/3’del^) is shown. Data are representative of one experiment, *n* = 8 for combined WT and het mice, *n* = 4 for KO (*Rag1*^3’del/3’del^). Each data point in (**c**, **d** and **e**, **f**) represents a single mouse. All analyzed mice are shown. Source data for (**c**–**i**) and **f** are provided as a Source Data file.

### Rag1 heterozygosity exposes post-transcriptional regulation of Rag1

To further test the relevance of Rag1 protein amounts for T cell development and the role of post-transcriptional regulation in its expression, we allowed Rag1 to be expressed from only one functional locus. To this end, we crossed either WT or *Rag1*^3*’*del/3*’*del^ mice with Rag1-deficient mice to generate Rag1^+/–^ and Rag1^3*’*del/–^ strains. We then tested Rag1 expression in thymocytes from these mice compared to WT, Arpp21-deficient and Rag1^3*’*del/3*’*del^ mice in Western blots (Fig. 9a). The results suggest a clear dose-response relationship between Rag1 levels and the Arpp21-3*’-*UTR interaction (*Rag1*^+/+^ > *Rag1*^+/–^ > *Arpp21*^–/–^ = *Rag1*^3*’*del/3*’*del^ > *Rag1*^3*’*del/–^). We quantified the Arpp21 effect and found a ~75% reduction in Rag1 signal in Western blots of thymocyte extracts from Arpp21 knockout mice, when comparing it to a titration curve of WT extracts (Fig. 9b).

**Fig. 9:**
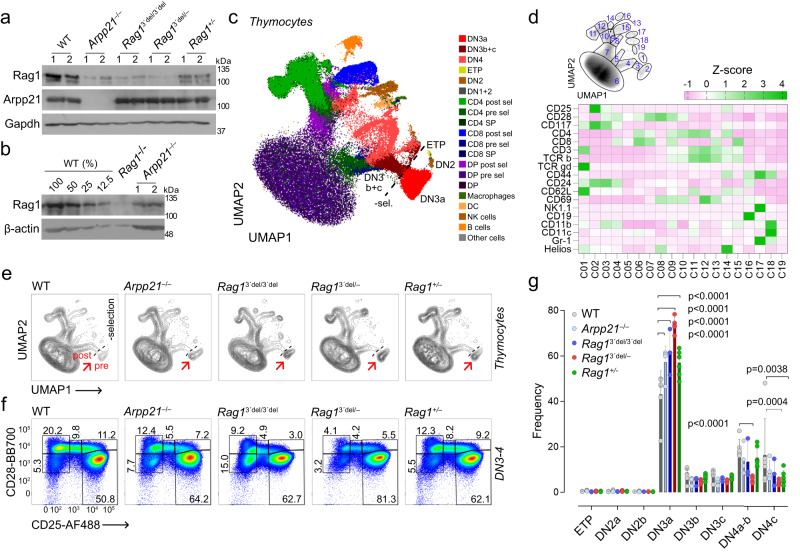
The role of post-transcriptional regulation of Rag1 on thymocyte development. **a**, **b** Immunoblot analysis of Rag1 and Arpp21 in thymocytes from two different control or mice with specified genotypes. Gapdh or β-actin serve as loading controls (*n* = 2 biological replicates). **c** Display of multicolor thymic staining data projected in two UMAP dimensions. UMAPs were calculated from concatenated files containing 250,000 live thymocytes from each mouse used in the experiment (6,250,000 cells in total). The overlay dot plot is colored according to manual gates. **d** Gates created around the cell clusters of the two UMAP dimensions. The heat map shows the expression of the 18 parameters used for UMAP in each cluster. **e** Representative UMAP projections of total thymocytes isolated from mice of specified genotypes. Red arrows indicate the accumulation of progenitors before the β-selection point. **f** Representative pseudocolor plots of DN3-DN4 thymocytes isolated from thymi with the indicated genotypes. **g** Statistical analysis of all major DN thymic progenitors. The data are representative of two experiments, with two (**a**, **b**) or minimum three mice per each genotype (**c**–**g**). **c**–**e** All markers listed in (**d**) were used in the UMAP parameter calculations. **e** Each point represents a single thymus, means with SD are shown. Statistical analysis was performed using two-way ANOVA followed by Sidak’s multiple comparison test. Source data for (**a**–**g**) are provided as a Source Data file.

To evaluate the global impact of such reduced Rag1 expression on thymopoiesis, we assessed thymic cellularity and found no major differences between the genotypes (Supplementary Fig. 9a). To comprehensively analyze thymocyte development, we employed spectral cytometry, where we first looked for each major known cell type using 23 different parameters. After removing dead cells and contaminants (erythrocytes), we reduced 18 of the most relevant markers to two Uniform Manifold Approximation and Projection (UMAP) parameters. The manually gated thymic subpopulations were then plotted on the UMAP 2-dimensional map (Fig. 9c) to show that UMAP discriminate all major known thymic subpopulations and roughly preserves the global relationship between them^33^. To further confirm this, we drew gates directly on the UMAP map to create 19 clusters around the areas with highest density of events and tested them for expression of all 18 markers used in the UMAP calculations (Fig. 9d). As shown in z-score map, the clusters created in this way corresponded well with the manual gates. For instance, C2 to C5 are cells in transition from DN3a to DN4c, C6, C7 and C9 correspond to DP, whereas C10 to C15 mark CD4 or CD8 single positive cells at different stages of development. Finally, C16 to C18 represent lineage-negative cells, C1 γδ T cells, with only the small C19 cluster being ill-defined.

Having established the UMAP projection as a viable method for assessing thymopoiesis, we compared all genotypes globally (Fig. 9e). This analysis revealed a conspicuous accumulation of cells around the β-selection point in all of the mutants as compared to wildtype mice (Fig. 9e). This prompted us to look more closely at lineage-depleted, CD25^–^ DN3-DN4 precursors where we confirmed this accumulation of pre-β-selected DN3a cells in all four mutant genotypes. The magnitude of the block correlated well with the degree of Rag1 reduction in the various mutants (see Fig. 9a), with the strongest block observed in *Rag1*^3*’*del/–^ thymocytes. DN3a cells constituted approximately 80% of all Rag1^3’del/–^ DN3-DN4 cells versus 50.8% in WT, with a corresponding reduction of progenitors at DN4a+b and DN4 c stages (Fig. 9f, g and Supplementary Fig. 9c). Taken together, these data connect the genetic inactivation of Arpp21 as well as the deletion of the *Rag1* 3*’*-UTR to reduced expression of Rag1 protein and show how this reduction is correlated with an increasing block in thymocyte development. The data suggest that the more Rag1 expression is reduced, the greater the inhibitory impact becomes on the transition of DN3 progenitors across β-selection.

## Discussion

In this study, we provide evidence for a previously unrecognized post-transcriptional circuit that is required for optimal regulation of the Rag1 recombinase in thymocytes. Productive recombination of the T cell receptor is the defining goal of successful thymocyte development. As such, the expression of both proteins of the recombination enzyme complex is subject to complex, multi-tiered regulatory mechanisms to ensure their precise temporal control. The induction of Rag1 and Rag2 expression in thymocytes initially depends on epigenetic and transcriptional mechanisms operating on highly conserved DNA *cis*-regulatory elements (CREs) that are recognized by the E protein transcription factors E2A and HEB^10^. The promoters of Rag1 and Rag2 and their shared T cell-specific enhancer region were found to be aligned within a defined three-dimensional chromatin topology. Apparently, this configuration promotes efficient binding by the E-proteins that induce stage-specific co-expression of Rag1 and Rag2 mRNAs^34–37^. Following stages with high Rag expression that enable TCR rearrangement, the shut-down of Rag1 and Rag2 protein expression is orchestrated in an interplay of different mechanisms: early work invoked PMA-induced destabilization of *Rag1* mRNA^38^, and Rag1 protein degradation by the E3 ligase CRL4/VPRBP^39,40^. Moreover, cyclin A/CDK2–mediated phosphorylation and Skp2/SCF–dependent ubiquitination leads to degradation of Rag2 when thymocytes progress in the cell cycle^41,42^. Arpp21-mediated post-transcriptional enhancement of Rag1 expression introduces one more layer of regulation. For several reasons, we propose that the expression dynamics of Arpp21 and its regulatory activity have been adapted to perform this function. First, *ARPP21* alleles originate from gene duplication at the time during evolution when the adaptive immune system developed (Supplementary Fig. 10)^14^. Second, the *Arpp21* gene giving rise to several isoforms of the mRNA as well as to an intron-contained miR-128-2 non-coding RNA, is most highly expressed in the thymus and the brain. The observed isoform expression reveals that the Arpp21 (100 kDa) protein with intact R3H/SUZ RNA-binding domain is the predominant isoform in the thymus, unlike the brain. In fact, this isoform is induced at the DN2/3 and DP stages of thymocyte development and is already present when the two waves of Rag1 mRNA transcription occur^11^, and both Arpp21 and Rag1 mRNAs are downregulated at the DN4 stage. Third, Rag1 is a top-ranked mRNA target for Arpp21 RNA-binding activity as detected by iCLIP and among the strongest downregulated mRNAs in Arpp21–deficient thymocytes. Finally, we identified a regulatory feedback loop that modifies Arpp21 and switches its activity off when Rag1 activity is no longer needed. In these experiments, we found that SOCE through CRAC channels induced CaMK4-dependent phosphorylation, polyubiquitination and fast proteasomal degradation of Arpp21. Ca^2+^ has recently been implicated in antigen receptor rearrangement through a genome-wide screen that identified *ATP2A2* ^43^. *ATP2A2* encodes SERCA2, an ER membrane—localized Ca^2+^–pump that maintains the ER Ca^2+^ reservoir. SERCA pumps prevent ER store depletion, which would otherwise trigger CRAC channel activation and SOCE. Deletion of *Atp2a2* in mouse B cells decreased V(D)J recombination due to diminished Rag-mediated DNA cleavage, and combined inactivation of *Atp2a2* and its paralog *Atp2a3* caused increased cytosolic Ca^2+^ levels, decreased Rag1 and Rag2 expression and a profound block of V(D)J recombination^43^. Conversely, the genetic inactivation of all three IP_3_ receptor paralogs, which are required for store-depletion and SOCE, strongly affected thymocyte development by promoting DN to DP transition and caused aggressive acute lymphoblastic leukemia^44^. We have not observed a similar phenotype in *Stim1*^fl/fl^;*Stim2*^fl/fl^;*Vav-iCre* mice despite impaired degradation of Arpp21. This could be due to the possibility that failed degradation of Arpp21 in the absence of SOCE is not sufficient to induce malignant transformation of thymocytes, and/or the fact that Rag1 and Rag2 downregulation after TCR signaling occurs also independent of Arpp21. Interestingly, we determined downregulation of the Arpp21 protein during positive selection, but not in response to β-selection. One possible explanation is that Ca^2+^ signals might be weaker in response to pre-TCR than TCR signals, despite ionomycin stimulation evoking similar Ca^2+^ responses in DN and DP thymocytes. Another explanation could relate to differences in the expression of the factors that are involved in Arpp21 degradation, for example the so far unknown E3 ubiquitin ligase. Future work will be required to understand these differences.

Arpp21 is coexpressed with its Arpp21^short^ isoform as well as with miR-128-2. Currently, we do not know whether Arpp21^short^, which cannot bind to RNA, has a unique function, which could be related to the binding of interacting proteins^15^. The noncoding RNA miR-128-2 has been proposed to mediate antagonistic effects on targets shared with Arpp21^14^. We suggest that this antagonism may be less important in thymocytes prior to TCR rearrangement, since high Arpp21 expression may efficiently neutralize miR-128-dependent negative regulation. However, upon Ca^2+^-induced degradation of Arpp21 protein, miR-128, which also has been reported to regulate the Arpp21 encoding mRNA^14,45^, may add post-transcriptionally to the downregulation of the *Arpp21* mRNA. miR-128 could even contribute further, since the mouse *Rag1* 3*’*-UTR also contains putative miR-128 binding sites. One caveat, however, is that the *Arpp21* 3*’*-UTR–embedded binding site of miR-128 is conserved in amniotes, whereas the *Rag1* 3*’*-UTR binding sites of miR-128 are much less conserved.

The *Arpp21*^–/–^ and *Rag1*^3*’*del/3*’*del^ lines show phenotypes that are also observed in Omenn syndrome patients as well as in the previously generated hypomorphic Rag2^R229Q/R229Q^ mutant^46^. However, *Arpp21*^–/–^ and *Rag1*^3*’*del/3*’*del^ mice differ from Rag2^R229Q/R229Q^ mice, as they show no reduction in peripheral B cells and no signs of autoimmunity or lymphocyte infiltration in gut and skin, diarrhea, alopecia or erythrodermia^46^. These discrepancies may simply reflect that Arpp21 is not important to regulate Rag1 during B cell development. On the other hand, these mouse lines may also differ in Rag activity, since, different from Rag2^R229Q/R229Q^ mice, peripheral T cell abundance is not affected in Arpp21–deficient mice. In the thymus the Rag complex introduces DNA double-strand breaks in the recombination signal sequences flanking the V, (D) and J fragments. This enzymatic activity occurs in progenitor cells with a very limited lifespan. If rearrangement is not successful, the cells die by neglect. A common phenotype of all three mouse models as well as Omenn syndrome patients is therefore oligoclonality of T cells^13,46^. One hallmark is the TRAV fragment usage, which reflects chromosomal location and Rag1/2 activity. Those TRAV fragments proximal to the J fragment are the first recombined, and their usage is relatively favored in cells with reduced levels or activity of Rag, and more distal fragments are underrepresented if recombination is inefficient. In fact, the shift towards proximal TRAV fragment usage is seen in Omenn syndrome patients^13,47^ and similarly found in *Arpp21*^–/–^ and *Rag1*^3*’*del/3*’*del^ mice.

In these findings, an intricate network becomes apparent that ensures the robustness of early T cell development through Rag protein induction and guarantees subsequent downregulation of Rag proteins to prevent genetic instability. Arpp21 participates in this regulatory network. It promotes TCR rearrangement as a Ca^2+^-sensitive post-transcriptional enhancer of Rag1 expression, increases TCR diversity and safeguards thymocyte development by being degraded in response to successful TCR rearrangement.

## Methods

### Mice

We confirm that our research complies with all relevant ethical regulations. All mice were on a C57BL/6 background. Mice of both sexes and different ages were used in a sex- and age-matched manner in our analyses. Mice were euthanized by cervical dislocation or exposure to CO_2_. All animals were housed in a specific-pathogen-free barrier facility in accordance with the Helmholtz Zentrum München institutional, state and federal guidelines. All experimental procedures were performed following the rules and regulations approved by the local government (Regierung von Oberbayern reference no. 55.2-2532.Vet_02-19-68). *Arpp21*^*−/−*^ mice were generated via CRISPR/Cas9-based gene editing by electroporation of one-cell embryos. For this, specific guide RNAs (Arpp21_In4_gRNA: 5′- GGATTTCAGTTC ACCGTAAA-3′ and Arpp21_In5_gRNA: 5′- CCTGTTCTCAGTGACAAGCT-3′ or Rag1_UTR_gRNA1: GGCAAATACCAACTTCTATG and Rag1_UTR_gRNA2: TGAGGGGAGGTTTAGACACC) were used in form of in vitro transcribed single gRNA (EnGen® sgRNA Synthesis Kit, NEB, E3322). 

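The Rag1 guides were matched to the transcripts of the GENCODE M21 annotation of GRCm38. Rag1_UTR_gRNA1 (GGCAAATACCAACTTCTATG) matched the annotated Rag1 transcript of 6608 nt once, on the strand opposite to the mRNA, at chromosome 2 from 101641641 to 101641660, followed by the PAM TGG. Rag1_UTR_gRNA2 (TGAGGGGAGGTTTAGACACC) matched once on the strand of the mRNA at chromosome 2 from 101638420 to 101638439, followed by the PAM AGG. Both sites are in exon 2 of 2, in the 3′-UTR, which the annotation places from 101638282 to 101641672 (3391 nt). Counted from the first nucleotide of the 3′-UTR, the sites occupy positions 13 to 32 and 3234 to 3253. The mRNA reads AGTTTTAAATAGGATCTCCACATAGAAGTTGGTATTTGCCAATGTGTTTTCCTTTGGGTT around the first site and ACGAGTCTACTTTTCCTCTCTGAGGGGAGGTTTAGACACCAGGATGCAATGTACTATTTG around the second. Cas9 is expected to cleave 3 nt from the PAM, and 3235 nt lie between these positions. The coding sequence, from 101641676 to 101644795, lies outside the interval. The Arpp21 guides are named for introns 4 and 5 and matched no transcript, and their positions were not determined here. The RNA-seq libraries come from Arpp21–/– mice and not from mice with the edited Rag1 3′-UTR.

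**Figure D5:**
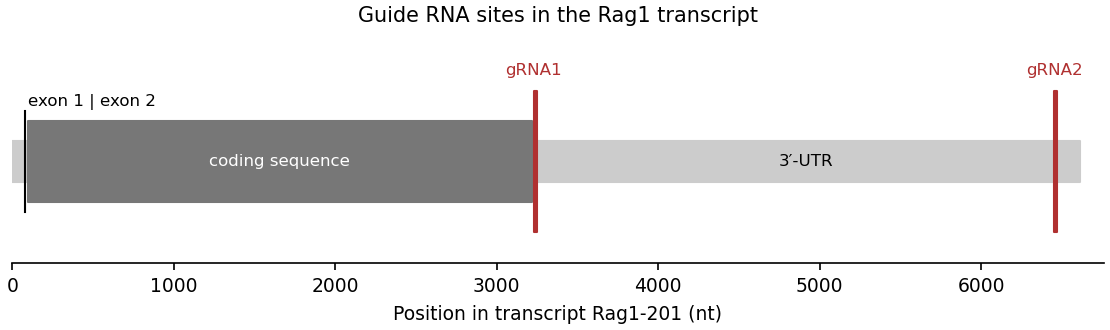
Map to scale of the Rag1 transcript (6608 nt, horizontal axis in nt) with its coding sequence, its 3′-UTR and the sites of both guide RNAs. The guides lie near the ends of the 3′-UTR, at positions 3230 to 3249 and 6451 to 6470 of the transcript.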

Prior to electroporation, the specific sgRNAs (200 ng/µl) were diluted in Opti-MEM buffer (Thermo Fisher Scientific) together with recombinant Cas9 protein (200 ng/µl, IDT) and incubated for 10 min at room temperature and 10 min at 37 °C to form the active ribonucleoprotein (RNP) complex. One-cell embryos were obtained by mating of C57BL/6N males (obtained from Charles River, Sulzbach, Germany) with C57BL/6N females super-ovulated with 5 units PMSG (Pregnant Mare’s Serum Gonadotropin) and 5 units HCG (Human Chorionic Gonadotropin) and electroporated using the NEPA21 electroporator and a CUY501P1-1.5 electrode (Nepa Gene Co., Ltd., Japan). Zygotes were transferred into pseudo-pregnant CD1 female mice to obtain live pups. Gene editing events were analyzed using genomic DNA isolated from ear biopsies of founder mice and F1 progeny, using the Wizard Genomic DNA Purification Kit (Promega, A1120) following the manufacturer’s instructions. *CamK4*^-/-^ mice (Jax#:004994) and *Stim1/2* ^*fl/fl*^*Vav-iCre* mice (Jax#023350, Jax#023351, Jax#008610) were obtained from Jackson laboratory, and were described earlier^48,49^.

### Orthogonal organic phase separation (OOPS)

The procedure was performed according to ref. ^17^. Isolate thymocytes and CD4^+^ T cells from 6 to 8-week-old WT mice. Use 80 × 10^6^ of thymocytes and 20 × 10^6^ of CD4^+^ T cells to do UV irradiation by Stratalinker 1800 at 254 nm three times (once at 0.4 J/cm^2^ and twice at 0.2 J/cm^2^) on ice. Harvest cells and wash them with PBS and resuspend the cell pellets in 1–2 ml of TRI Reagent (T9424, Sigma). Add Chloroform to isolate the interphase and repeat this step for four times and air-dry the protein-RNA complex at RT. Dissolve the pellet with TEAB buffer and then incubate with RNAse A, T1 (Thermo EN0551). Repeat the phase separation with TRI Reagent and Chloroform, and isolate protein from the organic phase. Prepare the protein lysate for MS analysis.

### Protein enrichment analysis of OOPS samples

The samples were diluted to 85 µl with 50 mM Tris-HCl pH 7.5. Reduction was performed by addition of 5 µl 100 mM dithiothreitol and 30 min incubation at 37 °C, followed by alkylation with 5 µl 400 mM iodoacetamide for 30 min at 24 °C. Proteins were purified with single-pot solid-phase-enhanced sample preparation (SP3) by washing away contaminants five times with 80% (v/v) ethanol^50^. Digestion was performed with 1.5 µg trypsin (Promega) overnight at 37 °C in the presence of 50 mM triethylammonium bicarbonate buffer pH 8.5. The resulting peptides were dried and resuspended in 30 µl 2% (v/v) acetonitrile (ACN), 0.05% (v/v) trifluoroacetic acid (TFA) of which 4 µl were used for LC-MS analysis.

### Crosslink site identification from cells

45 million irradiated thymocytes and 180 million irradiated CD4 T cells were resuspended in 6 M urea, 50 mM Tris-HCl pH 7.5 and disrupted by tip sonication with Sonifier SFX-250 (30 impulses 1 s/2 s on/off 10% amplitude, Branson Ultrasonics). The entire thymocyte lysate and half of the T cells lysate were further processed. Protein digestion was performed with trypsin (Promega) overnight at 37 °C in the presence of 1 M urea, 50 mM Tris-HCl pH 7.5 by addition of 100 µg enzyme for the thymocytes sample and 200 µg for T cells. RNA species were enriched with Direct-zol RNA Miniprep Plus kit (Zymo Research) according to manufacturer’s protocol. The thymocytes and T cells samples were split in 6 and 8 spin-columns and combined again after elution. The pH was adjusted with 50 mM Tris-HCl pH 7.5 and urea was added to 1 M end concentration. To digest the RNA, 2 µl of RNAse I, 2 µl RNAse A and 0.5 µl of RNAse T1 (Thermo Scientific) were added to the samples and incubated overnight at 37 °C. Non-crosslinked nucleotides were depleted by reversed-phase chromatography with C18 SpinColumns (Harvard Apparatus) as previously described^19^. 10% of the eluate was taken for direct LC-MS analysis and the rest was subjected to TiO_2_ enrichments with glycerol as competitor^19^. 10% of the eluate was separated for direct LC-MS analysis and the rest was subjected to basic reversed-phase chromatography (bRP) prefractionation with XBridge BEH C18 column (3.5 µm 1 mm × 150 mm, Waters): mobile phase A—10 mM ammonium hydroxide; mobile phase B – 80% (v/v) ACN, 10 mM ammonium hydroxide; flow rate—60 µl/min. The enriched crosslinks were separated with gradient from 5% mobile phase B to 10%, 42%, and 60% mobile phase B over 3, 34 and 8 min. The generated fractions were dried under vacuum and resuspended in 15 µl 2% (v/v) ACN, 0.05% (v/v) TFA and 4 µl were used for LC-MS analysis.

### Crosslink site identification of immunoprecipitated proteins

Arpp21-IP samples were purified with SP3 by washing away contaminants five times with 80% (v/v) ethanol. RNA digestion was performed with 2 µl of RNAse I, 2 µl RNAse A and 0.5 µl of RNAse T1 (Thermo Scientific) for 2 h at 37 °C in the presence of 50 mM Tris-HCl pH 7.5 and 1 M urea. Protein digestion was carried out with 3 µg trypsin (Promega) overnight at 37 °C. Depletion of non-crosslinked nucleotides and TIO_2_ enrichment were performed as described above. The samples were resuspended in 12 µl 2% (v/v) ACN, 0.05% (v/v) TFA, and 5 µl were used for LC-MS analysis.

### LC-MS analysis

Chromatographic separation of peptides was achieved with Dionex Ultimate 3000 UHPLC (Thermo Fischer Scientific) coupled with in-house packed C18 column (ReproSil-Pur 120 C18-AQ, 3 µm particle size, 75 µm inner diameter, 33–35 cm length, Dr. Maisch GmbH). A multi-step gradient was formed with mobile phase A (0.1% (v/v) formic acid) and mobile phase B (80% (v/v) ACN, 0.08% (v/v) formic acid). For OOPS samples peptide elution was carried out with a gradient from 5% to 35% followed by an increase to 50% mobile phase B over 94 and 10 min. For global crosslink site identification experiments, a linear gradient was formed from 8% to 45% mobile phase B over 44 min for bRP fractions or 104 min for the rest of the samples. Peptides from IP experiments were eluted with a gradient from 5% to 42% mobile phase B over 43 min. Mass spectrometric analysis was carried out with Orbitrap Fusion Tribrid (Thermo Fischer Scientific) for IP experiments and Orbitrap Exploris 480 (Thermo Fischer Scientific) for the rest of the samples. Resolution was set to 60,000 (survey scans) and 15,000 (fragment scans) for OOPS samples and 120,000/30,000 for crosslink site identification experiments. Full details on additional acquisition parameters can be found in the provided raw files.

### Mass spectrometric data analysis

Protein enrichment MS raw files were analyzed with the MaxQuant software (version 2.1.4.0) with default settings except for the following modifications: label free-quantification and separate LFQ in parameter groups were enabled. Crosslinked and non-crosslinked samples were specified in separate parameter groups. For the database, UniProtKB/Swiss-Prot *Mus musculus* fasta file with 17090 sequences was accessed on 01.02.2022. MaxQuant protein groups output table was used for statistical analysis with Perseus (version 2.0.6.0). Reverse hits and proteins only observed with modified peptides were removed. LFQ intensities were log-transformed (base 2) and protein groups were filtered to have at least 3 valid values in at least one group. Missing values were imputed from normal distribution with width set to 0.3 and downshift set to 1.8. Significantly enriched protein groups were identified with two-sided Student’s *t* test with permutation-based false discovery rate control at 5% and S0 parameter set to 2. The data have been deposited in the MassIVE database under the accession number.

Crosslink site identification was carried out with the OpenNuXL node of OpenMS (version 3.0.0). “RNA –UV(UGCA)” was selected as preset. RNA length was set to 3 and peptide length was limited from 5 to 30 amino acids for global crosslink site experiments. For IP samples the nucleotide length was limited to 2 and the minimum peptide length was set to 6. As database for the global search was provided the UniProtKB/Swiss-Prot *Mus musculus* fasta file with 17,090 sequences was accessed on 01.02.2022. The results at 1% spectral false discovery rate were used for following processing. For database of the immunoprecipitated proteins was provided the sequence of the respective protein and crosslink spectra were manually evaluated and validated.

### Protein expression and purification

Arpp21 recombinant proteins of the N-terminal subconstructs (engineered into the pETM11 vector containing TEV protease-cleavable N-terminal His-GB1 tag) were expressed in *E. coli* BL21(DE3) cells in LB or M9-minimal media (supplemented with 1 g/L ^15^N-ammonium chloride or 1 g/L ^15^N-ammonium chloride/2 g/L ^13^C-glucose) with 1 mM IPTG at the OD_600_ ~ 1.0 at 18 °C for 12 h. For purification, resuspended cells in 30 mM Tris/HCl pH 7.5, 500 mM NaCl, 10 mM imidazole were lysed using French press and sonication. The cleared lysates were applied to Ni-NTA column followed by washing (10 mM imidazole) and elution (500 mM imidazole) in the same initial buffer condition. To remove the tag, Arpp21-containing fractions were first incubated with TEV overnight at 4 °C, followed by repetition of Ni-NTA to remove TEV protease, tags, and uncleaved proteins. Next, the samples were further purified by ion exchange chromatography (HiTrap Q HP, Cytiva), in 20 mM TRIS pH8, NaCl (gradient 0.025–1 M), 2 mM DTT, and size-exclusion chromatography (HiLoad 16/60 Superdex 75 column, GE Healthcare), in the NMR buffer (20 mM sodium phosphate pH 6.5, 300 mM NaCl, 2 mM DTT).

### NMR spectroscopy

NMR experiments were recorded at 298 K on 1.2 GHz (Bruker Avance III HD, 3 mm cryo-TCI) and 600 MHz (Bruker AV III, cryo-TCI) spectrometers. NMR spectra were processed by TOPSPIN3.5 (Bruker) or NMRPipe^51^, then analyzed using Sparky (T. D. Goddard and D. G. Kneller, SPARKY 3, University of California, San Francisco). All the samples were measured in the NMR buffer (above) with 10% D_2_O for the lock signal. All the titrations were performed with 50 µM of ^15^N-Arpp21 samples by adding concentrated (2.5–10 mM) RNA oligonucleotides (U9, U6, A6, C6, G6—purchased from Dharmacon) to reach the indicated molar ratios. Backbone resonance assignments were obtained by analyzing standard triple resonance experiments HNCA, HNCACB and CBCA(CO)NH^52^, measured using 250–300 µM ^13^C/^15^N-Arpp21^130-260^.

### ITC

ITC measurements (MicroCal PEAQ-ITC, Malvern Panalytical) were performed using non-isotopically labeled Arpp21^1-330^ and Arpp21^61-260^ and U9 RNA oligonucleotide (see above) in the NMR buffer with TCEP instead of DTT, at 25 °C. Arpp21 proteins (20 µM) in cell were titrated with U9 RNA (200 µM) in the syringe to reach the final molar ratio of (1:1.2).

### Western blotting

Cell lysis and SDS-PAGE were conducted using standard protocols described previously^20^. The following primary antibodies were used and diluted with 5% BSA: anti-Arpp21 (polyclonal 1:500, 11829-1-AP, Proteintech or monoclonal ((1:1000, 1E4^16^), anti-Roquin-1/2 (1:10, cl. 3F12, in-house production), anti-Rag1 (1:2000, ab172637, abcam), anti-Ubiquitin (1:1000, BML-PW8810-0100, Enzo Life Sciences), anti-Gapdh (1:10,000, CB1001, Merck Millipore), anti-β-actin (1:5000, A5316, Sigma) and anti-Tubulin (1:1000, sc-23948, Santa Cruz Biotechnology). The corresponding horseradish peroxidase (HRP)-conjugated secondary antibodies were anti-rat (1:3000, 7077, Cell Signaling), anti-mouse (1:3000, 7076, Cell Signaling), anti-rabbit (1:3000, 7074, Cell Signaling). Proteins were detected by Amersham ECL Prime Western Blotting Detection Reagent and FUSION FX (VILBER). Each Western blot was repeated at least two times.

### Isolation of thymocytes and splenocytes

Thymi and spleens were isolated from mice and lymphocyte suspension were prepared. To obtain purified DN thymocytes and DN1/DN2/DN3/DN4 cells, thymocytes were incubated with anti-CD4 (cl. RL1.72 in-house production) and anti-CD8 (cl. M31, in-house production), followed by Low-Tox-M rabbit complement lysis (CL3051, CEDARLANE) and deoxyribonuclease I (DN25-1G, Sigma-Aldrich) to deplete CD4- or CD8- positive thymocytes. Lympholyte®-M (CL5030, CEDARLANE) was then slowly added to the thymocyte suspension to obtain the lymphocyte layer after centrifugation at RT/2000G for 30 min. After centrifugation, interphase cells were collected, washed, stained and used for sorting. Thymocyte subsets were sorted on a FACS Aria Fusion sorter (BD)(Supplementary Fig. 11). Total CD4^+^ and CD8^+^ T cells from the spleen were isolated using the EasySep Mouse CD4^+^ T cell isolation kit (19852A, Stem Cell) and EasySep Mouse CD8^+^ T cell isolation kit (19853A, Stem Cell) according to the manufacturer’s instructions.

### Ca^2+^ measurements by flow cytometry

Thymocytes from WT and *Stim1*^*fl/fl*^*; Stim2*^*fl/fl*^ *Vav-iCre* mice were incubated with fluorescently labeled antibodies against CD45.2, CD4, and CD8 at room temperature for 15 min in the dark and loaded with 1 µM Indo1-AM (Molecular Probes, I1223) for 20 min at room temperature. At the beginning of each experiment, cells were kept in Ca^2+^-free Ringer solution (155 mM NaCl, 4.5 mM KCl, 3 mM MgCl_2_, 10 mM D-glucose, 5 mM Na-HEPES, pH 7.4) followed by an addition of 1 μM ionomycin (Invitrogen, I-24222) to deplete ER Ca^2+^ stores. At the indicated time points, 2 mM Ca^2+^-containing Ringer solution (155 mM NaCl, 4.5 mM KCl, 2 mM CaCl_2_, 1 mM MgCl_2_, 10 mM D-glucose, 5 mM Na-Hepes, pH 7.4) was added into the tube to obtain a final Ca^2+^ concentration of 1 mM and to induce SOCE. Indo-1 fluorescence was measured at an emission wavelength of 396 nm and 496 nm after excitation at 355 nm. Samples were acquired on an LSR Fortessa flow cytometer (BD Biosciences) and analyzed using FlowJo software (TreeStar, versions 10.8.1).

### Isolation of B cell subsets

Isolate bones and squeeze them to get suspension bone marrow cells. Stain cells with biotin anti-CD11b and anti-Gr-1 and use streptavidin magnetic beads (Merck Millipore) to deplete myeloid cells. Harvest flow-through and stain cells with anti-CD11c-FITC, anti-CD19-PerCP-Cy5.5, anti-CD117-APC, anti-lgM-BV421, anti-lgD-BV650, anti-CD25-PE, anti-B220-PE-Cy7, and then wash cells twice with wash buffer. Sort B cell subsets on a FACS Aria Fusion sorter (BD). Lyse sorted B cell subsets in RLT lysis buffer and freeze them at −80 °C.

### Construction of plasmids

Mouse Arpp21 cDNA was amplified by PCR as described previously (14), and inserted into the retroviral plasmid for Tet-on expression with an N-terminal GFP fusion protein (pRetroX-tight, Clontech) using the In-Fusion HD cloning system or into the MSCV-Thy1.1 vector using the Gateway cloning system. Arpp21short cDNA was generated by Quikchange site-directed mutagenesis (Stratagene). The cDNAs of R3hdm1, R3hdm2 and R3hdm4 were cloned accordingly, and were PCR amplified from BC137772, BC117927 or BC095970, respectively. The 3*’*-UTR PCR products were amplified on C57BL/6 mouse cDNA and were inserted into the psiCHECK-2 vector (Promega) by In-Fusion technology (639649, Takara), the same as the cloning of psiCHECK-2-Rag1 3’-UTR mutations. All oligonucleotide sequences are shown in Supplementary Table 1.

### RNA isolation and RT–qPCR

RNA was isolated by column-based RNA isolation using RNeasy Mini Kits (74106, QIAGEN) or TRIzol (T9424, Sigma-Aldrich) and transcribed into complementary DNA using the Quantitect RT kit (205313, QIAGEN) according to the manufacturer’s protocol. UPL Probe Library System (Roche) and Roche LightCycler 480 were utilized to quantify gene expression and the primers listed in Supplementary Table 2. TaqMan MicroRNA Reverse Transcription Kit (4366597, Thermo Fisher) was used for reverse transcription of miR-128 (002216), RNU6B (001093) and Sno-RNA202 (0011232). miR-128-3p and Sno-RNA202 qPCR were performed using TaqMan Universal PCR Master Mix (4304437, Thermo Fisher) as described^53^.

### Tissue lysates

Dissected tissues from WT mice were placed in liquid nitrogen. Y cryoMill (Retsch) was used to homogenize the frozen tissues and the powders were kept at −80 °C. Each gram of powder was dissolved in 5 ml of cell lysis buffer.

### Detection of phosphorylation and ubiquitination

Thymocytes from WT mice were isolated and stimulated with 1 μM of ionomycin (407950-1MG, EMD Millipore) for 2 h with or without pre-incubation with 10 μM of proteasome inhibitor-MG132 (M7449-1ML, Sigma-Aldrich) for 90 min. When thymocytes were pretreated with BTP2 or KN93 for 90 min, the stimulation with ionomycin was shortened to 30 min. Whole thymocyte lysates were incubated with Arpp21 polyclonal antibody coupled to Protein A beads (10002D, Invitrogen) for 4 h at 4 °C and then washed five times. To analyze phosphorylation, beads were treated with Antarctic Phosphatase (AnP) (M0289S, NEB) for 20 min at 37 °C. The beads were then eluted with 1X SDS loading buffer for 5 min at 95 °C. The blot was probed with monoclonal anti-Arpp21. For the ubiquitination, the immunoprecipitated samples were blotted with anti-Ubiquitin.

### RNA-sequencing

DN2 and DN3 thymocytes from Arpp21-WT and Arpp21-KO mice were sorted to >97% purity and stored in RTL buffer (Qiagen) supplemented with fresh β-mercaptoethanol. RNA isolation, library preparation and sequencing were performed by Admera Health (https://www.admerahealth.com/). RNA quality was controlled using the Bioanalyzer 2100 Eukaryote Total RNA Nano (Agilent Technologies, CA, USA) and quantity was estimated using Qubit RNA HS assay (ThermoFisher). Low-input RNA poly-A selection libraries were prepared using the SmartSeq V4 with Nextera kit. Samples were sequenced on Illumina 2 × 150, with 20 million reads in each direction. Trimmed RNA-seq reads were pseudo-aligned to the ENSEMBL GRCm38, Ensembl annotation version 101 transcriptome using kallisto, version 0.46. 

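The files list 119414 transcripts for each library by their Ensembl identifiers, with lengths, effective lengths, estimated counts and TPM. Because kallisto shares a read pair out over all the transcripts it is compatible with, an estimated count need not be whole, and genes with near-identical copies can take counts from each other. Transcripts were assigned to genes with the GENCODE M21 annotation of GRCm38, which corresponds to Ensembl 96 and is older than the release the authors used. Of the transcripts in the files 116728 (97.75%) were matched by identifier, and the 2686 others, with 0.933% to 1.07% of the estimated counts of each library, were left out. The matched transcripts belong to 35975 genes. Genes named in the paper's panels that had no match are Gm19590, Gm15340, Snhg1 and Gm46620, and they were not analysed here.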

The data have been submitted to the Gene Expression Omnibus under the accession number GSE198798.

### TCR repertoire sequencing

Total RNA isolated from FACS-purified splenic CD4 T cells was processed using the SMARTer TCR a/b Profiling Kit (Takara). RNA was quality checked immediately after isolation and library preparation using Qubit and TapeStation and sequenced using the 600 cycle kit on the Illumina MiSeq platform. The generated data was demultiplexed and FastQC was performed. After trimming, the MIXCR pipeline was used to align reads to TCR clonotypes to assemble the final CDR3. CDR3 regions were defined by a stretch of amino acids between the N-terminal cysteine and C-terminal phenylalanine or tryptophan. Advanced analysis outputs were generated to compare VJ gene usage across samples and to determine Shannon’s diversity and frequency changes in the repertoire across samples, as previously described^54,55^. The sequencing data is available at GEO site under the accession numbers GSE226368 and GSE226369.

The Shannon index was calculated with the following formula

$$H=-\!\!1*\sum [(n/N)\times {{{\mathrm{ln}}}}(n/N)]$$, where

*n*—is the number of individuals of a given type (here TRAV or TRBV)

*N*—is the total number of individuals in a community (TRAV or TRBV).

### Individual-nucleotide resolution UV crosslinking and immunoprecipitation (iCLIP)

Thymocytes were isolated from mice and resuspended in 10 ml of cold PBS in a 15 cm diameter plate. Thymocytes were subjected to UV irradiation twice at 200 mJ/cm^2^ at 254 nm in a Stratalinker 1800. After irradiation, thymocytes were washed and lysed in 1 ml of lysis buffer (50 mM Tris-HCl, pH 7.5, 100 mM NaCl, 1% (v/v) Igepal CA-630, 0.1% SDS, 0.5% sodium deoxycholate supplemented with 1 mM DTT and1x PI for 15 min on ice. Partial RNA digestion was performed by using RNase I (1:500 dilution, AM2295, Ambion) and Turbo DNase (AM2238, Ambion). RNA-protein complexes were immunoprecipitated with Arpp21 polyclonal antibody-coupled with 50 µl Protein A beads in 1 ml lysis buffer for 4 h at 4 °C. Subsequent processing and library preparation were performed as previously described^56^. Sequencing was performed on a Illumina HiSeq1500 sequencer with a length of 50 bp, single-read and 40 × 10^6^ reads/sample. Trimmed reads were mapped to the respective genome (assembly version GRCm38.p6 for all mouse samples) and its annotation (GENCODE release M25 for all mouse samples) using STAR (v2.7.6a). Reads were de-duplicated if they had identical UMIs. Peaks in WT samples with KO serving as background control were called using Homer (4.11) and the data were submitted to the Gene Expression Omnibus under the accession number GSE198798.

### DNA isolation and PCR assay for V(D)J recombination

Genomic DNA was extracted from sorted mouse CD25^+^ DN thymocytes (CD4^–^CD8^–^CD25^+^) or MEF cells using the QIAamp DNA Micro kit (56304, QIAGEN). Genomic DNA concentration was adjusted to 75, 15, and 3 ng and PCR amplification was performed using LongAmp Taq polymerase (M0323L, New England Biolabs) in the presence of Vβ and Jβ primers are listed in Supplementary Table 3. PCR products were separated on 1% agarose gels and exposed to UV light on a Quantum ST4 imaging system (Vilber Lourmat).

### Retroviral transduction

Retroviral particles were generated in HEK293T cells after calcium phosphate transfection using 50 µg of the appropriate plasmid and 5 µg of the pCL-Eco packaging vector (Addgene, 12371). After 48 h of cultivation, viral particles were filtered (0.45 µM) and mixed with 10 µg/ml polybrene (H9268, Sigma-Aldrich). Transduction in rtTA expressing MEF cells owas performed by spin infection (2 h, 32 °C, 300 rcf) and incubation for 6 h. Protein expression was induced in transduced cells by culturing in the presence of 1 μg/mL doxycycline (Dox) (A2951.0010, Applichem) for 16 h prior to flow cytometric analysis.

### 3′-UTR reporter assay

First, Hela cells were transduced with MSCV-IRES-Thy1.1 and MSCV-Arpp21-IRES-Thy1.1 and then selected using CD90.1/Thy1.1 MicroBeads (130-094-523, Miltenyi Biotec) to select HeLa cells overexpressing Arpp21. Selected lines were seeded into 24-well plates at 5 × 10^4^ cells per well. The following day, cells in the wells were transfected with 300 ng of psiCHECK2-Rag1 3*’-*UTR, psiCHECK2-Rag2 3*’-*UTR or empty psiCHECK2 using Lipofectamine 2000 (11668019, Thermo Fisher). After 24 h, cells were harvested for determination of luciferase activity using the Dual-Luciferase Reporter Assay System (E1910, Promega). Each transfection was analyzed in triplicate.

### Flow cytometry

Flow cytometry and cell sorting were performed on LSR Fortessa or CYTEK Aurora and FACSAria III (BD) cytometers, respectively. Monoclonal Abs specific for the following surface markers were used to define T and B cell populations: α-CD4 BV786 or BV421(RM4-5, 1:200), α-CD8 FITC or BV650 (53-6.7, 1:200), α-CD25 PE or PerCP-Cy5.5 (3C7, 1:200), α-CD28 PE (37.51, 1:50), α-CD44 BV421 or BV510 (IM7, 1:200), α-CD45R (B220) PE-Cy7 (RA3-6B2, 1:1000), α-CD117 APC (2B8, 1:100), α-IgM BV421 (RMM-1, 1:200) and α-TCRβ PE-Cy7 (H57-597, 1:1000). All Abs were purchased from BioLegend. For intracellular staining of TCRβ or IgM in thymocytes or bone marrow cells, the FoxP3/transcription factor staining buffer kit (00-5523-00, Invitrogen) was used according to the manufacturer’s instructions. Briefly, thymocyte or bone marrow cells were first stained for CD4 BV510 (GK1.5, 1:100), CD8 APC/Cy7 (53.67, 1:200), CD44 APC (IM7, 1:200) and CD25 PerCP-Cy5.5 (PC61.5, 1:200) surface markers for 20 min at 4 °C, then fixed, permeabilized and stained with anti-TCRβ (H57-597, 1:1000) in permeabilization washing buffer for 30 min at 4 °C. Bone marrow cells were first stained for B220 BV605 (RA3-6B2, 1:200), CD19 BV711 (6D5, 1:200), IgM APC (II/41, 1:100), IgD PE-Dazzle 594 (11–26 c.2a, 1:800), CD11c FITC (N418, 1:400), CD117 APC (II/41, 1:100) and CD25 APC (II/41, 1:100) surface markers for 20 min at 4 °C, then fixed, permeabilized and stained Fab′ fragments of FITC-goat anti–mouse IgM (115-097-020, 1:100) in permeabilization washing buffer for 30 min at 4 °C. Data were analyzed using FlowJo software (TreeStar) v10. For in depth analysis of DN stages, thymocytes were labeled with biotinylated anti-CD4 (1:200) and anti-CD8 (1:200) antibodies for 15 min, followed by 20 min incubation with anti-Biotin beads (Miltenyi Biotech, Cat#: 130-090-485). DP and SP thymocytes were depleted using LS+ columns (Miltenyi Biotech, Cat#: 130-042-401) according to manufacturers’ instructions. All cells were stained with eF780 fixable viability dye for 20 min prior to surface staining. Surface staining was performed in FACS Buffer (2% FCS, 1 mM EDTA in PBS) supplemented with Brilliant Staining Buffer (Thermo Fisher, Cat#: 00-4409-42) for 20 min on ice. Cells were fixed and permeabilized using the eBioscience™ Foxp3/Transcription Factor Staining Buffer Set (Thermo Fisher) following the manufacturers’ instructions. Intracellular staining was performed in PermBuffer at 4 °C.

For spectral flow cytometry analysis of thymus and bone marrow following antibodies were used. *Thymus panel: α*-CD28 BB700 (37.51, 1:100), *α*-TCRγδ APC (eBioGL3, 1:200), *α*-CD24 BV605 (M1/69, 1:800), *α*-CD69 PE-Cy7 (H1.2F3, 1:400), *α*-CD11c BUV737 (N418, 1:200), *α*-CD62L eF450 (MEL-14, 1:800), *α*-Gr-1 SB645 (RB6-8C5, 1:200), *α*-CD25 Alexa Fluor 488 (PC61.5, 1:100), *α*-TCRβ BUV395 (H57-597, 1:400), *α*-Ter-119 BUV496 (TER-119, 1:100), *α*-NK1.1 BUV563 (PK136, 1:400), *α*-CD4 BUV661 (GK1.5, 1:200), *α*-CD117 BV421 (QA17A09, 1:100), *α*-CD11b BV480 (M1/70, 1:400), *α*-CD44 BV570 (IM7, 1:400), *α*-CD19 BV711 (6D5, 1:800), *α*-CD8 BV750 (53-6.7, 1:400), *α*-CD3 APC-Fire 810 (17A2, 1:400), and *α*-Helios PE (22F6, 1:400).

### Generation of antibodies

For the generation of the 8G2 anti-Arpp21 monoclonal antibody, rats were immunized with a recombinant Arpp21 (aa 1-330) protein fragment. Antibodies from hybridoma supernatants were screened by flow cytometry for clones that recognized bead-coupled protein (IntellCyt iQue Screener; Sartorius). Candidates were validated by testing recognition of ectopic expression of Arpp21 but not Arpp21^short^ in transfected HEK293T cells. Experiments were performed with 8G2 monoclonal hybridoma supernatant (rat IgG2a/k) (1:10 dilution).

### Statistical analysis

All statistical analysis for flow cytometric data was performed with GraphPad 7.0 software using Student’s *t* test or one-way or two-way ANOVA as indicated.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

### Source data

Source Data

## Data Availability

All data that support the findings of this study are available in the article and its Supplementary files or from the corresponding authors upon request. The RNA-Seq and Arpp21-CLIP data generated in this study have been deposited in the Gene Expression Omnibus database under the accession number GSE198798. The TCR sequencing data are also available at the GEO site under the accession numbers GSE226368 and GSE226369. Proteomic data generated in this study have been deposited in the MassIVE database under the accession number MSV000091606. Source data are provided with this paper.

# Supplementary material for: The thymocyte-specific RNA-binding protein Arpp21 provides TCR repertoire diversity by binding to the 3’-UTR and promoting Rag1 mRNA expression
**Source:** Nat Commun. 2024 Mar 11;15:2194. doi: 10.1038/s41467-024-46371-z
**Supplement:** Supplementary file 1 — Supplementary Information

## **Inventory of Supplementary Materials**

- 1. Supplementary Table 1**
- 2. Supplementary Table 2**
- 3. Supplementary Table 3**
- 4. Supplementary Fig. 1**
- 5. Supplementary Fig. 2**
- 6. Supplementary Fig. 3**
- 7. Supplementary Fig. 4**
- 8. Supplementary Fig. 5**
- 9. Supplementary Fig. 6**
- 10. Supplementary Fig. 7**
- 11. Supplementary Fig. 8**
- 12. Supplementary Fig. 9**
- 13. Supplementary Fig. 10**
- 14. Supplementary Fig. 11**
- 15. Supplementary Fig. 12**
- 16. Uncropped Blots of Supplementary Fig.2a, b, e and Supplementary Fig. 3h and  
Supplementary Fig. 6d**

**Supplementary Table 1: Primers for PCR amplification and cloning**

| pRetroX-tight constructs             |                                                       |                                                   |
|--------------------------------------|-------------------------------------------------------|---------------------------------------------------|
| Gene name                            | Forward Primer                                        | Reverse Primer                                    |
| pRetroX-GFP                          | GCGGCCGCACTCGAGATATC                                  | GGTCGACCCCTTGTACAGCT                              |
| Arpp21                               | GCTGTACAAGGGGTCGACCTCT<br>GAGCAAGGAGGAC               | ATATCTCGAGTGCGGCCGCTCA<br>GAACTTGACCTGC           |
| Arpp21 <sup>short</sup>              | GAAAGTCACCAGGATCAGACTC<br>TCTGAGCGGCCGCACTCGAG        | CTCGAGTGCGGCCGCTCAGAGA<br>GTCTGATCCTGGTGACTTTC    |
| R3hdm1                               | GCTGTACAAGGGGTCGACCAG<br>GATGTCTGATATTG               | ATATCTCGAGTGCGGCCGCTTA<br>CTGAGAACTTGCCC          |
| R3hdm2                               | GCTGTACAAGGGGTCGACCTCT<br>AACAGTAACACTAC              | ATATCTCGAGTGCGGCCGCCTA<br>TTGAGAGCTAGCTCG         |
| R3hdm4                               | GCTGTACAAGGGGTCGACCGTG<br>GCTCTGGACAACT               | ATATCTCGAGTGCGGCCGCTTG<br>CTGGTCCAGGTAG           |
| psiCHECK-2-3'UTR reporter constructs |                                                       |                                                   |
| psiCHECK-2                           | GCGGCCGCTGGCCGCAATA                                   | CTCGAGCGATCGCCTAGAATTA<br>CTG                     |
| Rag1 3'-UTR                          | ATTCTAGGCGATCGCTCGAGAT<br>AGGATCTCCACATAGAAGTTGG<br>T | TTATTGCGGCCAGCGGCCGCTT<br>TTCAGATCTTAAACTTTTATTCC |
| Rag2 3'-UTR                          | AGGCGATCGCTCGAGTTTAGCA<br>AAAGCCCCTCAGACTCA           | GCGGCCAGCGGCCGCGGAATA<br>TGAAAGTTTTCTT            |
| Rag1 3'-UTR Mut1                     | AGGCGATCGCTCGAGATAGGAT<br>CTCCACATAGAAGTT             | GCGGCCAGCGGCCGCCTTACAT<br>AGATACTTAAAGAAAGAA      |
| Rag1 3'-UTR Mut2                     | AGGCGATCGCTCGAGATAGGAT<br>CTCCACATAGAAGTT             | GCGGCCAGCGGCCGCCCAAGA<br>CACTTCTTAACCTCTCACC      |
| Rag1 3'-UTR Mut3                     | AGGCGATCGCTCGAGATAGGAT<br>CTCCACATAGAAGTT             | GCGGCCAGCGGCCGCGACTGA<br>CAATTATGACCAATAAAA       |
| Rag1 3'-UTR Mut4                     | AGGCGATCGCTCGAGATAGGAT<br>CTCCACATAGAAGTT             | GCGGCCAGCGGCCGCGCTGCTA<br>CTGTATAGACAACAGA        |
| Rag1 3'-UTR Mut5                     | AGGCGATCGCTCGAGATAGGAT<br>CTCCACATAGAAGTT             | GCGGCCAGCGGCCGCTATGACC<br>AAAAAATATGACATGGCA      |

**Supplementary Table 2:** Primers and probes from the Universal Probe Library (UPL) system (Roche) used for RT-qPCR analyses.

| Name    | Forward Primer                 | Reverse Primer               | UPL probe |
|---------|--------------------------------|------------------------------|-----------|
| Arpp21  | CAGGAAAGCCTATTTTTGGAC<br>A     | CTGAGCTGTCTCGGTGAGC          | 1         |
| Rag1    | AGGCCTGTGGAGCAAGGTA            | GCTCAGGGTAGACGGCAAG          | 46        |
| Rag2    | TGCCAAAATAAGAAAGAGTA<br>TTTCAC | GGGACATTTTTGATTGTGAAT<br>AGG | 4         |
| Hprt    | TCCTCCTCAGACCGCTTTT            | CCTGGTTCATCATCGCTAATC        | 95        |
| ActB    | CTAAGGCCAACCGTGAAAAG           | ACCAGAGGCATACAGGGACA         | 64        |
| Renila  | CGAGAACGCCGTGATTTT             | GACGTGCCTCCACAGGTAG          | 16        |
| Firefly | CAGAGCATGTACACATTCGT<br>GA     | CGAAGTCGTACTCGTTGAAG<br>C    | 16        |

**Supplementary Table 3:** Primers for TCR $\beta$  rearrangement

| Name       | Sequence (5'-3')          |
|------------|---------------------------|
| D beta 2   | GTAGGCACCTGTGGGGAAGAACT   |
| V beta 8.2 | CTACCCCCTCTCAGACATCA      |
| V beta 11  | TGCTGGTGTCATCCAAACACCTAG  |
| V beta 12  | AGTTACCCAGACACCCAGACATGA  |
| J beta 2   | TGAGAGCTGTCTCCTACTATCGATT |
| CD14 for   | GCTCAAACCTTCAGAATCTAC     |
| CD14 rev   | AGTCAGTTCGTGGAGGCCGGAATC  |

**a**

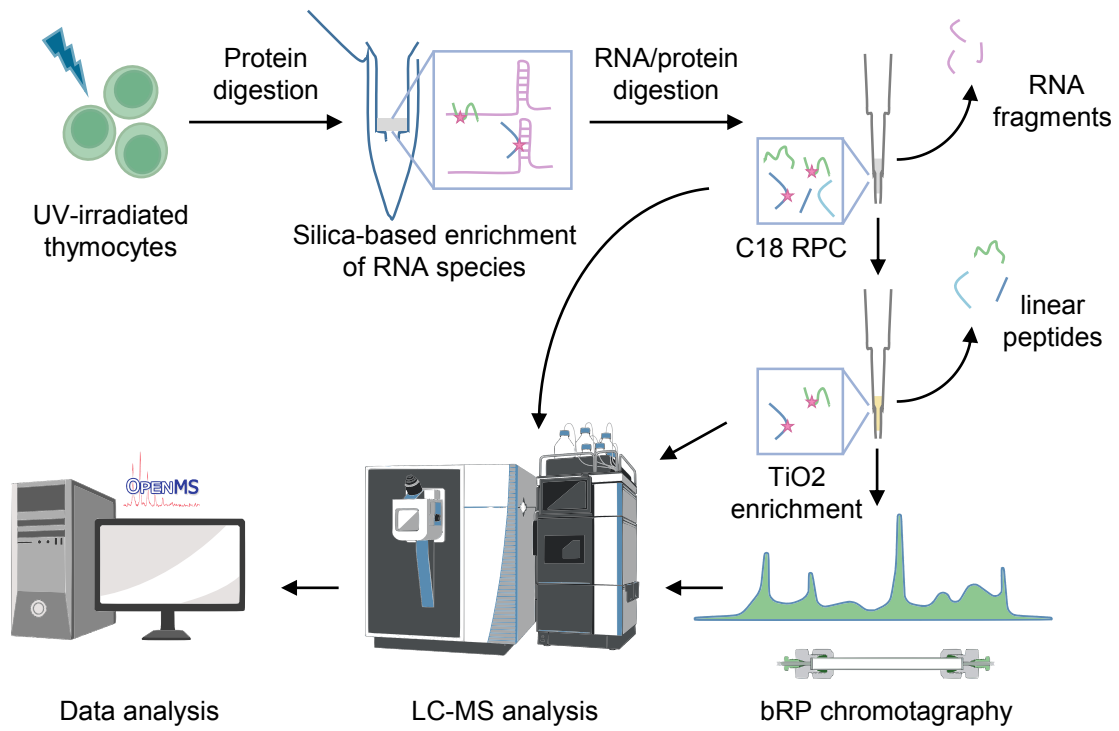

Supplementary Figure 1

**Supplementary Fig. 1. Workflow for direct identification of peptides with crosslinked RNA moieties.** Generation and enrichment of peptide-RNA heteroconjugates from cells. The irradiated cells were lysed and proteins digested with endoproteinase. RNA containing species, including crosslinked heteroconjugates were enriched over linear peptides by silica-based purification. The RNA moiety was digested and non-crosslinked nucleotides were depleted by C18 reversed-phase chromatography. An extra step of TiO<sub>2</sub> purification and basic reversed-phase chromatography further diminished competing linear peptides and enabled thorough mass spectrometric analysis. The combination of enrichment and prefractionation steps resulted in identification of the crosslinked site in a significant number of proteins, commonly with single amino acid resolution. The Figure was created with BioRender.com.

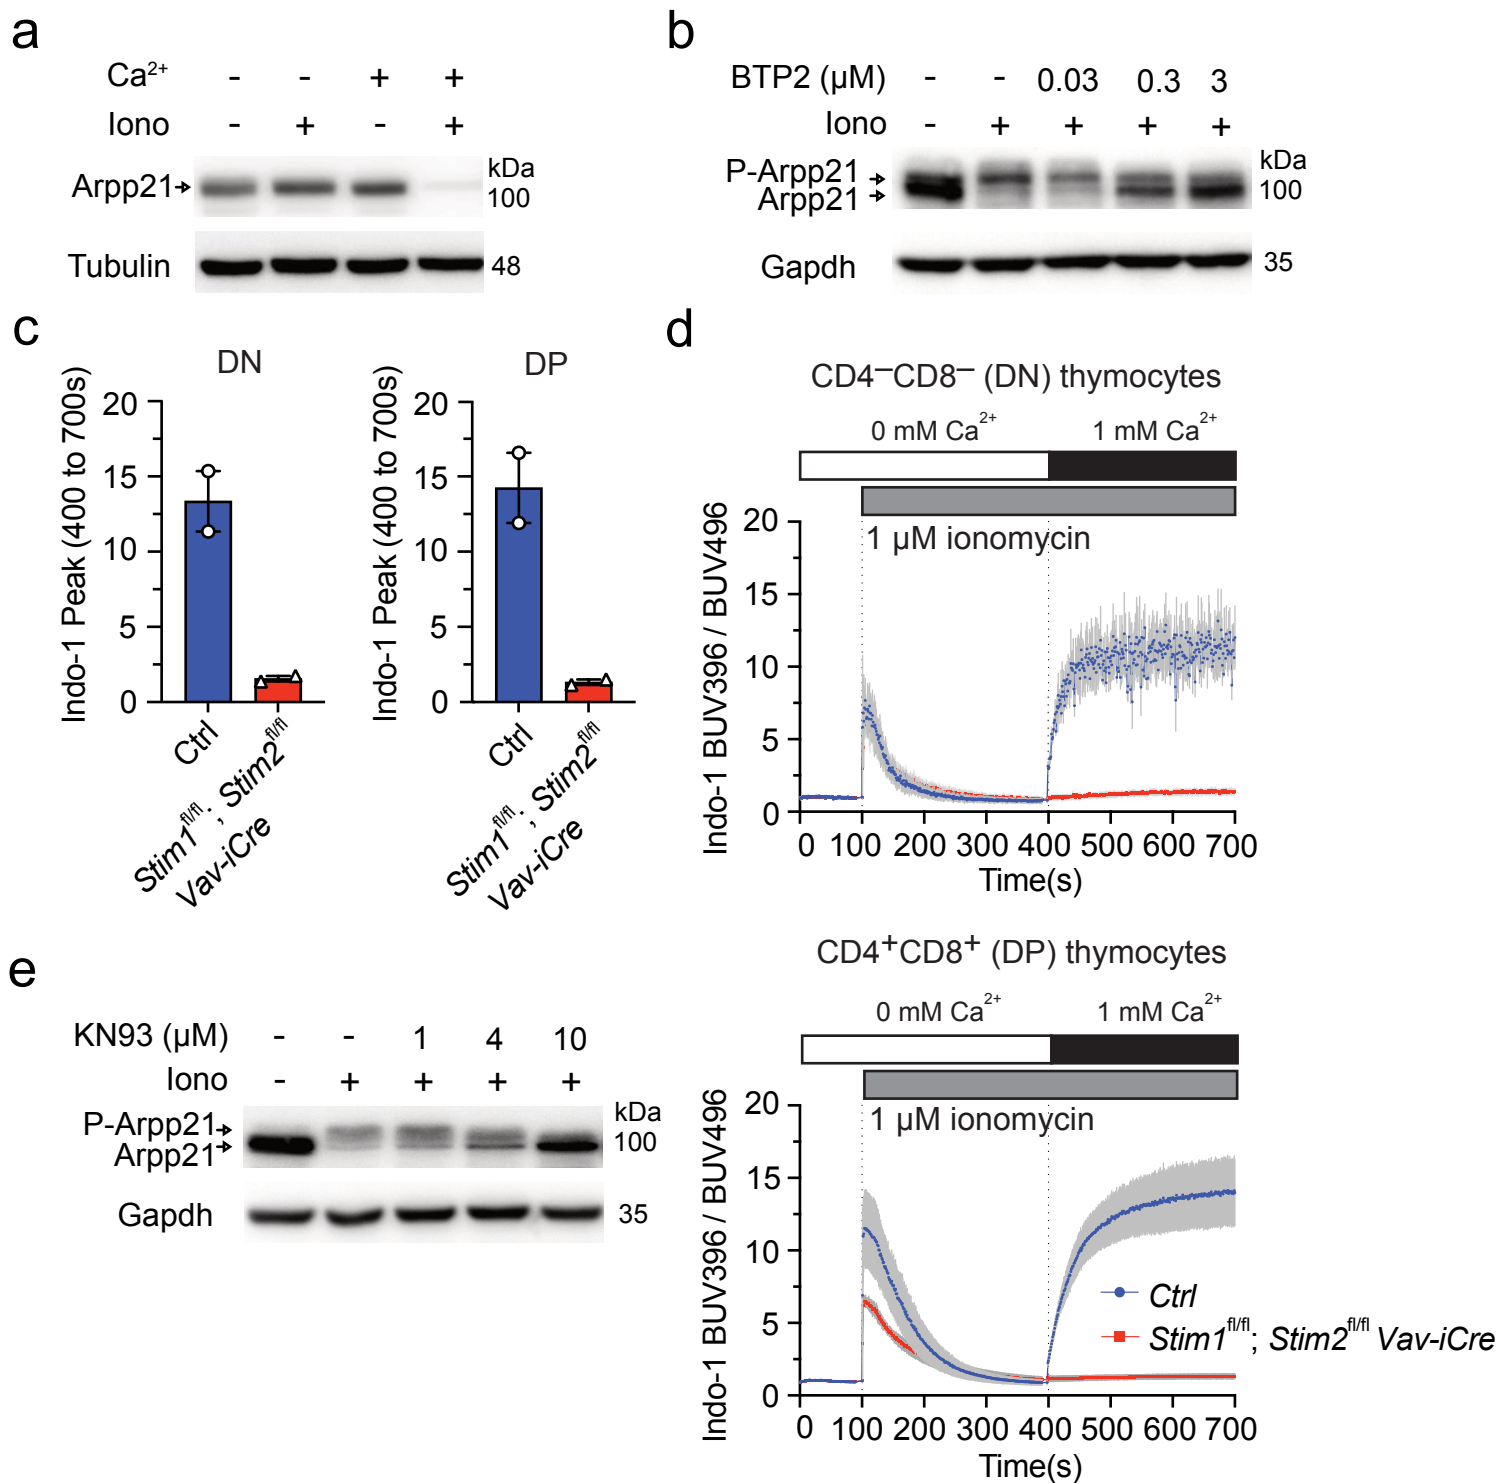

Supplementary Figure 2

**Supplementary Fig. 2. Inhibition of  $\text{Ca}^{2+}$  signaling blocks phosphorylation and degradation of Arpp21 in thymocytes.** (a) WB analyses of Arpp21 expression in thymocytes incubated with Ringer buffer with or without  $\text{Ca}^{2+}$ . (b) Arpp21 and P-Arpp21 expression in thymocytes treated with BTP2 and ionomycin. (c-d)  $\text{Ca}^{2+}$  measurements of SOCE in thymocytes from *Stim1<sup>fl/fl</sup>;Stim2<sup>fl/fl</sup>;Vav-iCre* (Stim1/Stim2 DKO) mice stimulated with ionomycin in  $\text{Ca}^{2+}$ -free buffer followed by readdition of 1 mM  $\text{Ca}^{2+}$ . (e) Immunoblot analyses of Arpp21 in thymocytes treated with KN-93 and ionomycin.

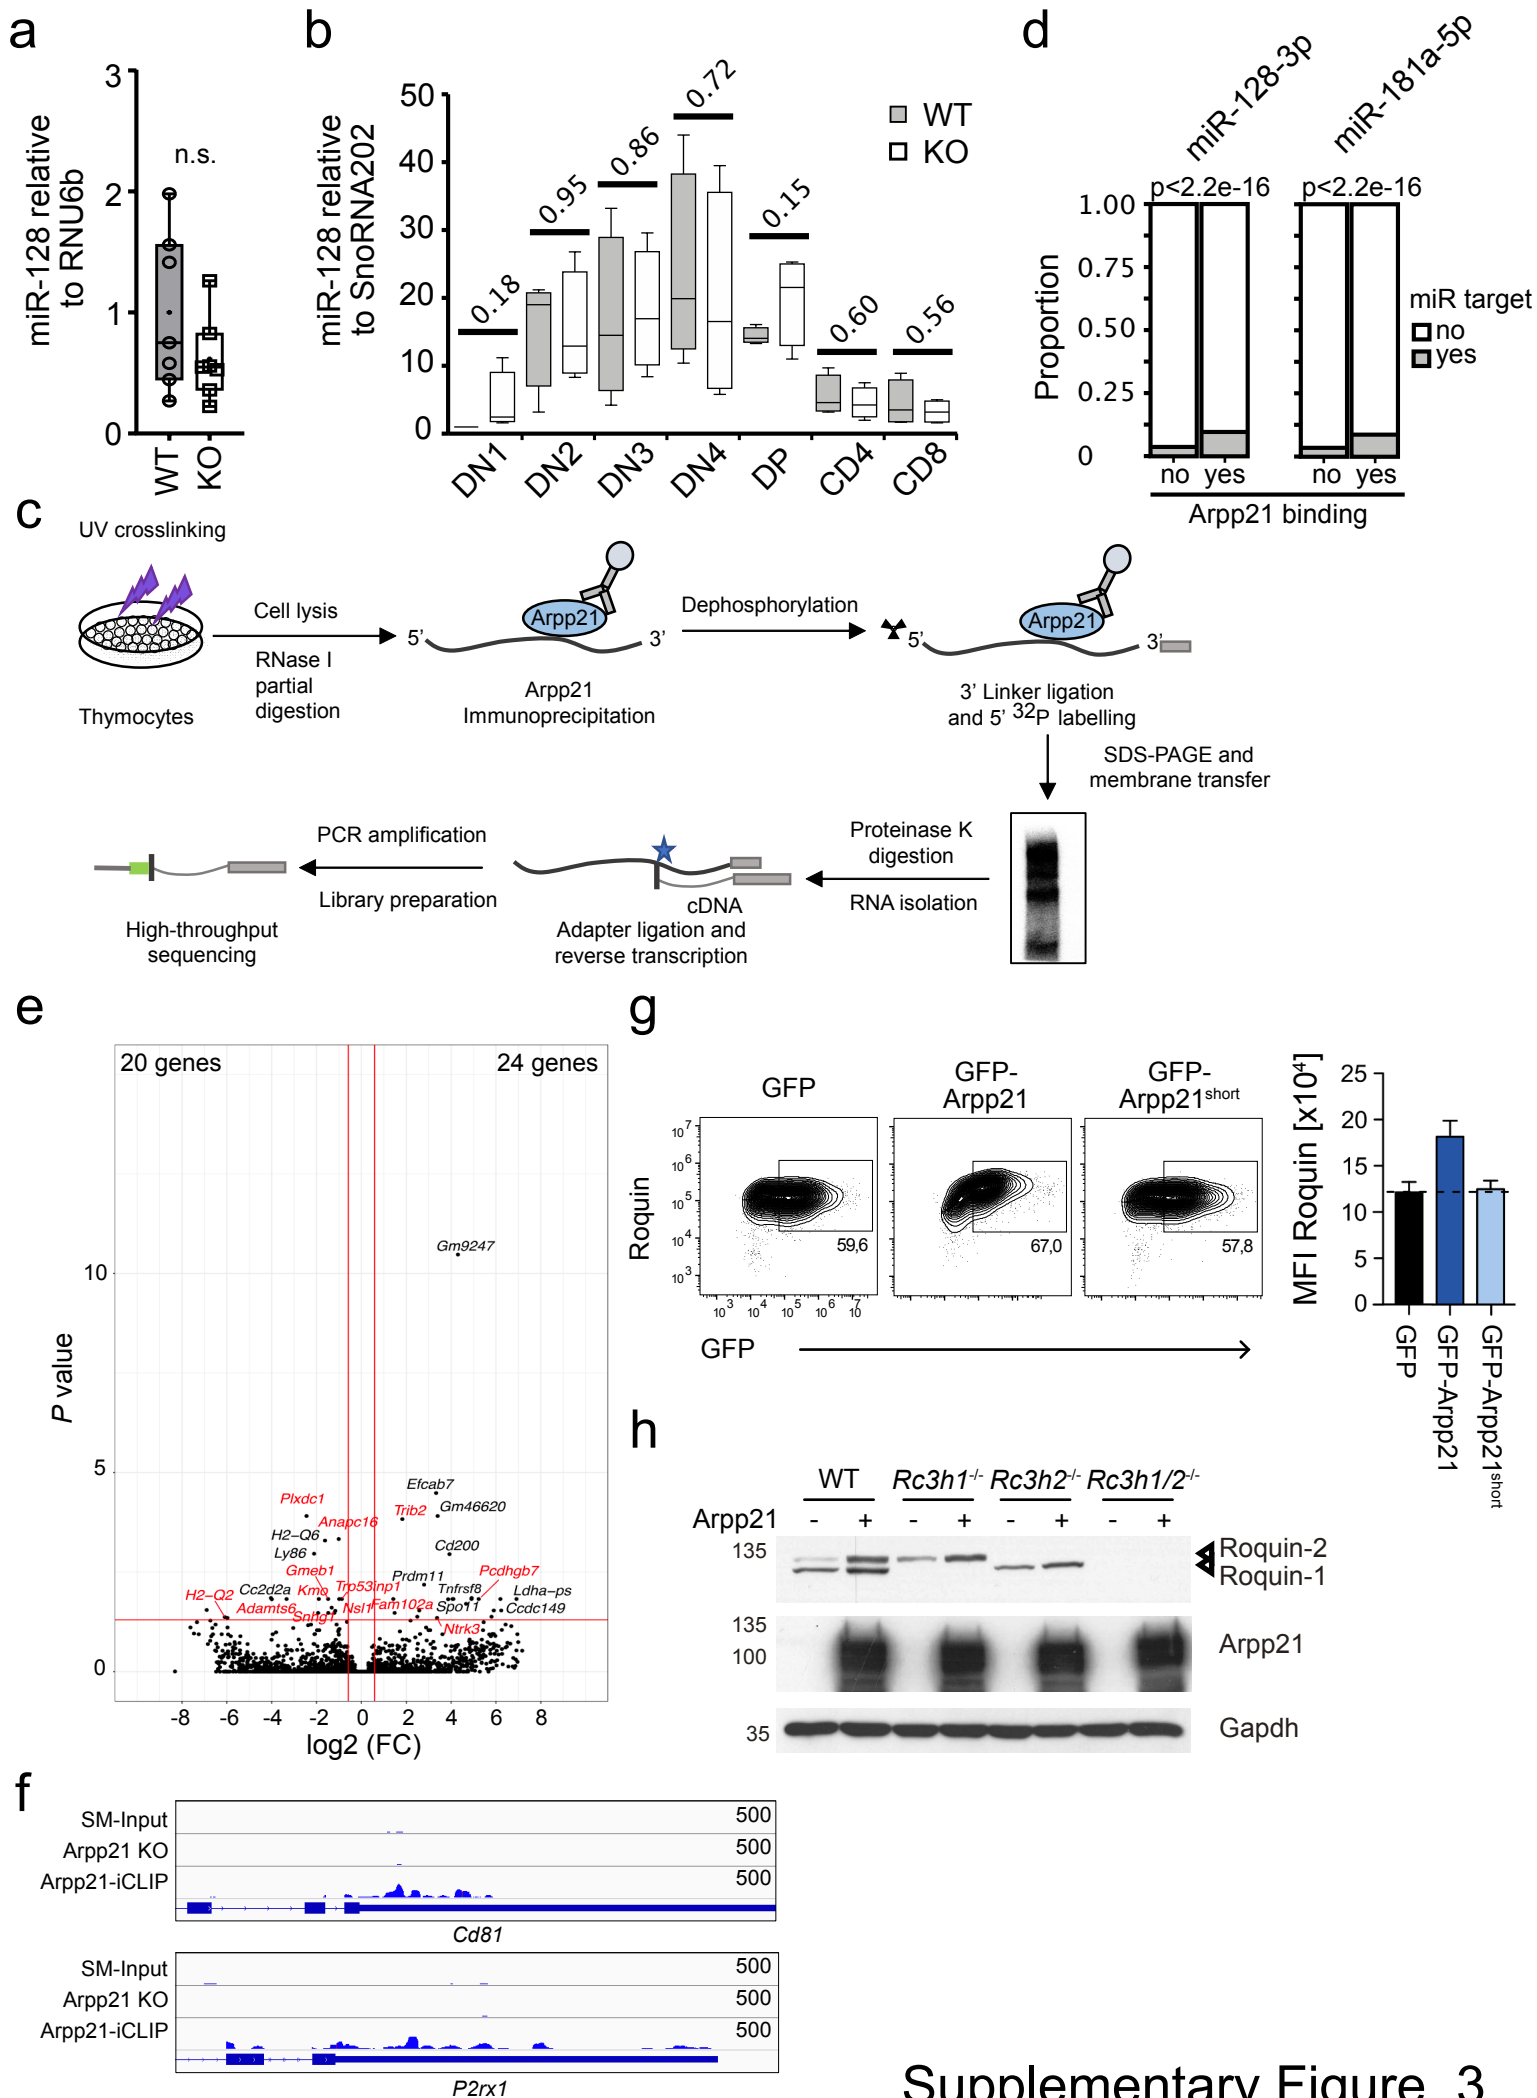

Supplementary Figure 3

**Supplementary Fig. 3. iCLIP identifies targets and binding sites of Arpp21 in the transcriptome of thymocytes.** (a) RT-qPCR analysis to determine the mature form of miR-128 as compared to the housekeeping gene RNU6b in thymocytes of WT and *Arpp21*<sup>-/-</sup> mice. Data are presented as mean values  $\pm$  SD. n = 7 biological replicates, n.s. indicates not significant ( $p > 0.05$ ) as determined by Student t-test. (b) Quantification of mature miR-128 relative to SnoRNA202 in flow cytometry-sorted thymocytes from wildtype or Arpp21-deficient mice. n = 4 biological replicates, n.s. indicates not significant ( $p > 0.05$ ). (c) Overview of the Arpp21-CLIP experiment. (d) Enrichment of miRNA target genes in genes bound by Arpp21. Thymus transcriptome was defined using genes detected in wildtype RNA-seq dataset GSE242306 (GSM7757939, GSM7757940, GSM7757941). MiRNA target genes listed in miRDB version 6.0 (<https://mirdb.org/download.html>) and Arpp21 targets identified in this study were used. Target/non-target and Arpp21-bound/unbound genes were classified, and their association was tested using post-ANOVA Fisher-test. (e) Volcano plot of DEGs identified in mRNA-sequencing of DN2 thymocytes showing the  $-\log_{10}$  ( $P$  value) plotted against the  $\log_2$  (fold-change) ( $\log_2(\text{FC})$ ). Arpp21-target genes (red) identified by iCLIP are also shown. (f) Integrated genome view displaying Arpp21 iCLIP reads in the 3'-UTRs of *P2rx1* and *CD81*. (g) Representative contour plots of flow cytometry analyses of Roquin-1/2 expression in MEF cells transduced with retrovirus encoding inducible GFP-Arpp21, GFP-Arpp21short or GFP alone. Data are representative of two or more experiments. (h) Immunoblot analysis of Roquin1/2 in the indicated MEF cells overexpressed Arpp21. Gapdh serves as a loading control.

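The volcano plot of panel e compares 3 DN2 WT with 2 DN2 Arpp21–/– libraries. Each point is a gene, with the difference between the genotypes on the horizontal axis and the evidence from the test on the vertical axis. Of the genes labelled in the panel, 11 labelled as downregulated and 12 labelled as upregulated were tested here. Among the 11, 10 had a negative log2 fold change, with a range over all 11 from −3.60 to 0.25 and a median of −1.81, and in 9 both Arpp21–/– libraries were below all WT libraries. Among the 12, 11 had a positive log2 fold change, with a range over all 12 from −0.01 to 7.33 and a median of 3.62, and in 6 both Arpp21–/– libraries were above all WT libraries. The 7.33 is that of Ldha-ps, with 0 CPM in every WT library and 0.786 and 0.935 CPM in Arpp21–/– replicates 1 and 2. It stands for a rise from no detected counts and is not an exact size. None of these 23 genes passed an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 16 had an unadjusted p under 0.05, and DESeq2 called 11 of them. Trib2 had the lowest adjusted p, with 4.78 ± 1.07 CPM (SD, n = 3) in WT and 21.7 and 27.3 CPM in Arpp21–/– replicates 1 and 2, a log2 fold change of 2.36 (SE 0.302). Pcdhgb7 rose from 0.103 ± 0.109 CPM (SD, n = 3) to 5.70 and 3.47 CPM, a log2 fold change of 5.43 (SE 0.965), with the WT mean within the limit that 0 counts allow. Plxdc1 had a log2 fold change of −3.18 (SE 0.862) and Kmo of −1.88 (SE 0.492). With each DN2 library left out that of Plxdc1 was −6.80 to −2.15 and that of Kmo −2.02 to −1.61. Plxdc1 had 0.786 and 0.0267 CPM in Arpp21–/– replicates 1 and 2, so its size is uncertain. Ldha-ps and H2-Q2 share reads with near-identical copies and are uncertain for that reason.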

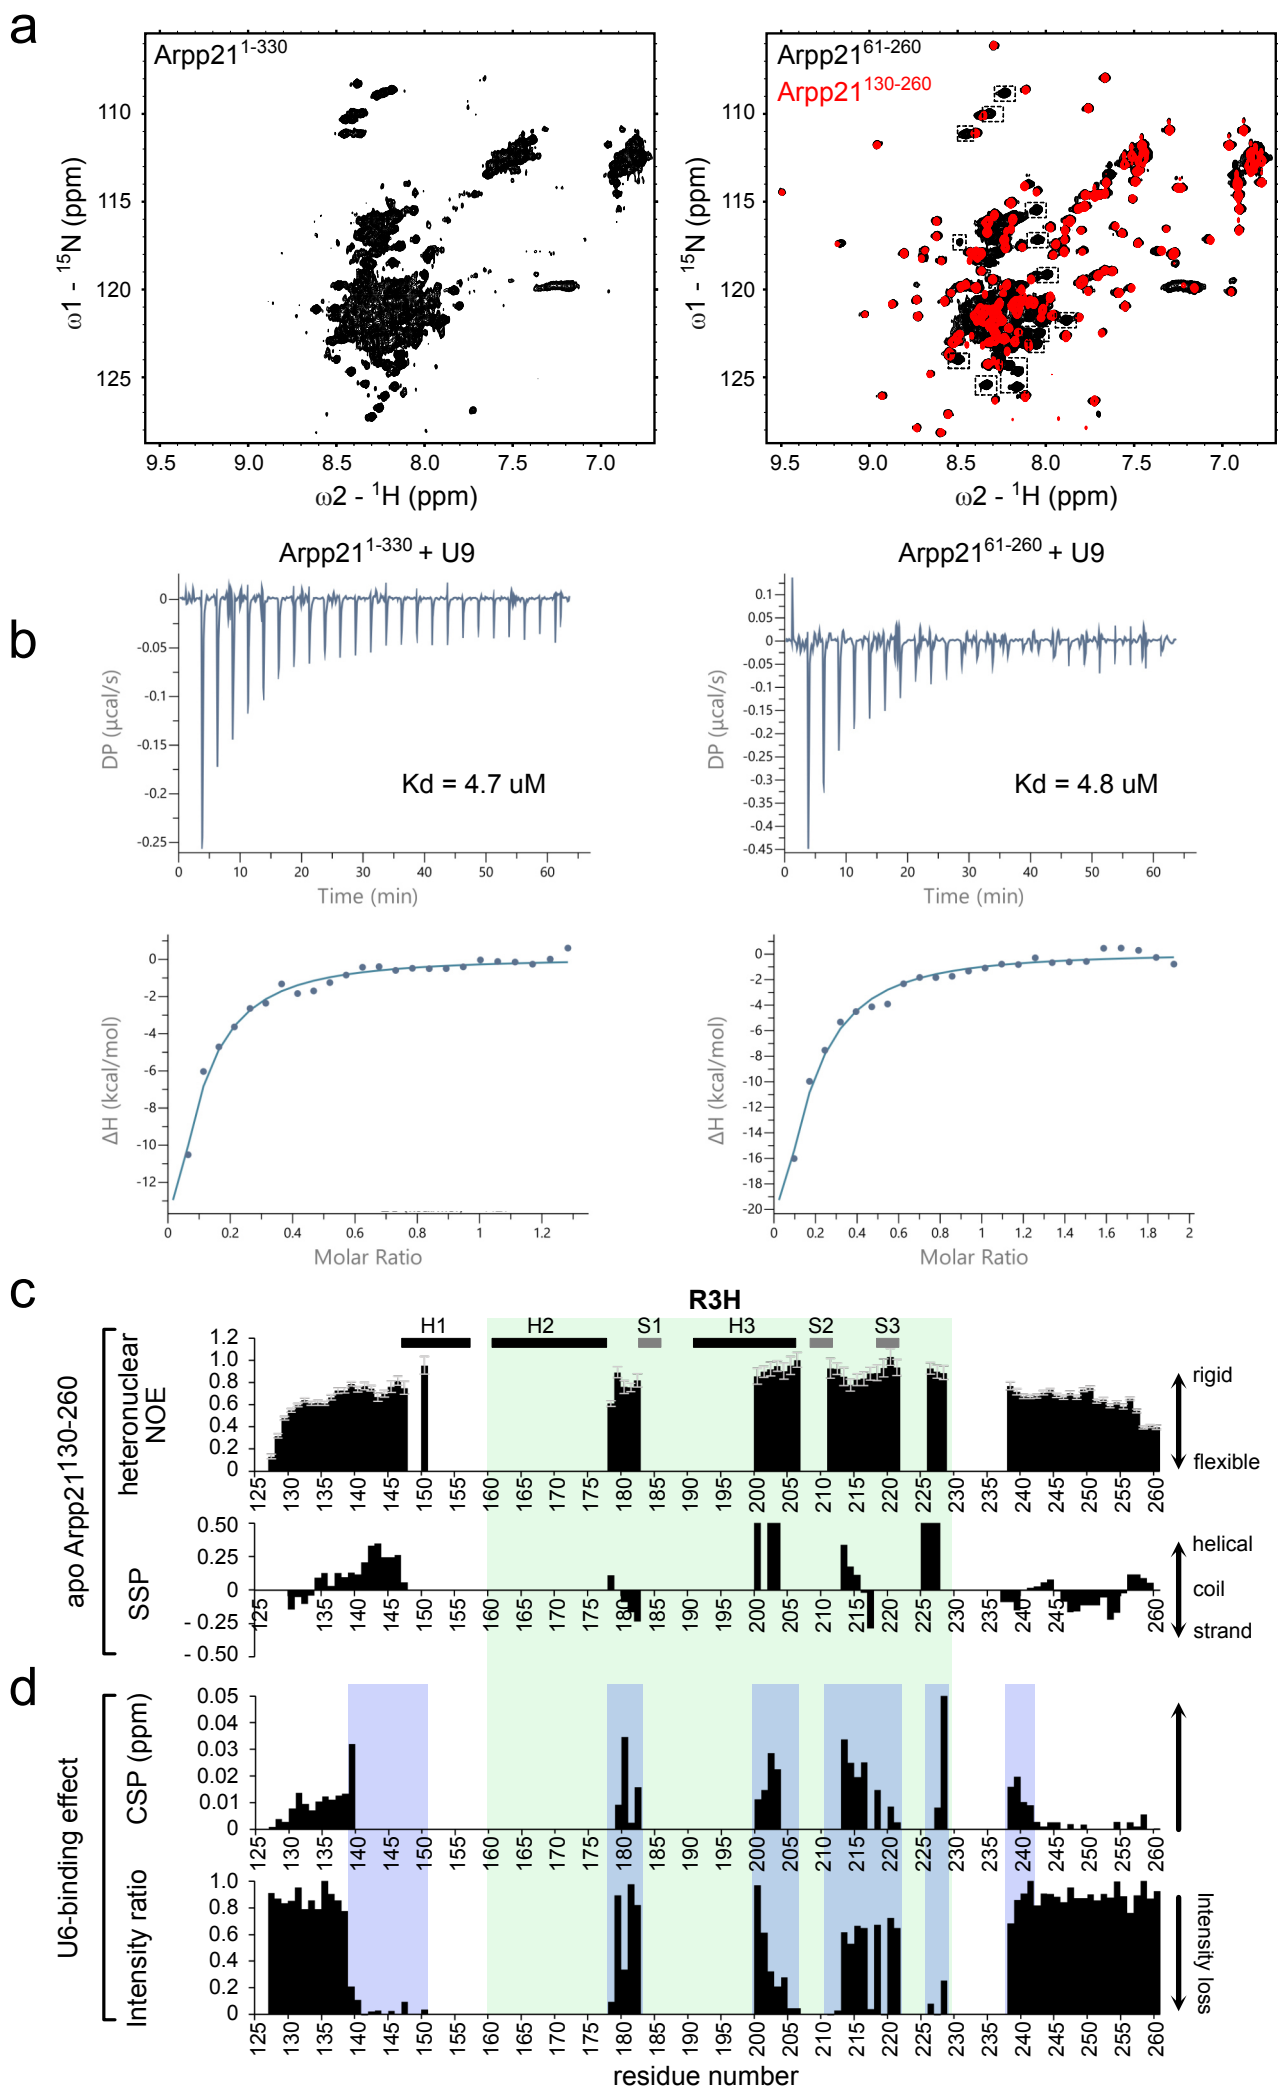

Supplementary Figure 4

**Supplementary Fig. 4. Structural determinants of Arpp21/RNA interaction.**

**(a)** HSQC spectrum of Arpp21<sup>1-330</sup> (left) and superimposed spectra (right) of Arpp21<sup>61-260</sup> (black) and Arpp21<sup>130-260</sup> (red). Representative and resolved signals belonging to the residues 61-129 are highlighted with boxes, in the right spectra. **(b)** ITC-monitored binding isotherms of Arpp21<sup>1-330</sup> (left) and Arpp21<sup>130-260</sup> (right) for U9 RNA. The estimated K<sub>d</sub>'s are shown. **(c)** Backbone dynamics (above) and secondary structure propensities (SSP, below) for apo Arpp21<sup>130-260</sup>, using <sup>15</sup>N-heteronuclear NOE experiment and Ca & Cb chemical shift-derived secondary structures, respectively. PROSITE-predicted R3H domain is highlighted with a green shade. AlphaFold-predicted secondary structure components are depicted at the top. **(c)** The R3H domain showed highest heteronuclear NOE values ~0.9, suggesting a structured core, and less flexible N- and C-terminal sequences (residues 135-147 and 238-257) (**c, top panel**). The N-terminal region adjacent to the R3H is predicted to adopt helical propensity, while the C-terminal region is rather random coil, based on the backbone resonances of Ca and Cb (**c, bottom panel**). **(d)** Chemical shift perturbation (CSP, above) and NMR signal intensity changes (ratio, yellow) upon adding an equimolar U6 RNA to Arpp21<sup>130-260</sup>, corresponding to the differences of red and blue spectra. Residues with either significant CSP or intensity loss are highlighted with blue shades.

a

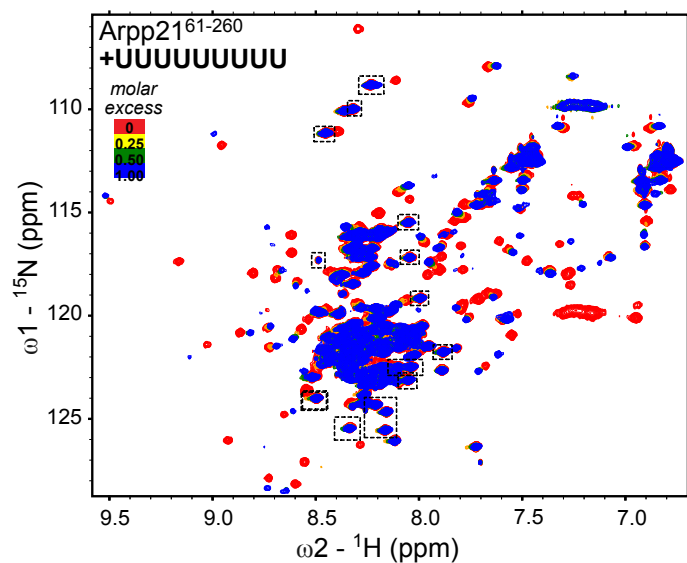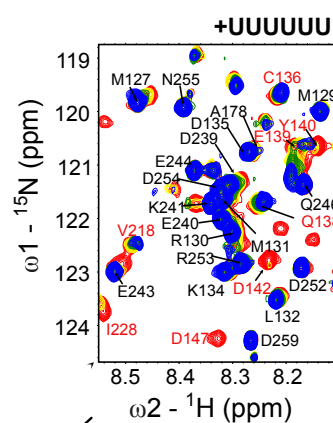

b

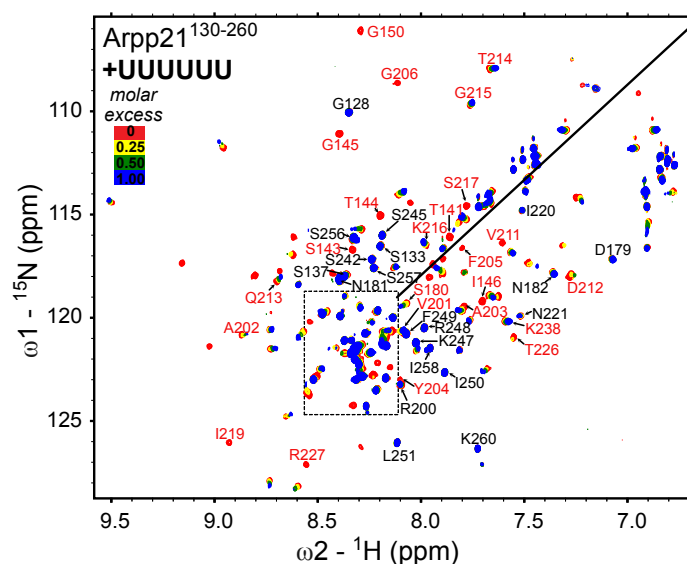

c

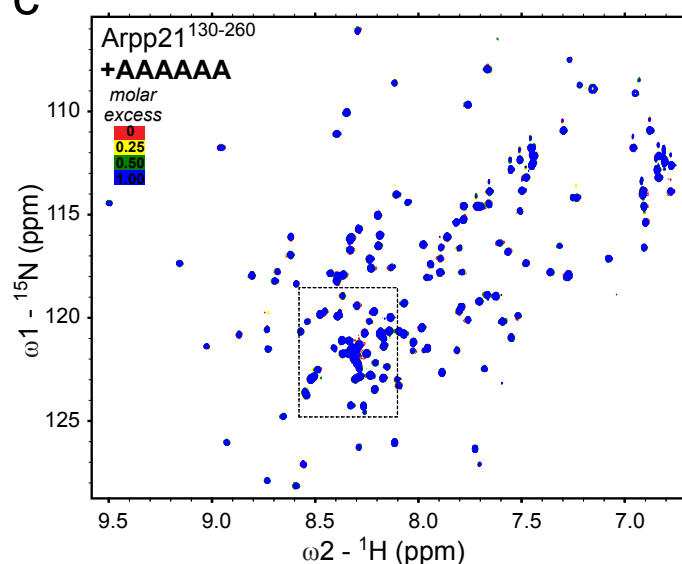

d

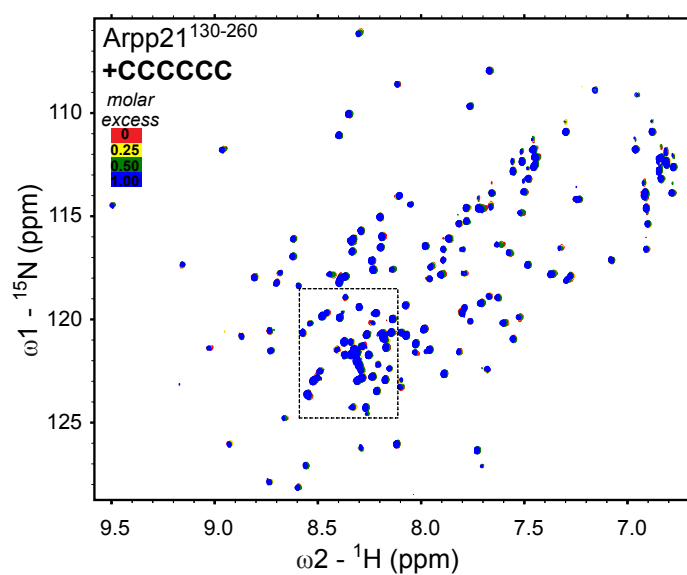

e

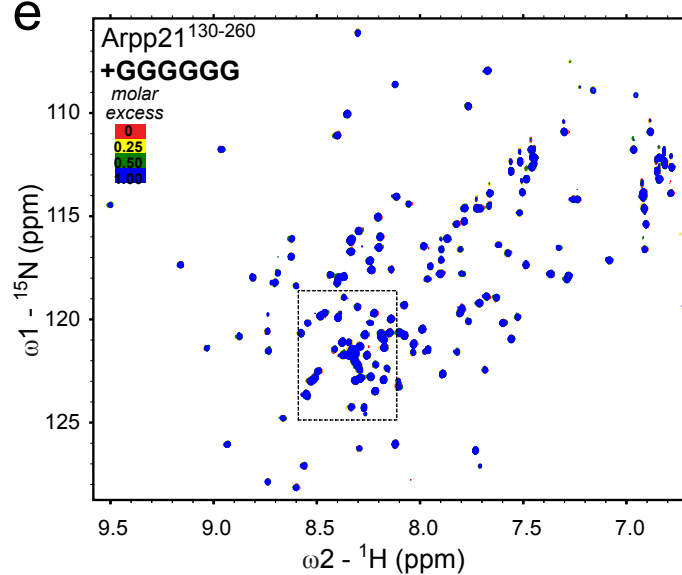

Supplementary Figure 5

**Supplementary Fig. 5. Analyzing intrinsic binding preferences of the Arpp21 R3h domain.**

(a) HSQC-monitored titration of Arpp21<sup>61-260</sup> with U9 RNA up to an equimolar concentration.  
(b) HSQC-monitored titration of Arpp21<sup>130-260</sup> with U6 RNA up to an equimolar concentration.  
Assigned resonances are annotated and the resonances with significant CSP or intensity loss, at the equimolar U9 RNA addition, are annotated in red. (c-e) HSQC-monitored titrations of Arpp21<sup>130-260</sup> with A6, C6, G6 RNAs, as indicated, respectively. The dotted boxes correspond to the region shown in **Fig. 4f**.

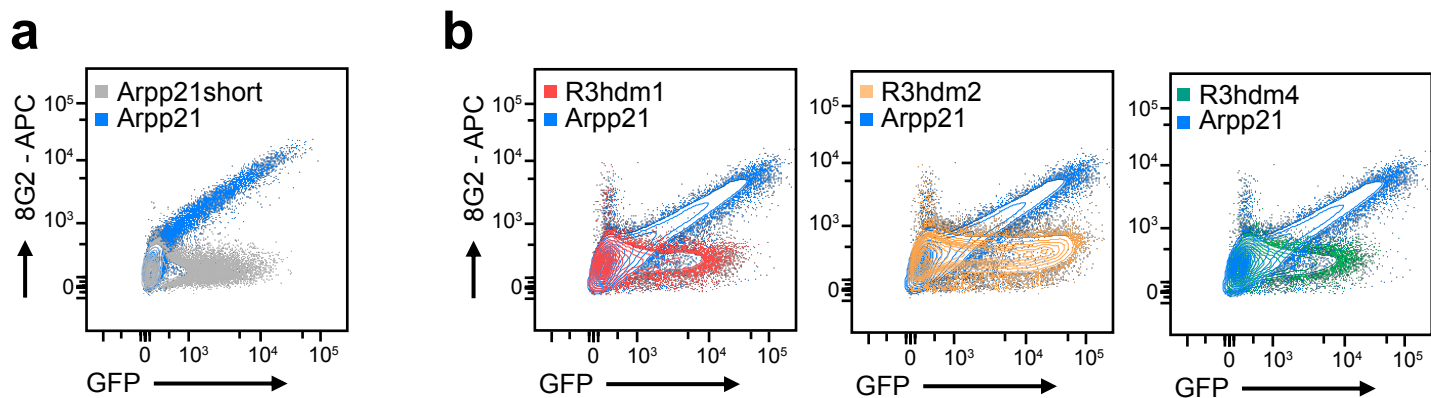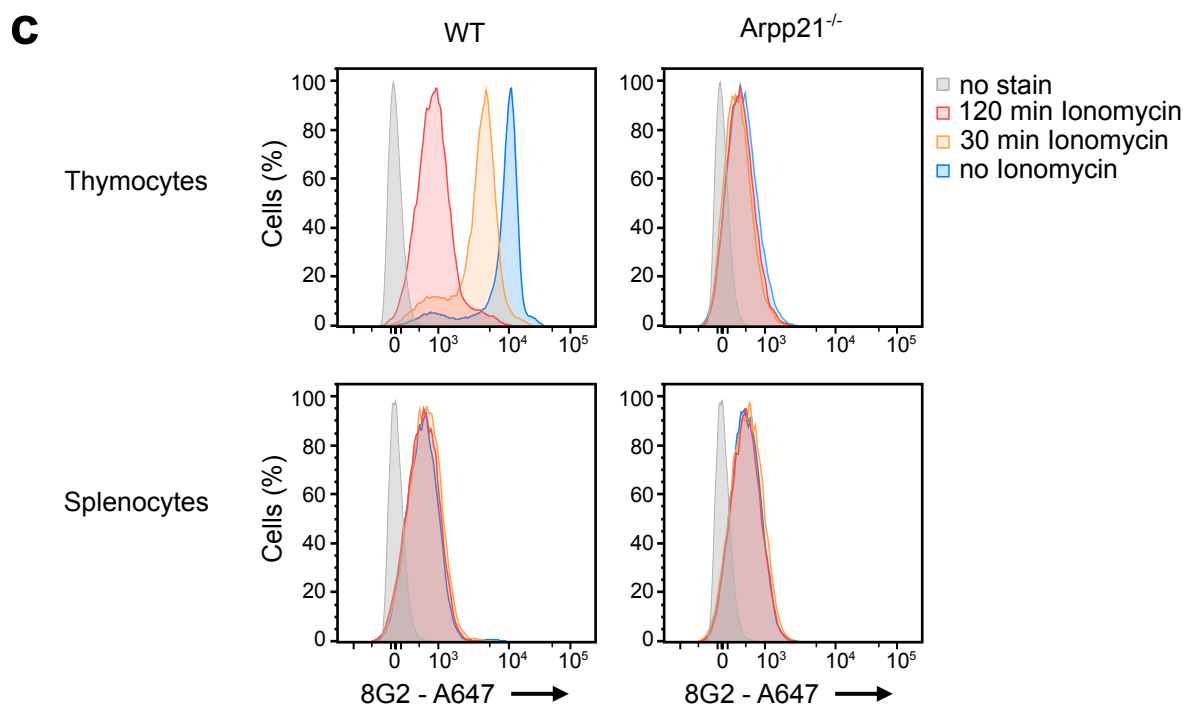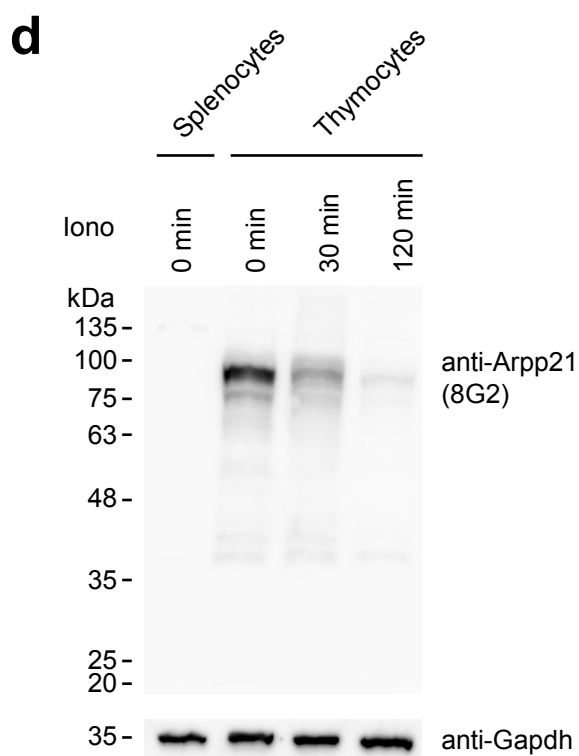

**Supplementary Fig. 6. Evaluation of 8G2, a monoclonal antibody generated to specifically recognize the full-length Arpp21 protein.** (a, b) Overexpressed GFP-fusion proteins in 293T cells were used for subsequent flow cytometry analysis, the 8G2 supernatant detected Arpp21, but did not react to Arpp21<sup>short</sup> (a) or the paralogs R3hdm1, R3hdm2 or R3hdm4 (b). (c) Thymocytes and splenocytes from wildtype or Arpp21-deficient mice were treated with ionomycin for the indicated periods of time and subsequently analyzed by flow cytometry. (d) Aliquots from treated and untreated WT cells (c) were analyzed in Western blots.

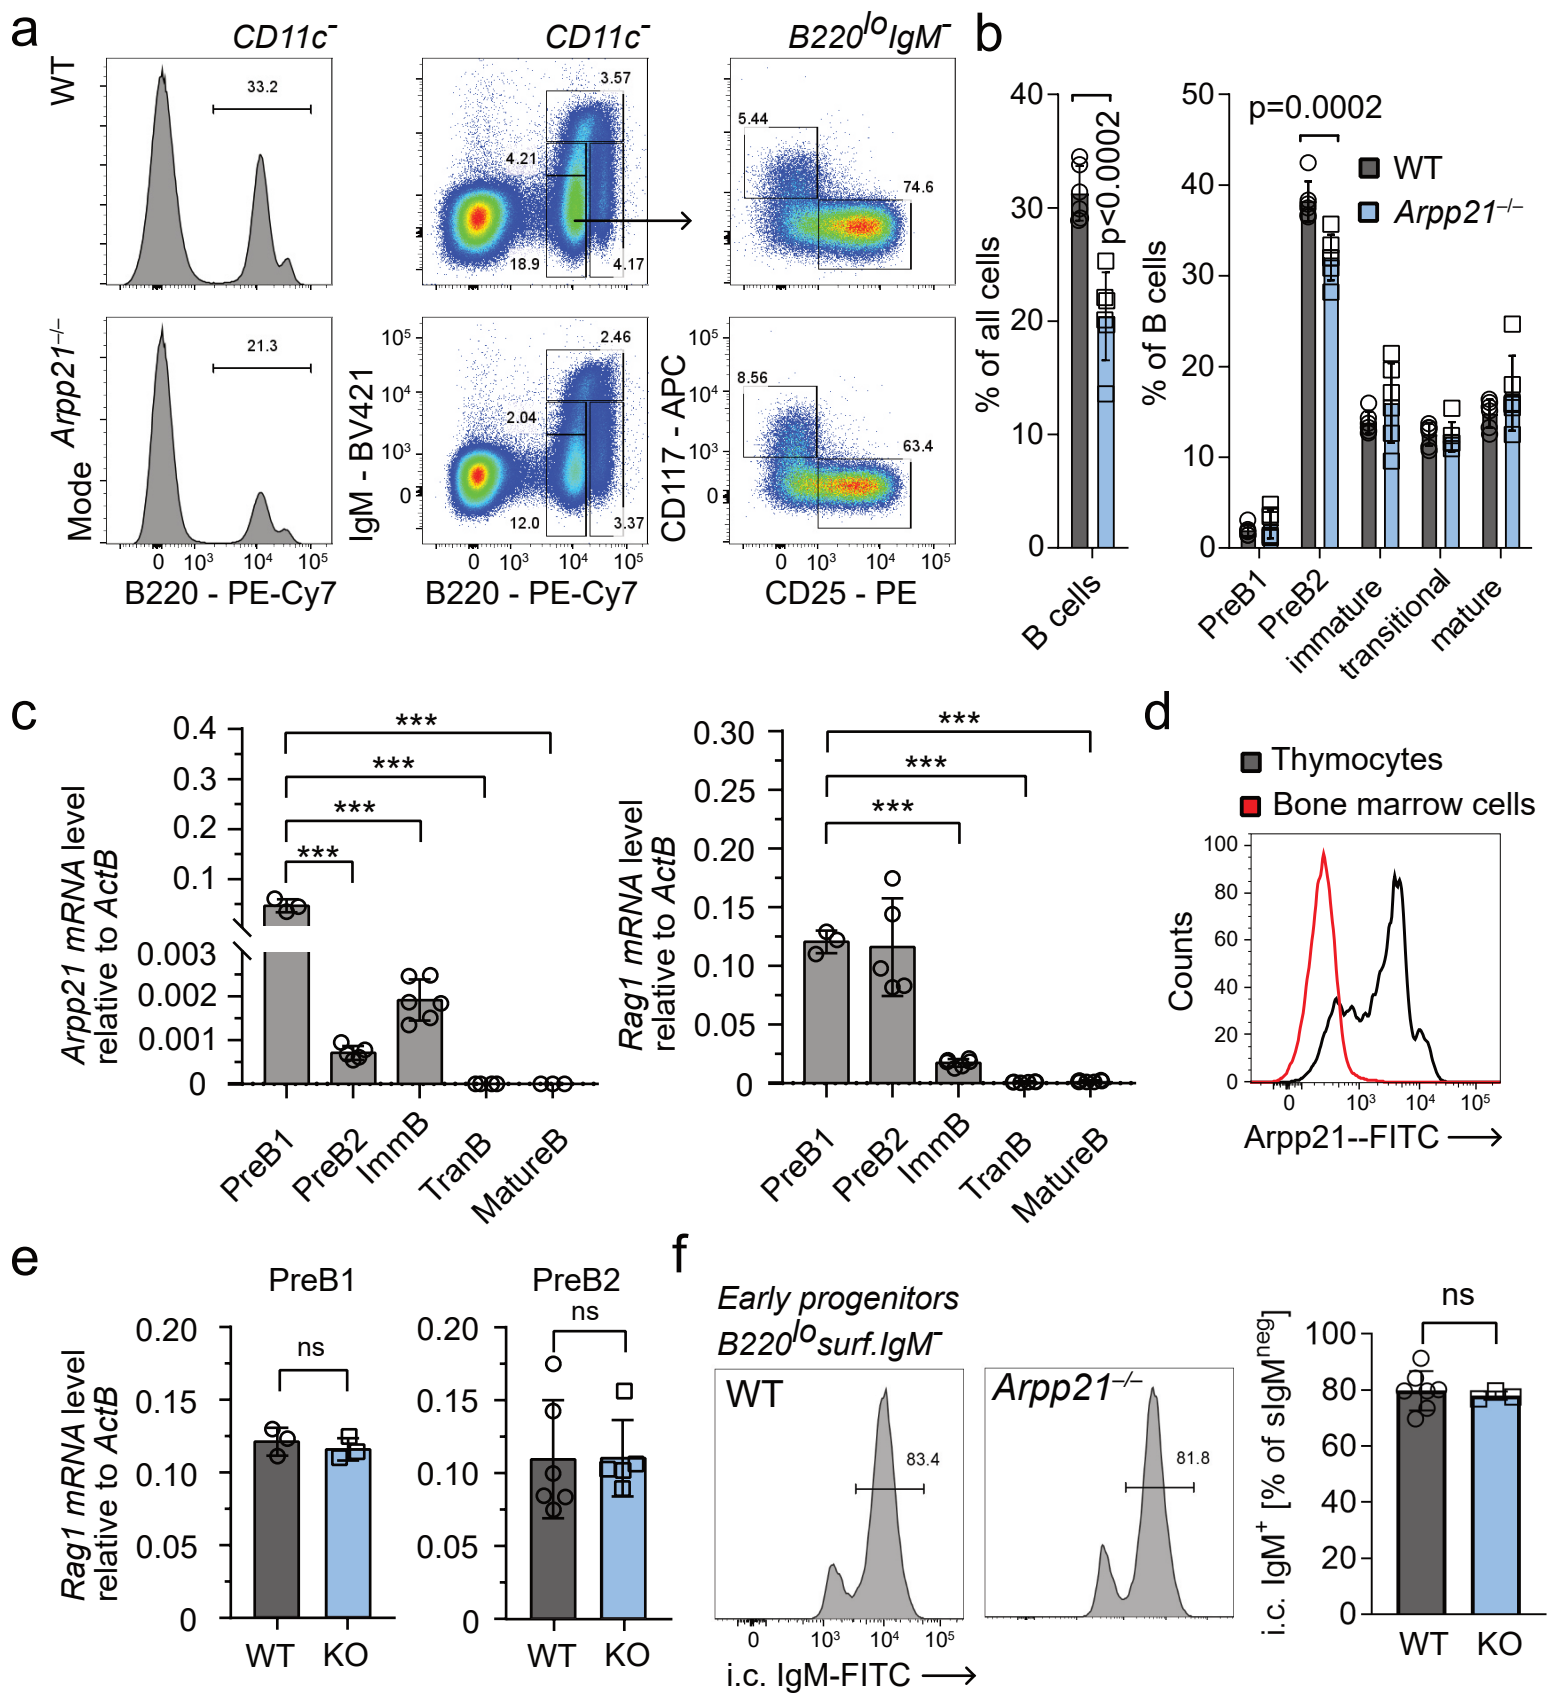

Supplementary Figure 7

**Supplementary Fig. 7. Characterization of the B cell compartment in Arpp21 KO mice.** (a) Representative histograms and dot plots showing the major B cell populations which were defined as follows: B cells–B220<sup>+</sup>CD11c<sup>-</sup> and subsequently PreB1–B220<sup>lo</sup>IgM<sup>-</sup>CD117<sup>+</sup>, PreB2– B220<sup>lo</sup>IgM<sup>-</sup>CD25<sup>+</sup>, immature–B220<sup>lo</sup>IgM<sup>lo</sup>, transitional–B220<sup>lo/hi</sup>IgM<sup>hi</sup>, mature–B220<sup>hi</sup>IgM<sup>lo/-</sup> (b) Quantification of the data shown in (a). (c) Expression of Arpp21 (left) and Rag1 (right) transcripts in relation to ActB. (d) Representative histograms showing Arpp21 expression with 8G2 antibody in thymocytes and bone marrow cells. (e) Expression of Rag1 transcript in the indicated B cell progenitor populations. Data are representative of two independent experiments, each data point represents a single mouse. Statistical analysis was performed using two-way ANOVA followed by Sidak's multiple comparison test (b, c) or two-tailed t-test (b (left) and e); \*\*\* - p<0.001. (f) Intracellular IgM staining in the indicated B cell progenitor populations. n = 3 biological replicates.

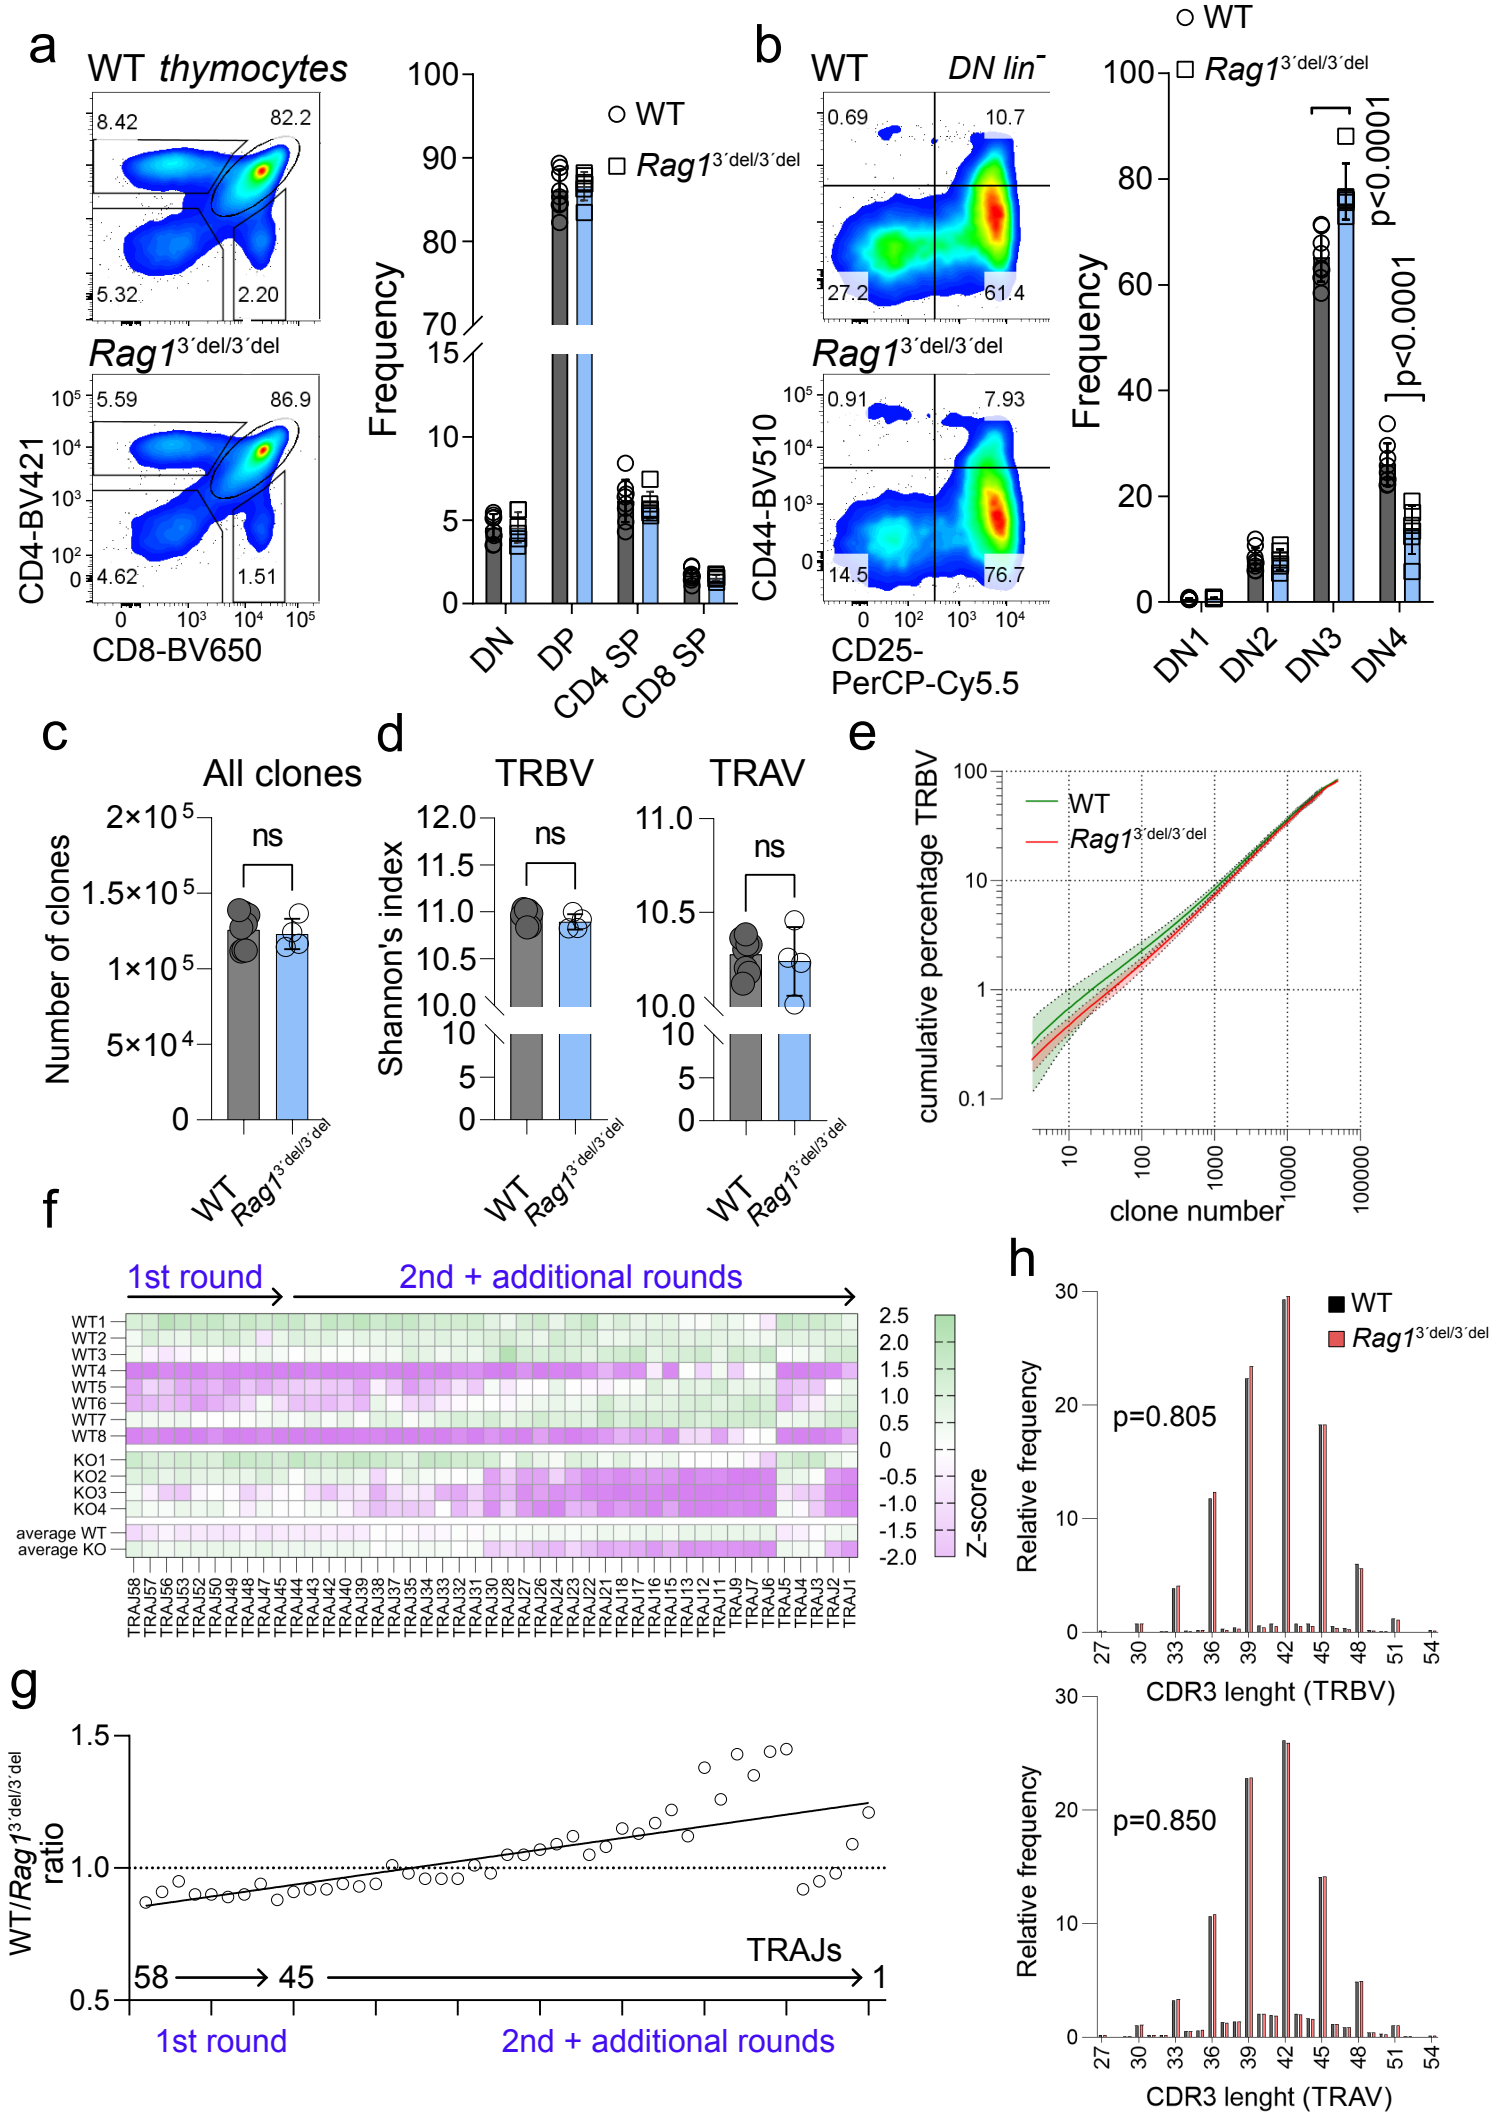

Supplementary Figure. 8

**Supplementary Fig. 8. *RagI*<sup>3'del/3'del</sup> phenocopies Arpp21 deficiency in T cells.** (a) Representative plots (left) and statistical analysis (right) showing the frequency of major WT and KO thymocyte populations. (b) Representative plots (left) and statistical analysis (right) of major DN populations. (c) Number of individual TRBV and TRAV clones identified in peripheral CD4 T cells from WT and KO mice. (d) Shannon's diversity indices for TRBV and TRAV clones. (e) Cumulative percentage of the most frequent 50,000 clones. Solid lines indicate the mean of either combined WT and het mice (green) or KO mice (red), shaded areas indicate the standard deviation. (f) Heat map showing the z-score of the relative usage of all productive TRAJ segments in splenic CD4 T cells. Each line represents a single mouse, except for the last two where the average for WT and *RagI*<sup>3'del/3'del</sup> is shown. (g) WT vs. KO ratio of usage of all productive TRAJ segments in relation to their chromosomal location. (h) Length distribution (measured in nucleotides) of all TRBV and TRAJ CDR3 elements detected in WT and KO T cells. Representative data from two independent experiments (a, b) or data from single experiments where results from all mice are shown (c-h). Each data point represents a single mouse (a-d). Statistical analysis was performed using two-way ANOVA followed by Sidak's multiple comparison test (a, b) or two-tailed t-test (c-d). Significance in (a, b) is indicated for p<0.05 only.

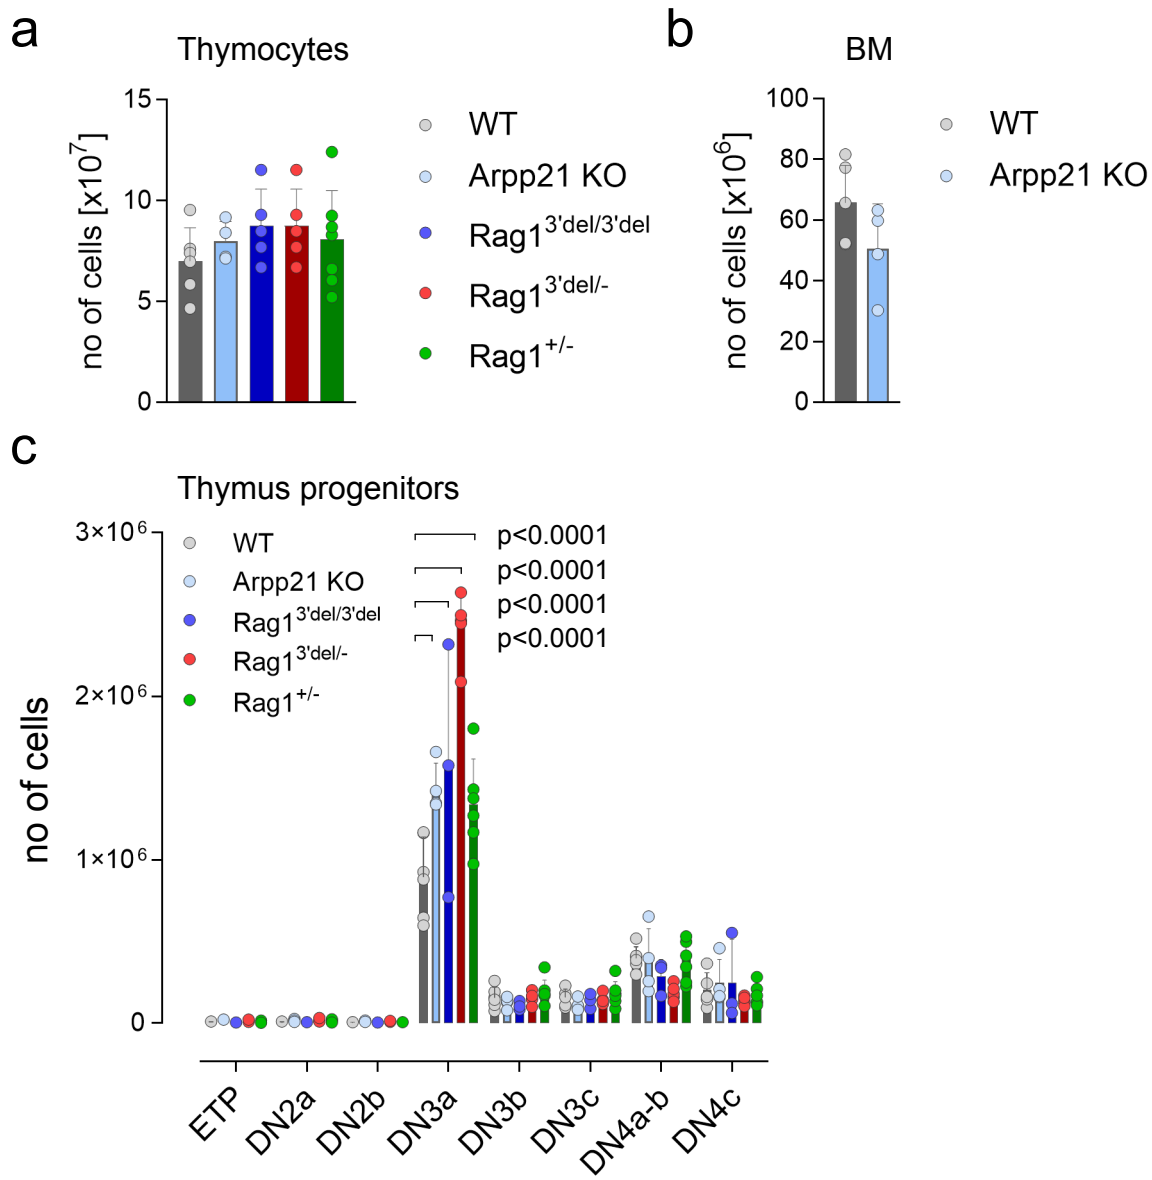

**Supplementary Fig. 9. Cellularity of primary lymphoid organs in mice with indicated genotypes.** Total number of thymocytes (**a**) and bone marrow cells (**b**). (**c**) Number of ETP to DN4c thymic progenitor cells. Representative data of two independent experiments are shown. Each point represents a single mouse. Statistical analysis was performed using two-way ANOVA followed by Sidak's multiple comparison test (**a, c**) or two-tailed t-test (**b**).

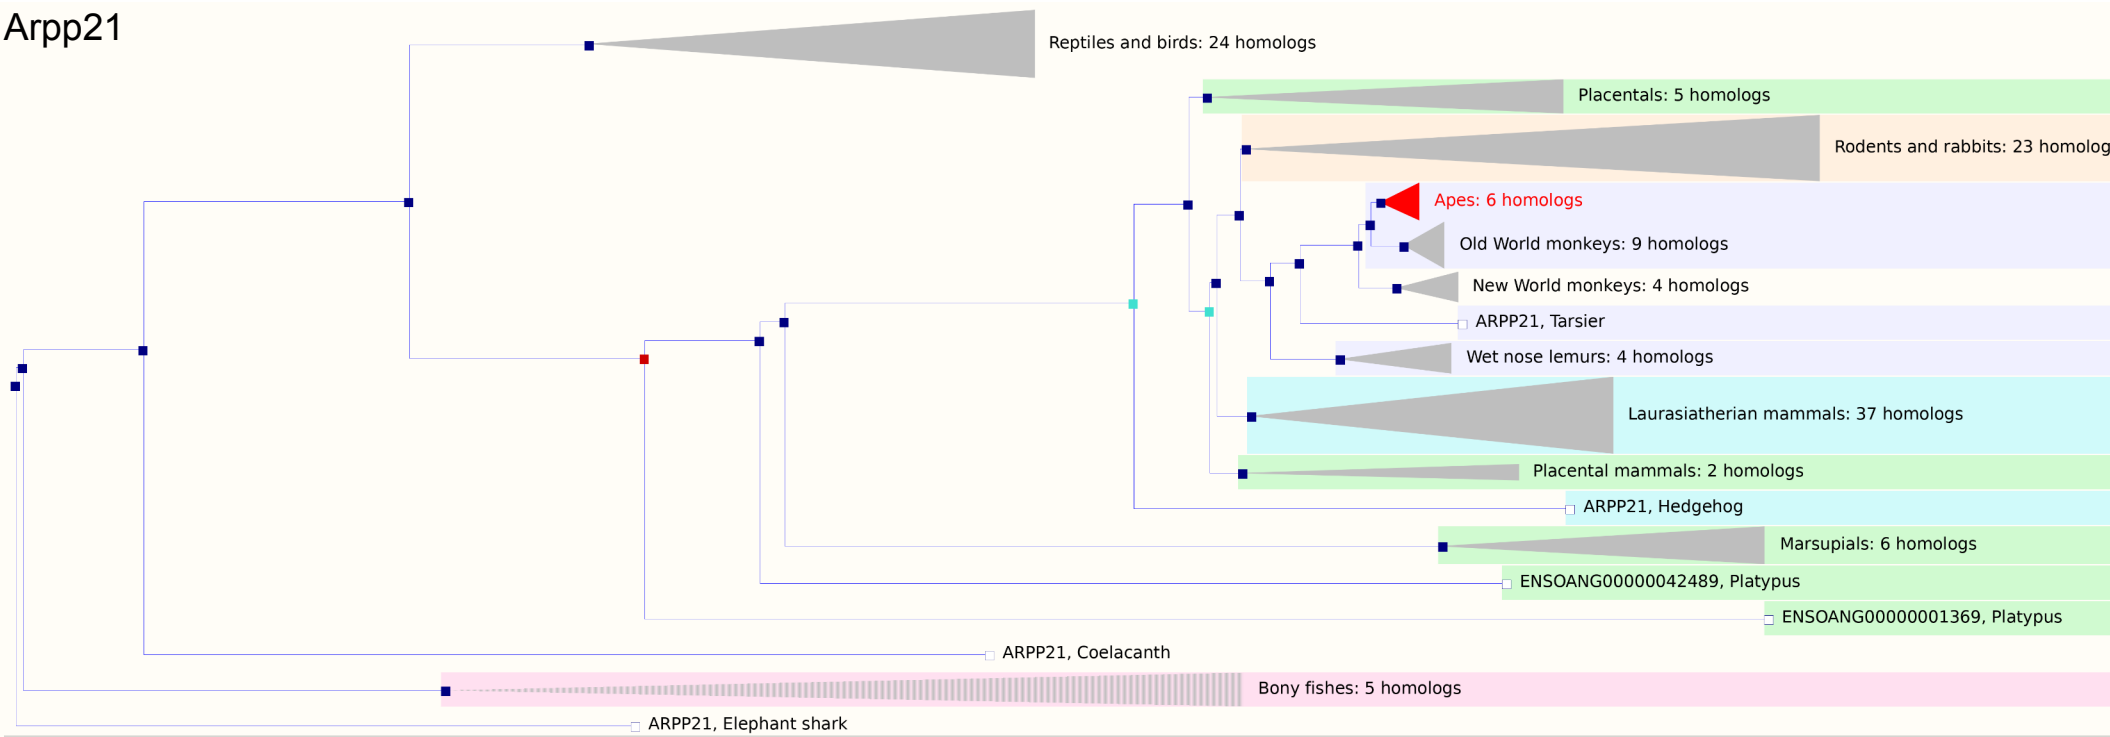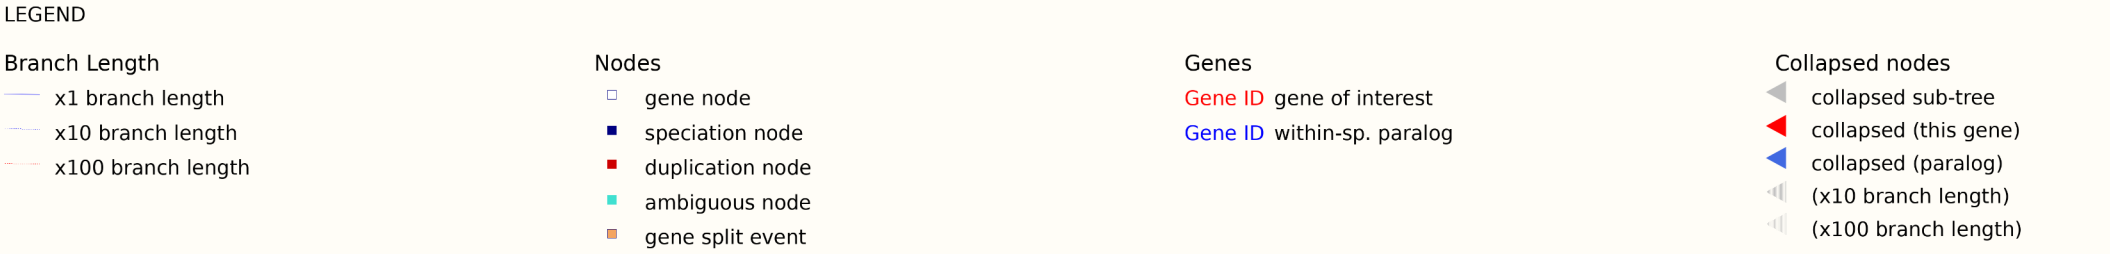

Supplementary Figure 10

**Supplementary Fig. 10. Phylogenetic tree of Arpp21.** In evolution, Arpp21 first appeared in Chondrichthyes (represented here by the elephant shark), which correlates with the emergence of the adaptive immune system. Graph adapted from Ensembl release 109.

**a** Pre sorted thymus:

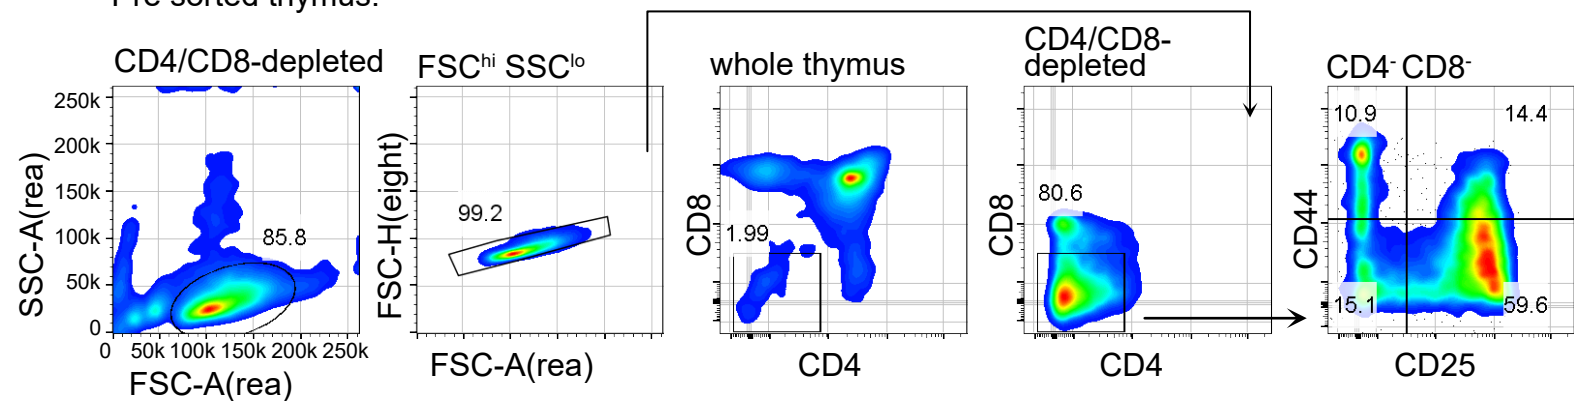

**b** Post sort analysis:

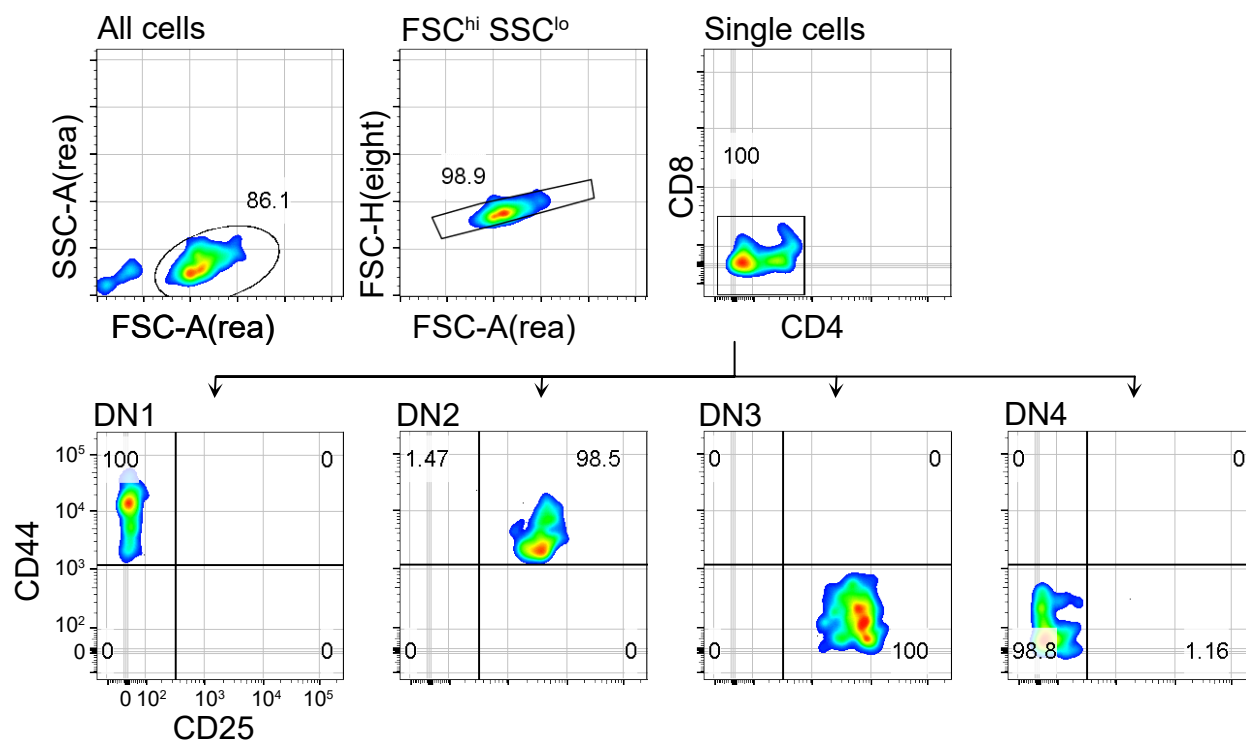

**Supplementary Fig. 11. Gating and sorting strategy of T cells and their progenitors.** (a) FSC and SSC parameters were used to select cells of the correct size and to exclude cell doublets. Double negative progenitors were defined based on their CD44 and CD25 expression and sorted from CD4 and CD8 depleted thymus. (b) Schematic representation of post-sorted thymic progenitors.

a

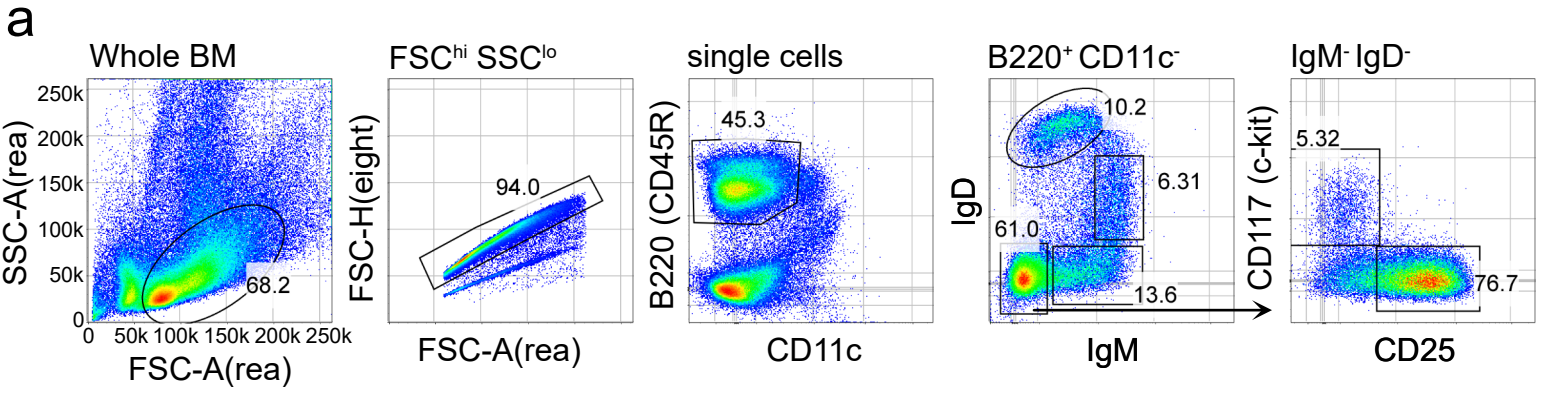

b

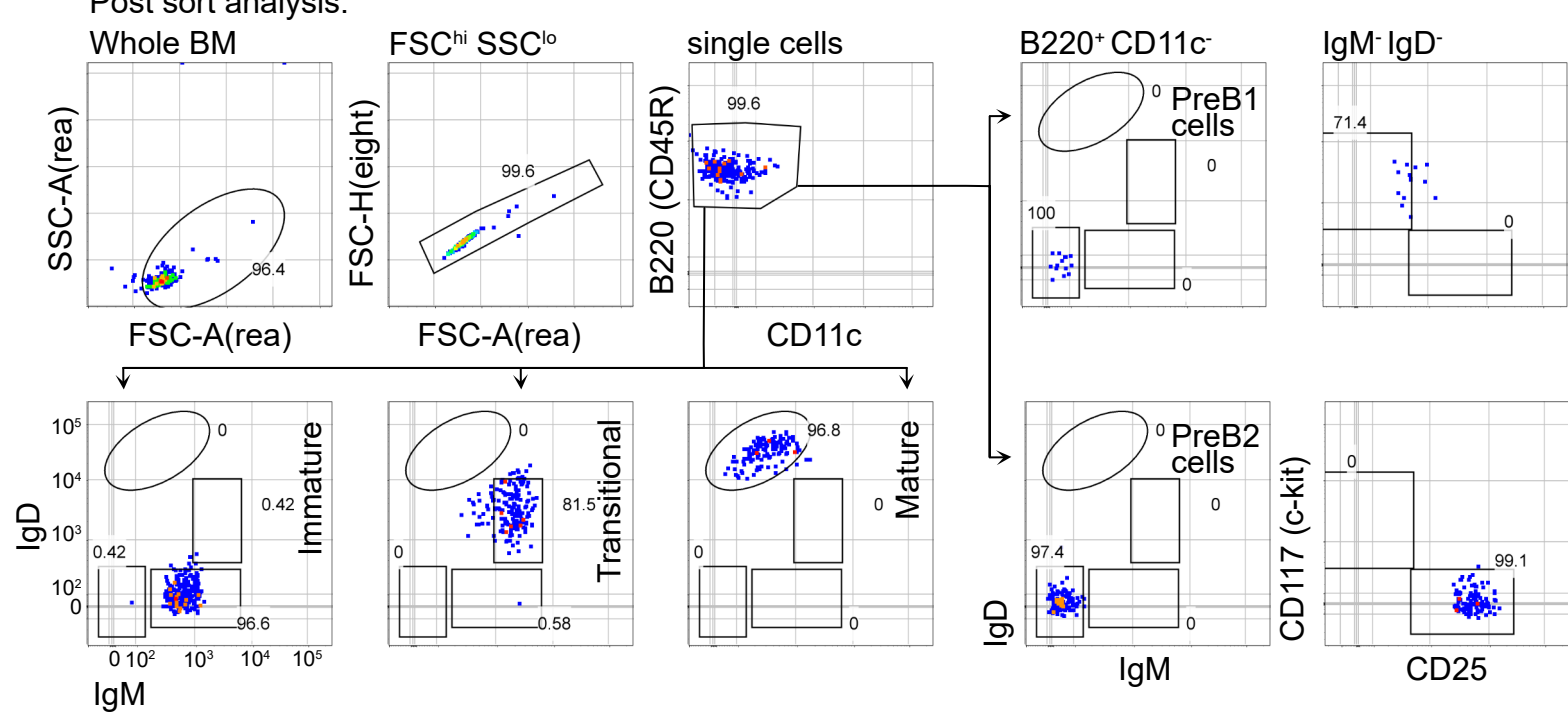

**Supplementary Fig. 12. Gating and sorting strategy for the identification and purification of bone marrow B-cell precursors.** (a) FSC and SSC parameters were used to identify cells of the correct size and to exclude cell doublets. B cell precursors were defined as B220<sup>+</sup> and CD11c<sup>-</sup>. Early progenitors are negative for IgM and IgD and are either CD117 (PreB1) or CD25 (PreB2) positive. Other populations were defined as IgM<sup>+</sup> IgD<sup>-</sup> (immature), IgM<sup>+</sup> IgD<sup>+</sup> (transitional) and IgM<sup>lo</sup> IgD<sup>hi</sup> (mature) (b) Schematic of post-sorting analysis of bone marrow B cell precursors.

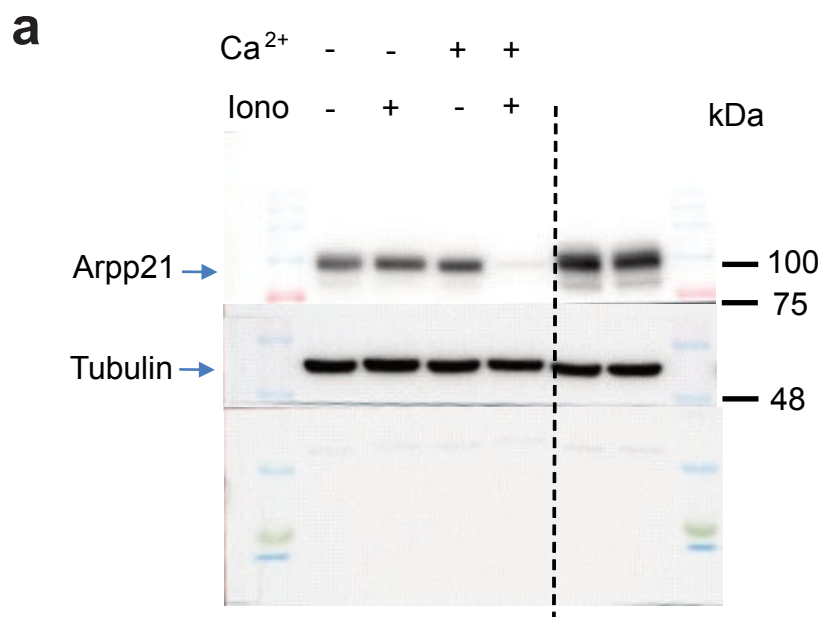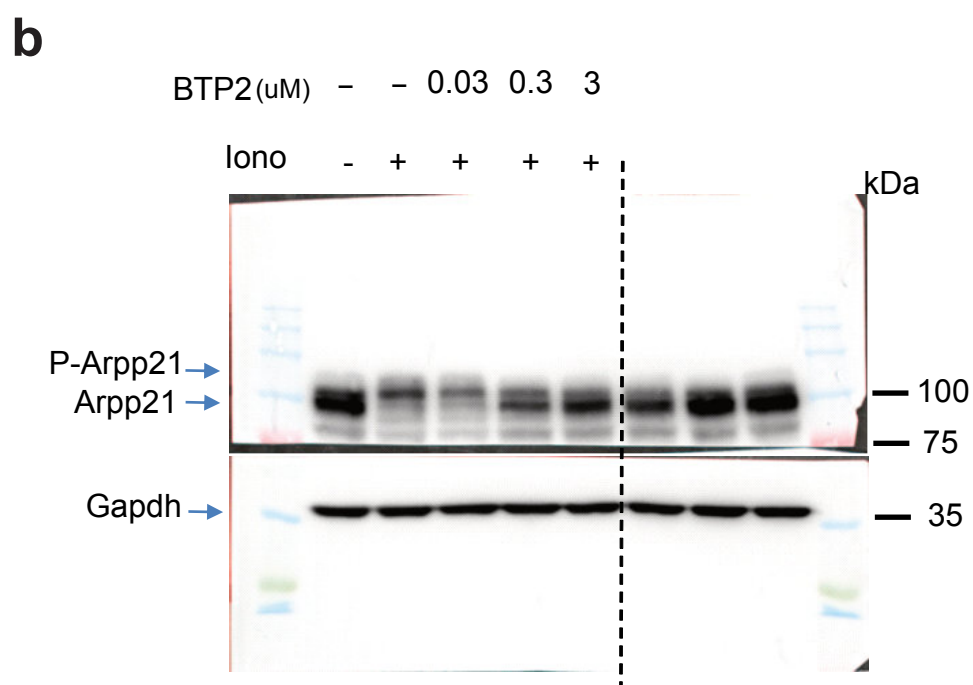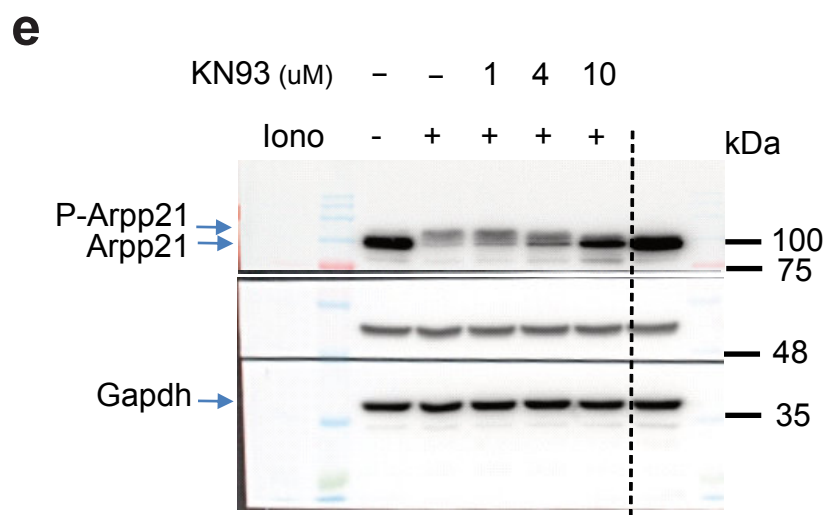

**h**

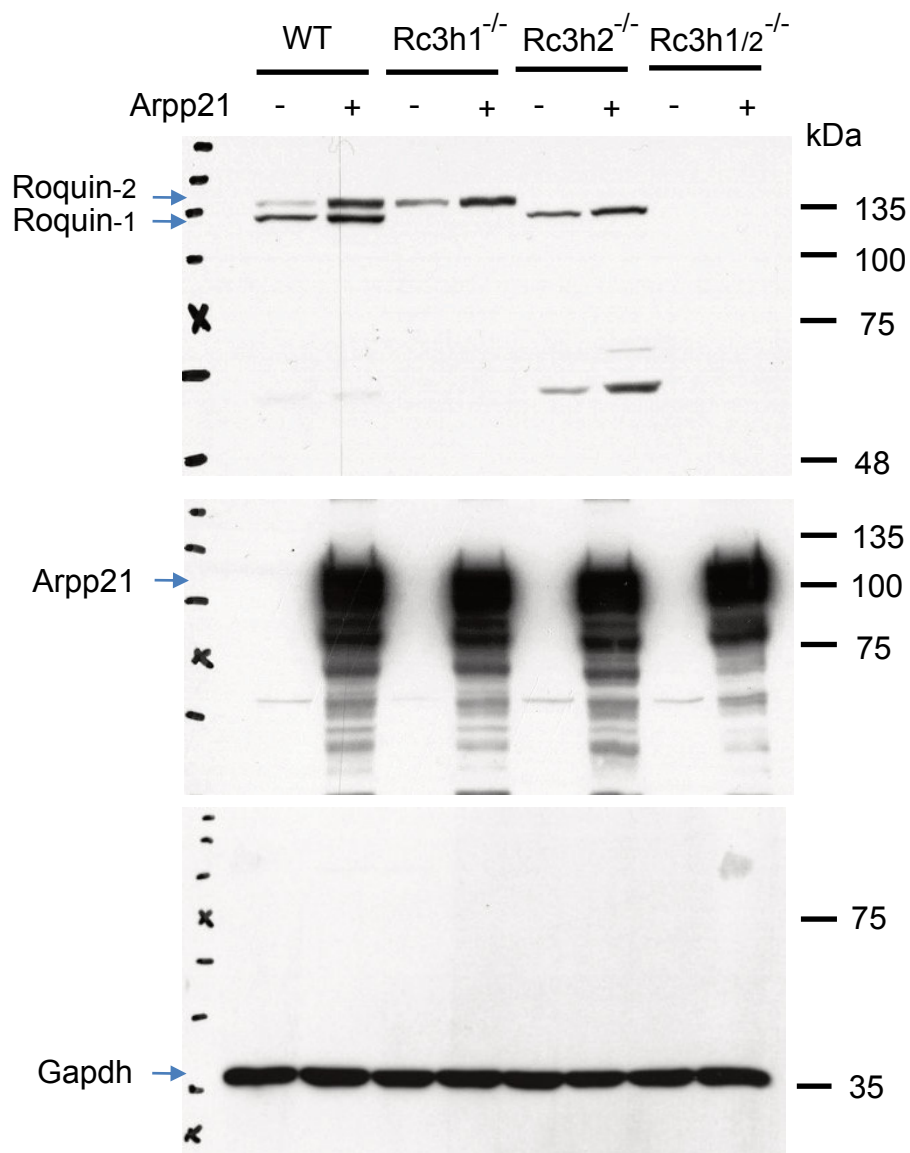

**Uncropped Blots of Supplemental Material.** The following blots show uncropped images of Supplementary Fig.2a, b, e, and of Supplementary Fig. 3h, as well as of Supplementary data Fig. 6d.

# Supplementary material for: The thymocyte-specific RNA-binding protein Arpp21 provides TCR repertoire diversity by binding to the 3’-UTR and promoting Rag1 mRNA expression
**Source:** Nat Commun. 2024 Mar 11;15:2194. doi: 10.1038/s41467-024-46371-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### Description of Additional Supplementary Files

Supplementary Data 1: Mass spectrometry data used to identify RNA-binding proteins in thymocyte OOPS experiments.

| Sheet name                | Description                                                                                                                                                                                                                                                                                              |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Identified crosslink site | OpenNuXL crosslink site identification results at 1% spectral FDR for thymocytes or T cells and manually validated crosslink spectra for IP experiments. Additional columns specifying if the peptide falls in a known domain (UniProt) and GO molecular function of the leading protein.                |
| Thymocyte RBPs            | Results of protein enrichment Student's <i>t</i> -test between OOPS purified crosslinked and non-crosslinked cells. Additional columns were added to assign if a protein from the protein groups was identified in EuRBPDB database or crosslink site localization experiments in thymocytes or T cells. |
| Thymocyte-identified RBPs | Comparison of RBPs identified in OOPS experiments from thymocytes and CD4 T cells (Hoefig <i>et al.</i> , 2021 ).                                                                                                                                                                                        |

# Supplementary material for: The thymocyte-specific RNA-binding protein Arpp21 provides TCR repertoire diversity by binding to the 3’-UTR and promoting Rag1 mRNA expression
**Source:** Nat Commun. 2024 Mar 11;15:2194. doi: 10.1038/s41467-024-46371-z
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- n/a
- Confirmed
- ☐

☒

The exact sample size (*n*) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐

☒

A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐

☒

The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒

☐

A description of all covariates tested
- ☐

☒

A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐

☒

A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐

☒

For null hypothesis testing, the test statistic (e.g. *F*, *t*, *r*) with confidence intervals, effect sizes, degrees of freedom and *P* value noted  
*Give P values as exact values whenever suitable.*
- ☒

☐

For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒

☐

For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒

☐

Estimates of effect sizes (e.g. Cohen's *d*, Pearson's *r*), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Mass spectrometric acquisition was done with Thermo Scientific Xcalibur 4.4.16.14<br>Flow cytometry data were collected on FACS DIVA version 8 or SpectroFlo.<br>qPCR data were collected with LightCycler 480 Software.<br>Total RNA was processed using the SMARTer TCR a/b Profiling Kit (Takara). RNA was quality checked using Qubit and TapeStation and sequenced using the 600 cycle kit on the Illumina MiSeq platform.<br>PCR assay for V(D)J recombination data were collected on Quantum ST4 imaging system (Vilber Lourmat).<br>Reporter assay data were collected on GloMax Dual-Luciferase Reporter Assay System (Promega).<br>NMR data were acquired on 600MHz Bruker AV III (cryo-TCI) and 1.2GHz Bruker Avance III HD (3mm cryo-TCI).<br>ITC experiments were performed using MicroCal PEAQ-ITC (Malvern Panalytical). |
| Data analysis   | OOPS protein enrichment analysis was performed with MaxQuant 2.1.4.0 and Perseus 2.0.6.0<br>Crosslink site identification was done with OpenNuXL node of OpenMS 3.0.0<br>iClip data were analyzed with STAR v2.7.6a.<br>RNA-seq data were analyzed with kallisto v0.46.<br>TCR Seq data were analysed using the MIXCR pipeline to assemble the final CDR3. Advanced analyses to compare VJ gene usage between samples and to determine Shannon's diversity and frequency changes in the repertoire between samples were performed as previously described (ref 47, 48).<br>Flow Cytometry Data with: FlowJo V10.6.0 (BD Bioscience).<br>SDS-PAGE images were analyzed with ImageJ (NIH).<br>data and statistical analysis was performed with Prism 9.4.1 (Graphpad).                                                                    |

NMR spectra were processed by TOPSPIN3.5 (Bruker) and NMRpipe 11.0, and analyzed using NMRFAM-SPARKY 1.2 (powered by Sparky 3.115).

ITC titrations were analyzed using MicroCal PEAQ-ITC Analysis Software v1.41 (Malvern Panalytical).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq and iClip datasets have been deposited at Gene Expression Omnibus (GEO) site under the accession number GSE198798; TCR repertoire sequencing data is available at GEO site under the number GSE226368 and GSE226369. The proteomic data have been submitted to MassIVE under the accession number MSV000091606 (<http://massive.ucsd.edu/ProteoSAFe/status.jsp?task=487f90eab5e54492b0693628332bb555> ; Username: MSV000091606\_reviewer Pass: K8kVSHh9Lp3bhHX)

All data provided in this article are available from the corresponding author upon reasonable request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

NA

Reporting on race, ethnicity, or other socially relevant groupings

NA

Population characteristics

NA

Recruitment

NA

Ethics oversight

*Identify the organization(s) that approved the study protocol.*

NA

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No sample size calculation was performed. Sample size was determined according to common practice in the field and our own experience (Vogel et al., 2013; PMID: 23583643 ) and was equal to sample sizes used in previous publications. Whenever possible at least 3 biological replicates were analysed. In vivo experiments were performed twice whenever possible at least 6 biological replicates were used to ensure reproducibility.

|                 |                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data exclusions | no data exclusion was performed                                                                                                                                                                                                                                                                                                                         |
| Replication     | Data from in vitro experiments and immune phenotyping are representative of at least two independent experiments with similar results. For in vivo experiments that were only performed once, at least six biological replicates were used and no animals have been excluded.                                                                           |
| Randomization   | Both male and female mice (6 weeks-1 year of age as indicated in the figure legends) were analyzed with sex- and aged-matched control mice, whereas, whenever possible, littermates were used as controls. All mice were grouped according to genotype. Randomization was not important since the the flow cytometric analyses are unbiased.            |
| Blinding        | Mice were grouped according to genotype and comparisons were made between different genotypes. Blinding was not possible, since different genotypes displayed distinct phenotypes and cellularities, which need to be accounted for during sample preparation. Blinding was not performed, because the analyses did not include subjective assessments. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Following commercial FACS antibodies were used:  
 anti-CD3-APC-Fire810 (cl. 17A2, Cat. 100268, Biolegend)  
 anti-CD4-BV421 (cl. RM4-5, Cat. 100543, Biolegend)  
 anti-CD4-BV786 (cl. RM4-5, Cat. 563727, BD Pharmingen)  
 anti-CD4-BV421 (cl. RM4-5, Cat. 100543, Biolegend)  
 anti-CD4-BUV661 (cl. GK1.5, Cat. 612974, BD Pharmingen)  
 anti-CD8a-FITC (cl. 53-6.7, Cat. 48-0081-82, eBioscience)  
 anti-CD8a-BV650 (cl. 53-6.7, Cat. 100741, Biolegend)  
 anti-CD8a-BV750 (cl. 53-6.7, Cat. 747134, BD Pharmingen)  
 anti-CD11b-BV480 (cl. M1/70, Cat. 566117, BD Pharmingen)  
 anti-CD11c-BUV737 (cl. N418, Cat. 367-0114-82, eBioscience)  
 anti-CD11c-FITC (cl. N418, Cat. 11-0114-82, eBioscience)  
 anti-CD19-BV711 (cl. 6D5, Cat. 115555, Biolegend)  
 anti-CD24-BV605 (cl. M1/69, Cat. 101827, Biolegend)  
 anti-CD24-PerCP-eFluor 710 (cl. M1/69, Cat. 46-0242-82, eBioscience)  
 anti-CD25-PE (cl. PC61, Cat. 553866, BD Pharmingen)  
 anti-CD25-PE-Cy7 (cl. 3C7, Cat. 101916, BD Pharmingen)  
 anti-CD25-PerCP-Cy5.5 (cl. PC61.5, Cat. 45-0251-82, invitrogen)  
 anti-CD25-Alexa Fluor488 (cl. PC61.5, Cat. 53-0251-82, invitrogen)  
 anti-CD28-PE (cl. 37.51, Cat. 102106, Biolegend)  
 anti-CD28-BB700 (cl. 37.51, Cat. 566512, BD Pharmingen)  
 anti-CD43-PE-Cy5 (cl. 1B11, Cat. 121216 Biolegend)  
 anti-CD44-BV421 (cl. IM7, Cat. 103039, Biolegend)  
 anti-CD44-BV510 (cl. IM7, Cat. 103043, Biolegend)  
 anti-CD44-BV570 (cl. IM7, Cat. 103037, Biolegend)  
 anti-CD62L-eFluor 450 (cl. MEL14, Cat. 48-0621-82, eBioscience)  
 anti-CD69-PE-Cy7 (cl. H1.2F3, Cat. 104512, Biolegend)  
 anti-CD45R (B220)-PE-Cy7 (cl. RA3-6B2, Cat. 25-0452-82, eBioscience)  
 anti-CD45R (B220)-BV605 (cl. RA3-6B2, Cat. 103243, Biolegend)  
 anti-CD117-APC (cl. 2B8, Cat. 553356, BD Pharmingen)  
 anti-CD117-BV421 (cl. QA17A09, Cat. 155109, BD Pharmingen)  
 anti-CD127-BUV737 (cl. A7R34, Cat. 367-1271-82, eBioscience)  
 anti-CD135-PE-Cy7 (cl. 3C7, Cat. 101916, Biolegend)  
 anti-CD161-BUV563 (cl. PK136, Cat. 741233, BD Pharmingen)  
 anti-IgD-PE-Dazzle 594 (cl. 11-26c.2a, Cat. 405742, Biolegend)

anti-IgM-BV421 (cl. RMM-1, Cat. 406517, Biolegend)  
 anti-IgM-BUV615 (cl. II/41, Cat. 751479, BD Pharmingen)  
 anti-TCRbeta-PE-Cy7 (cl. H57-697, Cat. 109221, Biolegend)  
 anti-TCRbeta-BUV395 (cl. H57-697, Cat. 742484, BD Pharmingen)  
 anti-Ter119-BUV496 (cl. TER-119, Cat. 741079, BD Pharmingen)  
 anti-NK1.1-BUV563 (cl. PK136, Cat. 741233, BD Pharmingen)  
 anti-Helios-PE (cl. 22F6, Cat. 137216, Biolegend)  
 anti-TCRgd-APC (cl. GL3, Cat. 118116, Biolegend)  
 anti-TCRgd-Super Bright 780 (cl. GL3, Cat. 78-5711-82, eBioscience)  
 anti-Sca1-BV650 (cl. D7, Cat. 108143, Biolegend)  
 anti-Gr1-SuperBright645 (cl. RB6-8C5, Cat. 64-5931-82, eBioscience)  
 anti-Gr1-PerCP-Cy5.5 (cl. RB6-8C5, Cat. 45-5931-80, eBioscience)  
 anti-MHC Class II (I-Ab)-eFluor 450 (cl. M5/114.15.2, Cat. 48-5321-82, eBioscience)  
 anti-PAX5-APC (cl. 1H9, Cat. 17-9918-80, eBioscience)

goat-anti-Rat-AF647 (cl. poly4054, Cat. 405416, Biolegend)

Antibodies used in Western blot and IP:

anti-Arpp21 (polyclonal 1:500, Cat. 11829-1-AP, Proteintech)  
 anti-Arpp21 (monoclonal, 1:1000)  
 anti-Roquin-1/2 (1:10, cl. 3F12, inhouse production)  
 anti-Rag1 (1:2000, Cat. ab172637, abcam)  
 anti-Ubiquitin (1:1000, Cat. BML-PW8810-0100, Enzo Life Sciences)  
 anti-Gapdh (1:10000, Cat. CB1001, Merck Millipore)  
 anti-Tubulin (1:1000, Cat. sc-23948, Santa Cruz Biotechnology)  
 HRP-anti-Rat (1:3000, Cat. 7077, Cell Signaling)  
 HRP-anti-Mouse (1:3000, Cat. 7076, Cell Signaling)  
 HRP-anti-Rabbit (1:3000, Cat. 7074, Cell Signaling)

Validation

All above mentioned antibodies are well validated commercial clones routinely QC'ed by the manufacturer. Please refer to the data sheets on the vendors' website for technical information. We have provided a full Supplementary Fig. 6 for the Validation of the Arpp21 8G2 monoclonal antibody.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

HEK 293T, HeLa cells were obtained from the American Type Culture Collection (ATCC).  
 Mouse Embryonic Fibroblast (MEF) cells were generated, immortalized, genetically manipulated and cloned in-house.

Authentication

None of the cell lines were authenticated.

Mycoplasma contamination

All used cell lines are tested negative for mycoplasma.

Commonly misidentified lines  
 (See [ICLAC](#) register)

No cell lines that have been reported as misidentified have been used in this study.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

All animals used were on a C57BL/6 background and in the age of 6 weeks to 1 year old.  
 Mice were housed in a specific-pathogen-free barrier facility under a 12h/12h dark/light regime at 20-24°C, at a humidity of 45-65%, and air exchange rate of 10-15 times per hour.  
 For immune phenotyping, male and female 6 weeks to 1 year old mice were used.

Following mouse strains were used (sex and age are indicated in the manuscript):

- Arpp21 KO
- Rag1 KO
- Rag1 3'-UTR KO
- OTI
- CamK4 KO
- Stim1f/f, Stim2f/f, vavcre
- Stim1f/f, Stim2f/f
- WT

Wild animals

This study did not involve wild animals.

|                         |                                                                                                                                                                                     |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex        | All animal experiments were involved with male and female mice, and sex was not considered in this study design.                                                                    |
| Field-collected samples | This study did not involve samples collected from the field.                                                                                                                        |
| Ethics oversight        | All experimental procedures were performed following the rules and regulations approved by the local government (Regierung von Oberbayern reference number 55.2-2532.Vet_02-19-68). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                  |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Thymocytes, bone marrow cells and splenocytes were mechanically disrupted and erythrocytes were removed. Single cells suspensions were stained with live/dead dyes and the indicated antibodies. |
| Instrument                | LSR Fortessa (BD Bioscience) was used for data collection.<br>FACS Aria Fusion (BD Bioscience) was used for cell sorting.                                                                        |
| Software                  | Flow Cytometry data were analyzed using flowJo v10.6.0                                                                                                                                           |
| Cell population abundance | 1-2 million cells were measured in flow cytometry analysis.                                                                                                                                      |
| Gating strategy           | Cells were gated for lymphocyte population (SSC-A/FSC-A), single cells (SSC-W/SSC-H and FSC-W/FSC-H) and living cells using Fixable Blue Viability Dye, Fixable Viability Dye eF780 or DAPI.     |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

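RNA of sorted DN2 and DN3 thymocytes of WT and Arpp21–/– mice was sequenced in 11 libraries, 3 of DN2 WT, 2 of DN2 Arpp21–/–, 3 of DN3 WT and 3 of DN3 Arpp21–/– thymocytes. For each library the authors deposited a table per transcript made by kallisto from trimmed reads and the Ensembl 101 transcripts of GRCm38. Its estimated counts are, as deposited, expected counts of read pairs per transcript without normalization, and they need not be whole. Its TPM are, as deposited, counts divided by effective length and scaled to a fixed sum per library. Its effective lengths are, as deposited by the authors, another unit, the transcript length in bases less a term for the fragment length.

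Transcripts were assigned to genes by identifier with GENCODE M21, and transcripts without a match were left out. Estimated counts were summed per gene and rounded to whole numbers. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15 over the 4 groups of stage and genotype, which left 13780 genes. Fold changes were tested with edgeR 4.0.16 in R 4.3.3 by glmQLFit and glmQLFTest with TMM factors, two-sided, with Benjamini-Hochberg adjustment over the genes tested and calls at an adjusted p under 0.05. The comparisons were Arpp21–/– against WT in DN3 and in DN2, the interaction of stage and genotype, and DN3 against DN2 in WT. Standard errors were computed as the absolute log2 fold change divided by the square root of the F statistic and are approximate. Transcript length of a gene was the mean over its transcripts weighted by estimated counts. The summed expression of Trbv genes was compared by an exact two-sided permutation test of log2(CPM + 1), with 0.1 as the smallest p that 3 against 3 libraries allow. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9.

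Before the data were examined, 19 alternatives were set. They were DESeq2 1.42.0 in place of edgeR, DESeq2 size factors in edgeR, no filter on low counts, a filter of at least 10 CPM in at least 2 libraries, an offset for average transcript length, fits to the libraries of 1 stage with edgeR or DESeq2 and with DESeq2 and the length offset, limma-trend (limma 3.58.1) on log2(TPM + 1) and log2(TPM + 0.1) over 12548 genes with a TPM of at least 1 in at least 2 libraries, a fold change above 1.5, an adjusted p under 0.1, the replicate number as a block, genotype and replicate number together as a block, each library left out in turn, and, for the Trbv sum, another pseudocount, TPM, filtered genes and a ratio to Trbc1 and Trbc2. After seeing the data, 3 more were added, namely limma voom with sample quality weights, an offset for the trend of each library over transcript length, and the fit without DN2 Arpp21–/– replicate 2 and DN3 Arpp21–/– replicate 3.

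Apart from Itgae, Cd163l1, 5830411N06Rik and Cd3d, which were chosen after their values were seen, the genes named in the text were fixed by a rule before the data were examined. The rule takes every gene that the paper's text, Fig. 3e, Fig. 3g or Supplementary Fig. 3e names for these libraries, the paralogs R3hdm1, R3hdm2 and R3hdm4, up to 10 called genes with the largest fold change per stage, and the genes of 8 marker lists. It names 111 genes, of which 103 were tested. The genes of the panels had been seen in the paper's figures. The marker lists are DP thymocytes (Cd4, Cd8a, Cd8b1, Themis, Cd69, Trac), cells after β selection (Cd28, Cd27, Tfrc, Mki67, Top2a, Slc3a2, Nfil3, Ptcra), DN2 thymocytes (Kit, Cd44, Il2ra, Gata3, Tcf7, Bcl11b, Il7r, Mpzl2), B cells (Cd79a, Cd79b, Ms4a1, Ebf1, Pax5), myeloid cells (Lyz2, Csf1r, Itgam, Fcer1g, Tyrobp, S100a8, S100a9), γδ T cells (Trdc, Trgc1, Trgc2, Trgc4, Sox13, Cd24a, Zbtb16), sex genes (Xist, Ddx3y, Eif2s3y, Kdm5d, Uty) and Nnt. The lists of DP thymocytes and of B cells each hold 1 more gene, which is counted in the values of the list and is not reported here. Arpp21 transcripts were sorted by exon 5 as numbered in Arpp21-229, a choice made after their values were seen.

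The depth was between 14531762 and 63109504 estimated counts per library, with a median of 21501831. The fit was tested on simulated counts of the same design in which 200 genes were changed, 50 for each fold. Each gene had 1 spread, as estimated over all libraries, so that all simulated libraries varied alike. The real libraries did not, with a median SD of log2 CPM of 0.126 within DN3 WT and 0.985 within DN2 Arpp21–/–. The trend over transcript length was not simulated for these shares either. In DN3 it called 0% of genes changed 1.5-fold, 0% of those changed 2-fold, 24% of those changed 4-fold and 74% of those changed 16-fold, with 1 false call among 50. In DN2 the shares were 0%, 0%, 6% and 50%. With 0.1 of the spread, the DN3 shares were 18%, 68%, 88% and 92%. At that even spread a gene that is not called can differ by several fold. With the uneven spread of the real libraries the shares and the false calls may differ.

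Left out were 2686 transcripts without a match, 4 genes of the paper's panels without a match, and the paper's iCLIP, reporter, flow cytometry and other experiments, which were not analysed here. The Arpp21 guides were not placed, since only transcript sequences were searched.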

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

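Both tests in this part, and the numbering of the exon they use, were chosen only after the result was seen.

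A signal was seen in single Arpp21 transcripts, whose levels in these libraries the paper does not report. At the protein level the paper reports more of the short Arpp21 isoform in Arpp21–deficient thymocytes (Fig. 3b), which it presumes to come from alternative splicing or promoter usage. Of its 31 transcripts, 9 end before exon 5 as numbered in Arpp21-229, 16 contain it and 6 do neither. The transcripts that end before it held 51.95% of the Arpp21 counts on average in DN3 Arpp21–/– libraries (44.8%, 43.9% and 67.2%) and 14.7% in DN3 WT libraries (15.4%, 14.8% and 14.0%). In DN2 the averages were 37.3% in Arpp21–/– and 9.97% in WT libraries. Their summed level rose from 50.9 ± 7.97 to 114 ± 31.0 CPM in DN3 (SD, n = 3 each), with every Arpp21–/– library above every WT library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 libraries allow). A transcript of this group with 6 exons rose from 19.4 ± 3.25 to 78.0 ± 4.85 CPM, while Arpp21-229 fell from 100.4 ± 11.2 to 9.34 ± 8.22 CPM. In DN2 the summed level was 14.9 ± 4.12 CPM in WT (n = 3) and 31.5 and 10.9 CPM in Arpp21–/– replicates 1 and 2, so that the share was higher in every Arpp21–/– library and the summed level was not. The transcript with 6 exons had 19.8 and 9.14 CPM there, against 0.411, 2.92 and 7.41 CPM in WT.

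The trend over transcript length in DN3 Arpp21–/– replicate 3 would raise short transcripts in that library alone. It is excluded as the whole cause, since the lower of replicates 1 and 2 had 96.96 CPM, above the highest WT library at 59.4 CPM. Reads of the edited mRNA could instead have been assigned to other annotated transcripts, because an mRNA without the exon need not be annotated and kallisto shares reads among the transcripts they fit. All Arpp21 transcripts together had 232.6 CPM on average in DN3 Arpp21–/– and 344.4 CPM in WT libraries, which differs by about the spread of the Arpp21–/– libraries and decides nothing. A rise of the short transcripts in the mice and such an assignment cannot be told apart from counts per transcript, and the alternative splicing or promoter usage that the paper proposes stays open here, since neither was tested in these libraries.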

How the results depend on the processing

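The tests chosen only after the results were seen are limma voom with sample quality weights, the offset for the trend over transcript length, and the fit without DN2 Arpp21–/– replicate 2 and DN3 Arpp21–/– replicate 3.

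In DN3, the count of 1 called gene was the same with DESeq2 size factors in edgeR, without a filter, with the stricter filter, with the offset for average transcript length, with a fold change above 1.5, with an adjusted p under 0.1 and with the offset for the length trend, and the called gene was H2-Q6 in each. With limma-trend on log2(TPM + 1) the count was also 1, but the gene was H2-Q7, and H2-Q6 had an adjusted p of 0.408 by limma with Benjamini-Hochberg adjustment. It was 13 with DESeq2, 41 with DESeq2 on the DN3 libraries alone, 37 with the length offset added to that, 2 with limma-trend on log2(TPM + 0.1), without H2-Q6, 118 with voom and 5 without both libraries, and 0 with edgeR on the DN3 libraries alone (398 genes at an unadjusted p under 0.05) and with the replicate block (220 genes). With each DN3 library left out it was 0 in every case, lowest and highest, with 130 to 241 genes at an unadjusted p under 0.05. The call of H2-Q6 was lost without each of the 6 libraries, whose adjusted p by edgeR was then 0.0681 to 0.67, and over all alternatives 1.1e-14 to 0.67.

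In DN2, edgeR called 0 genes (2020 at an unadjusted p under 0.05), DESeq2 39, DESeq2 on the DN2 libraries alone 4 and with the length offset 7. With each library left out the count was 0 to 6777, and 6777 came without Arpp21–/– replicate 1, which leaves replicate 2 alone and assumes that it varies like the other groups. The interaction gave 0 (373 genes unadjusted), 12 with DESeq2, and 0 to 3664 with each library left out, again highest without DN2 Arpp21–/– replicate 1. DN3 against DN2 in WT gave 562, 1154 with DESeq2, 216 with genotype and number as the block, 2326 with voom and 2226 without both libraries, and 243 (without DN3 WT replicate 3) to 387 (without DN2 WT replicate 1) with each library left out.

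The log2 fold change of Rag1 in DN3 was negative under all alternatives. It passed the threshold with DESeq2 on the DN3 libraries alone (−1.46, adjusted p = 0.000175), with the length offset added (−1.47, adjusted p = 0.000752) and with voom (−1.38, adjusted p = 0.000601), with adjusted p values between 0.000175 and 1 over all alternatives of edgeR, DESeq2 and limma. The cause of these differences between tools was not tested. The summed Trbv difference was negative under all its alternatives.

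Over the named genes and alternatives in DN3, 1908 of 1992 values kept their side of the threshold, 74 passed it in the same direction and 10 no longer passed it. The direction was the opposite in 88 values of 26 genes, none of them called with or without the alternative. In DN2, 1832 of 1909 values kept their side of the threshold and 73 passed it in the same direction. The direction was the opposite in 206 values of 62 genes, of which 202 were not called, and 4 passed the threshold in the opposite direction, all of them without Arpp21–/– replicate 1. With each DN2 library left out the log2 fold change of Fam102a was −3.43 to 1.25, that of Prdm11 −2.65 to 1.83, that of Cd8b1 −6.95 to 1.30 and that of Sox13 −3.83 to 1.43, each highest without replicate 2 of Arpp21–/–. The cause was not tested.

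Replicate numbers were checked as pairs. The correlation across genes of same-number libraries of different groups was over 0.1 in 9 of 15 pairs, between −0.454 and 0.53 with a median of 0.125, against 6 of 30 pairs and a median of −0.0835 for libraries of different numbers. Since not every same-number pair was over 0.1 and no label names a shared mouse, litter or day, the numbers were not taken as pairs, and the blocks were kept as alternatives. Depth limits genes near 0 counts, such as Il1r1 in DN3 Arpp21–/–.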

Differences from the paper's values

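The alternatives that were chosen only after the results were seen are voom with sample quality weights, the offset for the length trend and the fit without both libraries that lie apart.

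The paper's count of genes called in DN3 is 67, and the count here was 1. The paper's count of downregulated genes is 56, and here it was 1. None of the alternatives set before the data were examined came within 1.5 times of either, and the nearest was DESeq2 on the DN3 libraries alone, with 41 called and 28 lower. Voom, chosen after seeing the values, called 118 with 89 lower, and it drops 3 of the 27 genes labelled in Fig. 3e that were tested. The paper's count of upregulated genes is 11, and here it was 0. DESeq2 on the DN3 libraries alone (13) and the same with the length offset (11) reach it, and the other alternatives set before the data were examined do not.

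Of the 27 genes labelled in Fig. 3e and tested, edgeR called 1, DESeq2 10, DESeq2 on the DN3 libraries alone 17, the same with the length offset 14, and the fit without both libraries 5, which drops 22 of them. Rag1, which the paper counts among the called genes, had an adjusted p of 1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and was called by DESeq2 on the DN3 libraries alone, by the same with the length offset, and by voom.

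For DN2, Supplementary Fig. 3e, read by eye, shows about 20 downregulated and about 24 upregulated genes as the paper's, and here both counts were 0 by edgeR. DESeq2 in the 4 groups, with 19 lower and 20 higher, reaches both, and no other alternative set before the data were examined does.

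The paper's log2 fold change of H2-Q6 in DN3 is about −3.1 in Fig. 3e, read by eye, and here it was −2.72. Of the alternatives set before the data were examined, limma-trend on log2(TPM + 0.1) (−2.90, SE 0.501), the fit without DN3 WT replicate 2 (−2.91, SE 0.307) and that without DN3 Arpp21–/– replicate 1 (−2.89, SE 0.356) came within 1 SE of the value read by eye, though none was as low, and the others did not.

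The paper's depth is 20 M (mega) read pairs per library, and DN2 Arpp21–/– replicate 2 held 63.1 M estimated counts. No alternative applies to this value.

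The paper describes the DEGs as less prominent in DN2 and gives no number for it in the text. Which stage had more called genes depended on the fit here. DESeq2 in the 4 groups called 39 genes in DN2 and 13 in DN3, DESeq2 on the libraries of each stage alone 4 and 41, and edgeR 0 and 1. Of the genes labelled in Supplementary Fig. 3e, 10 of 11 labelled as downregulated were lower here and 11 of 12 labelled as upregulated were higher. The exceptions were H2-Q2, which the panel shows as lower, with a log2 fold change of 0.25 (SE 1.19), and Ntrk3, which it shows as higher, with −0.01 (SE 0.484).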

Other observations

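Chosen only after the result was seen were the tests of Rag2, of the length trend and of fewer counts for Rag1, of myeloid cells in DN2 Arpp21–/– replicate 2 alone, of cells of the other stage, of sequencing runs, of random loss of molecules and both tests of H2-Q6, and the limit of 3 counts in the tests of other cells.

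DN2 Arpp21–/– replicate 2 and DN3 Arpp21–/– replicate 3 lay apart from the other libraries of their stages. Over 8584 genes the SD of their deviation in log2 CPM was 1.96 and 1.08, against 0.27 to 0.49 in the other 9 libraries. The deviations of these libraries, the deepest and the shallowest, correlated across genes (r = 0.84), which argues against depth. GC content accounted for at most 0.3% of their variance. Transcript length accounted for 43.6% and 37.3%, and after its removal the SD was still 1.48 and 0.85, so that length is excluded only as the whole cause. After this removal the deviations still correlated (r = 0.737), which random loss of molecules from small inputs does not give. Of 7 myeloid genes 2, of 6 B cell genes 1 and of 7 DP genes 0 had more than 3 counts and were higher in both libraries than in every other library of the stage. The B cell gene was Cd79b (63.6 and 71.6 CPM), which every other library holds too, while Cd79a had 0.0802 and 0 CPM, against B cells as the source of Cd79b. The myeloid genes went apart. Tyrobp had 203 CPM in the DN2 library, against 43.2 to 59.8 CPM in the other DN2 libraries, and 0.807 CPM in the DN3 library, and Lyz2 was higher in both. Fcer1g had 47.9 CPM in the DN2 library, against 20.5 to 37.6 CPM in the others, but 1.86 CPM in the DN3 library, against 0.599 to 2.66 CPM. S100a8 and S100a9 had at most 0.16 CPM in both. Csf1r (0.0535 CPM) and Itgam (0 CPM) were lower in the DN2 library than in the other DN2 libraries, but long transcripts are lower there. Myeloid cells as a cause in both libraries would bring Fcer1g in the DN3 library too, while myeloid cells in the DN2 library alone, where 3 of the 7 genes were the highest, stay open. Short transcripts are higher in that DN2 library, by a median log2 deviation of 1.95 in the shortest set. This trend could raise genes with short transcripts without any myeloid cells, and these 3 genes were not compared with it. Cells of the other stage would bring its abundant genes. Of the genes with at least 50 CPM there that are scarce in the library's own stage, 7 in the DN2 library and 8 in the DN3 library were at a median of 0.61% and 0.84% of their lowest level in the other stage and at most at 10.6% (Cd3d, chosen after its values were seen) and 5.68%. This argues against such cells as the whole cause, and a small share stays open. The names of the deposited tables end in a number that is the same for 7 libraries and differs for DN2 WT replicate 3, DN2 Arpp21–/– replicate 2 and DN3 Arpp21–/– replicates 2 and 3. Neither the labels nor the paper say what it stands for. If it marks a sequencing run, both libraries that lie apart have one of their own, but so do the other 2 of these 4, whose SD was at most 0.421. A sequencing run stays open for this pattern. In DN3 all 3 WT but only 1 of 3 Arpp21–/– libraries, replicate 1, have the shared number. That library was below every WT library in all 18 genes tested of those labelled as downregulated in Fig. 3e. It was above every WT library in at least 8 of the 9 labelled as upregulated. In DN2, H2-Q6 had 37.1 CPM in Arpp21–/– replicate 1, against 118 and 110 CPM in WT replicates 1 and 2 with the same number. This argues against a run as the whole cause for these genes, and a run as a part of it stays open. For both libraries that lie apart, another shared technical trait of handling or library preparation stays open and was not tested. So does a difference in the mice, since both libraries are Arpp21–/–.

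Rag1 was lower in DN3 Arpp21–/– libraries, and 8 other explanations were tested. The DP list had a median log2 fold change of 0.125, and the list of cells after β selection of −0.10. The 553 genes higher in DN3 than in DN2 had a median of 0.036 without DN3 Arpp21–/– replicate 3, and the 709 genes higher in DN2 of −0.14. Each of these sets had genes in both directions, so that their medians decide nothing. Rag2, at 0.369 and higher in every Arpp21–/– library, argues against each explanation by which cells with both Rag mRNAs are fewer, that is, a lower share of DP cells, a higher share of cells after β selection, more DN2 cells, or fewer cells that transcribe the Rag genes, as far as these cells hold both mRNAs alike. By flow cytometry the paper reports more DN3a cells and fewer DN3 cells with TCRβ in these mice (Fig. 5d, Fig. 6e). That is the opposite of a higher share of cells after β selection. Rag1 had at least 2923 counts in every DN3 library, so that counting error in libraries with fewer counts is too small for the difference. The median of all genes without TMM was −0.091. Without DN3 Arpp21–/– replicate 3 the log2 fold change was −1.29. DN3 Arpp21–/– replicate 1, whose table has the same number in its name as those of all DN3 WT libraries, was below the lowest of them by a log2 ratio of −1.07. In DN2, Rag1 had 4.60 CPM in Arpp21–/– replicate 1, against 14.55 and 8.225 CPM in WT replicates 1 and 2 with this number. This argues against a sequencing run as the whole cause, on 1 Arpp21–/– library per stage. The other DN2 libraries each have a number of their own, so they cannot tell a run from the genotype. These tests leave lower Rag1 mRNA per cell as a hypothesis, with −1.29 in the remaining libraries, found and tested on the same data. They do not separate transcription from mRNA stability. By other assays, the paper reports lower Rag1 but not Rag2 mRNA by RT-qPCR in Arpp21–/– DN3 thymocytes (Fig. 6a). It also reports a Rag1 3′-UTR reporter that rose with Arpp21 in HeLa cells (Fig. 6c).

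The count of 1 called gene in DN3 was reached by 1 of 10 splits of the same libraries, the real one, with at most 0 in the others, and 10 splits cannot exclude chance. At an unadjusted p under 0.05 the real split gave 214 genes and the split of WT replicate 1 with Arpp21–/– replicates 1 and 2 against the others gave 305. Further tests used the 41 genes called by DESeq2 on the DN3 libraries alone. The highest count of Ddx3y in any library was 2, which argues against male mice in only 1 group as the sex of the mice. Within 20 Mb of Arpp21 lay 0 of the 41 genes, with 0.77 expected (Fisher's exact test, two-sided, p = 1), against variants carried along with the Arpp21 locus as the cause of these calls. Shisa5 (chromosome 9, 109038565 to 109057777), a downregulated gene of Fig. 3g that is not among the 41, lies in this window. Its log2 fold change in DN3 was −0.62 (SE 0.203), and such a variant stays open for it. Nnt, which differs between C57BL/6 substrains, had a log2 fold change of 0.232 (SE 0.348), and a second gene model of the same name and place −0.15 (SE 0.316), and a substrain difference elsewhere in the genome cannot be told apart from the genotype. The sample labels give C57BL/6J for all libraries, while the paper gives C57BL/6 for the mice and C57BL/6N for the embryos that were edited. Within 1 Mb of another called gene lay 6 of the 41, against a median of 2 in 10000 random sets (permutation p = 0.137, one-sided). They are the pairs P2rx1 and Itgae, H2-Q6 and H2-Q7, and Cd163l1 and 5830411N06Rik (Itgae, Cd163l1 and 5830411N06Rik were chosen after their values were seen), and linked blocks of the genome that differ between the genotypes stay open.

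H2-Q6 shares reads with other H2-Q genes. The sum over 8 H2-Q genes was at most 103.8 CPM in DN3 Arpp21–/– and at least 155.3 CPM in DN3 WT libraries, so that a shift of reads among these genes alone is excluded in DN3. In DN2 the sums overlapped, with 186.4 and 515.0 CPM in Arpp21–/– and 371.5 to 422.1 CPM in WT libraries. Such a shift stays open there. H2-Q6 had at most 37.11 CPM in DN2 Arpp21–/– and at least 110.1 CPM in DN2 WT libraries. A strain variant in this region would lower it at both stages, and it cannot be told apart from an effect of Arpp21 by expression.

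DN3 against DN2 in WT gave 562 called genes, 256 higher and 306 lower, with 1863 at an unadjusted p under 0.05 by edgeR. The real split was the 1 of 10 with as many, and the highest other gave 0. By itself, a rank among 10 splits cannot exclude chance. The size of the count, 562 against 0 in every other split, argues against chance as its cause. With each WT library left out it was still 243 (without DN3 WT replicate 3) to 387 (without DN2 WT replicate 1). Rag1 had a log2 fold change of 6.54 between the stages and Rag2 of 1.53.

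The summed expression of 35 Trbv genes in DN3 was 202, 229 and 298.5 CPM in Arpp21–/– and 316, 304 and 302 CPM in WT libraries, a log2 difference of −0.36 (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 libraries allow). It was −0.54 with TPM, −0.72 as a ratio to Trbc1 and Trbc2, −0.23 without replicate 1 of Arpp21–/– and −0.51 without replicate 3. In DN2 the difference was 0.34 with CPM, −0.32 with TPM and −0.61 as the ratio, so that its direction there depends on the scale. Of 22 Trbv genes tested 15 were lower and 7 higher. The list of cells after β selection had a median of 0.052 without DN3 Arpp21–/– replicate 3, with genes in both directions, so that another share of these cells cannot be told apart from an effect on the locus.

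No gene of the 8 marker lists was called in DN3 by edgeR, adjusted over the list alone or over all genes. The median log2 fold changes were −0.11 for DN2 thymocytes, 0.28 for myeloid cells (mean −0.33, of the other sign), −0.17 for γδ T cells (mean 0.41, of the other sign), −0.11 for Cd79b, the 1 B cell gene tested, and −0.33 for Kdm5d, the 1 sex gene tested, which shares reads with near-identical copies.

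Among other genes the paper names, Phf6 had a log2 fold change of −0.08 (SE 0.2) and Rc3h1 of −0.64 (SE 0.494) in DN3. The paralogs R3hdm1, R3hdm2 and R3hdm4 had −0.35, 0.08 and 0.03.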
